# Disabling leading and lagging strand histone transmission results in parental histones loss and reduced cell plasticity and viability

**DOI:** 10.1126/sciadv.adr1453

**Published:** 2025-02-19

**Authors:** Leonie Kollenstart, Alva Biran, Nicolas Alcaraz, Nazaret Reverón-Gómez, Victor Solis-Mezarino, Moritz Völker-Albert, Fion Jenkinson, Valentin Flury, Anja Groth

## Abstract

In the process of DNA replication, the first steps in restoring the chromatin landscape involve parental histone recycling and new histone deposition. Disrupting histone recycling to either the leading or lagging strand induces asymmetric histone inheritance, affecting epigenome maintenance and cellular identity. However, the order and kinetics of these effects remain elusive. Here, we use inducible mutants to dissect the early and late consequences of impaired histone recycling. Simultaneous disruption of both leading (POLE4) and lagging strand (MCM2-2A) recycling pathways impairs the transmission of parental histones to newly synthesized DNA, releasing some parental histones to the soluble pool. Subsequently, H3K27me3 accumulates aberrantly during chromatin restoration in a manner preceding gene expression changes. Loss of histone inheritance and the ensuing chromatin restoration defects alter gene expression in embryonic stem cells and challenge differentiation programs and cell viability. Our findings demonstrate the importance of efficient transmission of histone-based information during DNA replication for maintaining chromatin landscapes, differentiation potential, and cellular viability.

## INTRODUCTION

Multicellular organismal development requires the execution of specific transcriptional programs to generate a diverse array of cell types. Despite having a single genome, highly specialized cell types can be produced and maintained in part through epigenetic regulation, highlighting the remarkable capacity of cells for both plasticity and memory. The accurate maintenance of the epigenetic landscape during cell division is crucial for maintaining cell identity and proper cellular function. During cell division, the chromatin landscape is disrupted by replication fork passage. Parental histones are disassembled in front of the replication fork, moved across the replisome, and reassembled into nucleosomes on the two daughter DNA strands. In parallel, new acetylated histones are deposited to maintain nucleosome density. The recycling of parental histones with their posttranslational modifications (PTMs) is accurate, maintaining positional information, and leads to largely symmetric distribution of parental histones on leading and lagging DNA strands (*1*–*6*). Histones H3-H4 are recycled as tetramers (*7*) and/or possibly as hexamers, together with a single H2A/H2B dimer (*8*). The replisome factors Tof1/TIMELESS, minichromosome maintenance complex component 2 (MCM2), Ctf4, and DNA polymerases alpha (POLA1) and delta (POLD) are required for efficient histone recycling to lagging strand, while DNA polymerase epsilon subunits POLE3/4 facilitate recycling to the leading strand (*2*, *3*, *8*–*13*). In addition, Mrc1/CLASPIN regulates histone recycling to both daughter strands (*14*–*16*). The deposition of new histones in nascent chromatin results in a twofold dilution of prereplication histone PTM levels (*17*). To restore the prereplication chromatin states, new histones are modified in a heterogeneous process that proceeds with modification and locus-specific kinetics and, for repressive modifications, extends into the next cell cycle (*1*, *5*, *17*–*19*). In this process, parental histone PTMs can contribute to modification of new histones through read-write–based spreading (*20*, *21*), which are well documented for the repressive modifications H3K27me3 and H3K9me3 (*22*–*28*).

In an MCM2 histone–binding mutant (MCM2-2A), parental histones are recycled primarily to the leading strand, resulting in a strong asymmetry of histone PTM landscapes between sister chromatids (*2*, *3*). In mouse embryonic stem cells (mESCs), these regional asymmetries in chromatin states between sister chromatids can be inherited by daughter cells (*18*). Mutant mESCs with asymmetric histone recycling show deregulation of the chromatin landscape, primarily affecting H3K27me3 and H3K9me3, and gene expression (*18*, *19*). While H3K9me3 is lost across repeat elements, consistent with a requirement for read-write propagation in cis, H3K27me3 accumulates aberrantly (*11*, *18*, *19*) due to elevated recruitment of polycomb repressive complex 2 (PRC2) to the lagging strand (*18*). While an MCM2-2A mutant does not lose parental histones, the failure to transmit parental histones to both daughter strands challenges genome regulation and mESC identity. The cells show reduced plasticity in transitioning between embryonic stem cell states, with elevated occupancy in naïve pluripotency and two-cell–like states compared to lineage primed, and impaired embryonic differentiation (*18*).

While cis-based inheritance of histone modification is required for epigenome maintenance, there are also experimental data and modeling work supporting that the overall concentration or density of parental histones on newly synthesized DNA contributes to the restoration of modifications on the new histones (*29*–*31*). However, it remains largely unknown what happens if parental histones are lost in transmission. Moreover, it has not been characterized what happens if both leading and lagging histone recycling pathways are disabled. Here, we developed an inducible POLE4 degron system to address the initial effects of defective leading strand recycling, alone and in combination with the lagging strand recycling defect in MCM2-2A mESC. We demonstrate that deregulation of H3K27me3 (*18*, *32*) is an early consequence of asymmetric histone recycling, occurring before changes in gene expression. The combined loss of leading and lagging strand recycling resulted in loss of histone-based information during replication. This in turn aggravated gene expression changes and differentiation defects seen in cis-based inheritance mutants and challenged mESC viability.

## RESULTS

### Asymmetric histone recycling directly deregulates H3K27me3

To circumvent adaptation and clonal variation associated with steady-state mutants, we fused leading strand recycling factor POLE4 to a degradation tag (dTAG) (*33*) degron to establish an inducible depletion system in mESC. In mammalian cells, POLE4 knockout (KO) results in a moderate recycling bias reflecting a partial disruption of leading strand recycling, while stronger asymmetry is observed in MCM2 and POLA1 mutants defective in lagging strand recycling (*1*, *18*). In the presence of dTAG-13, POLE4 was efficiently depleted (dPOLE4) within 30 min (Fig. 1A), allowing us to investigate the immediate effects of acute histone recycling loss. We examined the relative histone occupancy on lagging and leading DNA strands, immediately after POLE4 depletion using sister chromatids after replication (SCAR)-sequencing (*3*, *34*). Short-term depletion of POLE4 resulted in moderate asymmetry of parental histones marked by H4K20me2 (*17*), biased toward the lagging strand (Fig. 1, B and C). This is consistent with observations in POLE4-KO mESCs (*1*, *11*, *35*), although the effect of POLE4 depletion is less strong, probably reflecting incomplete degradation. A comparable leading strand bias was observed for new histones marked by H4K20me0, arguing that the reduction of parental histones on the leading strand is compensated by increased deposition of new histones (Fig. 1, B and C). To address the positional accuracy and overall efficiency of histone recycling, we measured the occupancy of H3K27me3 [absent from newly synthesized histones (*17*)] in nascent chromatin using spike-in corrected chromatin occupancy after replication (qChOR)-sequencing (*34*). Unlike H4K20me2, H3K27me3 occupies specific sites across the genome, thus serving as a reliable marker for maintenance of positional information during parental histone transmission. The overall landscape and the total levels of recycled H3K27me3, including the distribution over H3K27me3 peaks and transcription start sites (TSSs), were unaltered upon removal of POLE4 (Fig. 1, D and E, and fig. S1, A and B). This argues that parental histones are rerouted from the leading strand to the lagging strand, maintaining their genomic position, as the accuracy of parental histone recycling was unaltered upon POLE4 depletion. Recycling efficiency was unaffected or even slightly increased after POLE4 depletion (fig. S1, E and F) in line with previous observations (*9*). Stable histone recycling mutants such as POLE4-KO and MCM2-2A mESCs demonstrate various changes in gene expression and repeat up-regulation (*11*, *18*, *19*). 

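In POLE4-dTAG mESCs, POLE4 carries a degron tag, and dTAG removes the tagged protein (dPOLE4). RNA from 3 cultures treated with dTAG for 24 h and 3 treated with DMSO (Ctrl) was sequenced, and RNA from another 3 dPOLE4 and 3 Ctrl cultures was sequenced at 96 h. For each library, the authors deposited the number of reads they counted on 55487 genes and 1146 repeat subfamilies (157 LINE, 571 LTR and 418 other), without normalization. Total counts per library lay between 18555674 and 21649676 in Ctrl and between 20287632 and 28265728 in dPOLE4 at 24 h. At 96 h they lay between 18552805 and 23598266 in Ctrl and between 15647026 and 21068936 in dPOLE4. Repeats held 8.41% ± 0.232 of the counts in Ctrl and 8.12% ± 0.189 in dPOLE4 at 24 h (SD, n = 3 each). Genes and repeat subfamilies, together called features, were tested with edgeR's quasi-likelihood test after TMM normalization and its expression filter, with Benjamini-Hochberg adjustment. Expression is given as normalized counts (CPM, mean ± SD of 3 libraries), and gene positions refer to mm10. As in the paper, a feature was called DE when its log2 fold change was larger in size than 0.58 and its adjusted p was below 0.01. Deviations from the group mean were correlated between libraries with the same replicate number (mean r across features of 0.17 at 24 h and 0.25 at 96 h), so each comparison was also fitted with the replicate number as a block. Because dTAG acts on the protein, the RNA of Pole4 (ENSMUSG00000030042, chromosome 6 from 82618992 to 82705365) stayed at 52.5 ± 4.92 CPM in dPOLE4 against 52.6 ± 2.28 CPM in Ctrl at 24 h.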

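After 24 h, 0 of 17792 tested features were DE between dPOLE4 and Ctrl, and 2065 had an unadjusted p below 0.05. The fit with the replicate block called 5 genes at 24 h. These were Gm24270, mt-Atp8, 9330159F19Rik, mt-Co3 and ENSMUSG00000118642, named here after their values were seen. Their log2 fold changes in the blocked fit were -3.75, -1.08, -1.06, -0.66 and 0.71. DESeq2, the tool named in the paper's methods, called 0 features. The 6 libraries can be divided into 3 and 3 in 10 ways, and in 4 of these the groups part every pair with the same replicate number. All 4 gave 0 DE features, the true division among them.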

We found no detectable differences in gene or repeat expression upon 24 hours of POLE4 depletion (fig. S1G). However, alteration in gene expression became apparent after 96 hours of POLE4 depletion, overall showing a strong correlation to differentially expressed (DE) genes in POLE4-KO cells (178 genes) (*18*), although only a smaller fraction of these passed the strict cutoff for DE (29 genes) (fig. S1H and I). This argues that population-level steady-state expression changes in histone recycling mutants are driven by multiple rounds of asymmetric inheritance with associated defective chromatin maturation (*18*). 

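At 96 h, 0 of 17580 tested features passed both thresholds in edgeR, while 2181 had an unadjusted p below 0.05. DESeq2 called 25 features DE (7 up- and 18 down-regulated), and edgeR with the replicate block called 153 (84 up- and 69 down-regulated). Among the genes labelled in fig. S1H, Lef1 (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) was measured at 10.8 ± 1.55 CPM in dPOLE4 and 20.3 ± 3.2 CPM in Ctrl, a log2 fold change of -0.91 (standard error 0.14, adjusted p = 0.0849). For Pou3f1 (ENSMUSG00000090125, chromosome 4 from 124656807 to 124660655) the values were 11.6 ± 3.12 and 19.7 ± 3.92 CPM, a log2 fold change of -0.74 (standard error 0.18, adjusted p = 0.156). Pramel6 (ENSMUSG00000025838, chromosome 2 from 87506565 to 87510872) rose from 9.17 ± 0.321 to 15.2 ± 2.86 CPM, a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.108). In all 3 genes every dPOLE4 library lay on the same side of every Ctrl library, which chance alone gives in 10% of features. DESeq2 gave adjusted p = 2.77e-05 for Lef1, 0.0101 for Pou3f1 and 0.00438 for Pramel6, which made Lef1 and Pramel6 DE. With the replicate block, all 3 genes were DE, with adjusted p = 2.05e-07, 2.96e-05 and 7.48e-05 in the same order. The comparison with POLE4-KO cells was not analysed here.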

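Gene sets were compared with limma's directional fry test on the same counts, with p-values adjusted over 58 set tests. For the formative pluripotency genes of Fig. 4G (7 of 8 tested), the median log2 fold change after 96 h of POLE4 depletion was -0.33, and 7 of 7 genes were lower (adjusted p = 0.00635, an unadjusted p of 0.00109). The blocked fit gave -0.34 (unadjusted p of 0.00243). Leaving out each library in turn moved this median most, between -0.55 and -0.32. At 24 h, a test of the same set that was added after the other results were seen gave a median of -0.33 and an unadjusted p of 0.0334, which was 0.128 with the block, and no single gene was DE. The 2-cell-like features (Zscan4a to Zscan4f, MERVL-int and MT2_Mm) had a median of -0.075 at 24 h (adjusted p = 0.92) and 0.58 at 96 h (adjusted p = 0.213). At 96 h all 8 of them were higher in dPOLE4, but single features varied between replicates, as for Zscan4c (ENSMUSG00000054272, chromosome 7 from 11005745 to 11010547) with 20.0 ± 7.38 CPM in dPOLE4 and 12.6 ± 3.41 CPM in Ctrl. With the block, their medians were -0.024 (unadjusted p of 0.490) and 0.58 (unadjusted p of 0.0974). Leaving out single libraries moved the 96 h median between 0.27 and 0.75. The 24 h and 96 h cultures were each compared with their own controls, and the difference between the time points was not tested. From changes that appear after prolonged but not after short depletion, the paper argues that steady-state expression changes in recycling mutants arise over multiple rounds of asymmetric inheritance and the defective chromatin maturation that goes with it.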

To further examine the interplay of histone recycling and restoration of the PTM landscape after DNA replication, we performed mass spectrometry (MS) analysis after 72 hours of POLE4 depletion. This revealed that the levels of total histones, replicative histone H3.1 compared to the replacement variant H3.3 and new (H4K20me0) and old (H4K20me2), remained unaltered (fig. S1, J to L), consistent with the conclusion that old parental histones are rerouted but not lost upon POLE4 depletion. While H3K9me3 and H3K36me3 levels remained unaltered (fig. S1, M and N), the levels of H3K27me3 increased (Fig. 1F). Elevated H3K27me3 was previously reported in MCM2-2A histone recycling mutants (*18*, *19*, *36*), as a sign of epigenome perturbation. To resolve the kinetics of this response, we quantified H3K27me3 levels by high-content microscopy. While histone H3 levels were stable (Fig. 1G), H3K27me3 accumulated gradually after POLE4 depletion becoming significantly increased compared to wild type (WT) within 24 hours corresponding to about 2 cell cycles (Fig. 1H and fig. S1O). As POLE4 depletion did not challenge the efficiency or accuracy of H3K27me3 recycling, our data indicate that H3K27me3 establishment on new histones is deregulated, resulting in progressive aberrant accumulation of this modification during chromatin restoration in the wake of defective recycling. This demonstrates that H3K27me3 accumulation is an early response to histone recycling asymmetry preceding gene expression changes, consistent with the notion that epigenome alterations drive gene expression changes in these models (*1*, *18*, *19*, *36*).

**Fig. 1.**
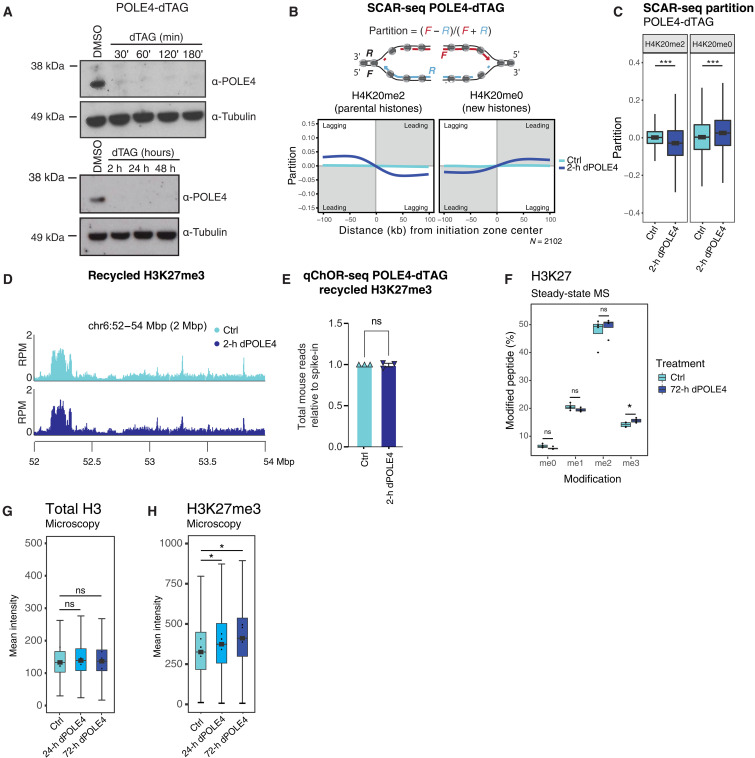
Inducing asymmetry through loss of POLE4 leads to increased global H3K27me3 levels within 24 hours. (**A**) Western blot analysis of POLE4-dTAG mESC with DMSO and dTAG-13 treatment. (**B**) Average SCAR-seq profile showing the H4K20me2 and H4K20me0 partition in 1-kb windows around initiation zones (IZs) of DMSO-treated (Ctrl) or dTAG-treated (dPOLE4) in POLE4-dTAG mESC. Partition is calculated as the proportion of forward (F) and reverse (R) read counts [(*F* − *R*)/(*F* + *R*)], see Materials and Methods. *n* = 2 biological replicates. (**C**) Box plots of H4K20me2 and H4K20me0 partition in 1-kb windows around IZ in POLE4-dTAG cells. Windows upstream of IZs were multiplied by −1. Lines indicate median, boxes represent first, and third quartiles and whiskers extend 1.5× interquartile range. Wilcoxon signed-rank test. ***P < 2.220446e-16. (**D**) ChOR-seq occupancy tracks for H3K27me3 on nascent DNA in DMSO (Ctrl, top)–or 2-hour dTAG-13 (dPOLE4, bottom)–treated POLE4-dTAG cells. Signal is quantified with reads per million (RPMs). (**E**) Bar plot of mapped reads (mouse) relative to spike-in reads (*Drosophila*) for H3K27me3 in POLE4-dTAG mESC treated with DMSO (Ctrl) or dTAG-13 (dPOLE4). Normalized to input. (**F**) Box plot showing H3K27 methylation levels quantified by MS after 72-hour dTAG-13 treatment. *n* = 4 independent replicates. Box plot as in (C). Two-sided Welch’s *t* test false discover rate (FDR). *P = 0.031. (**G** and **H**) Box plot showing total H3 (G) and H3K27me3 (H) levels quantified with high-content microscopy in POLE4-dTAG mESC-treated with DMSO (Ctrl) or dTAG-13 (dPOLE4). *n* = 3 biological replicates. Box plot as in (C). *P* values, Student *t* test (two-tailed, paired), performed on the means of the biological replicates. Ctrl vs 24-h dPOLE4 (top) *P = 0.018, Ctrl vs 72-h dPOLE4 (bottom) *P = 0.04. h, hours; ns, not significant.

### Parental histones are lost upon disabling both leading and lagging strand recycling

To interrogate the immediate effects of combined leading and lagging strand recycling defects, we introduced a POLE4-dTAG in MCM2-2A mutant mESCs (fig. S2A). We confirmed the strong bias of parental histone transmission to the leading strand in an MCM2-2A mutant background (Fig. 2, A and B), mirrored by a bias in the deposition of new histones toward the lagging strand. These biases were reduced, but not lost, upon acute depletion of POLE4, as shown by SCAR-seq of parental and new histones marked by H4K20me2 and H4K20me0, respectively (Fig. 2, A and B). As SCAR-seq measures relative occupancy between leading and lagging strands, reduced parental histone asymmetry could indicate either a rescue of parental histone recycling to the lagging strand or a loss of parental histones from the leading strand (fig. S2B). To address this, we used quantitative ChOR-seq as above to measure recycling accuracy and efficiency. Short-term depletion of POLE4 in MCM2-2A cells did not substantially alter recycling accuracy as assessed by the occupancy of parental H3K27me3 (Fig. 2C and fig. S2, C to F) and H3K36me3 occupancy 10 min after replication (Fig. 2D). However, unlike single POLE4 depletion, acute POLE4 loss in MCM2-2A cells reduced the efficiency of recycling for parental H3K27me3 by 20% within cognate H3K27me3 domains (Fig. 2, E and F) and by 15% if considering all reads in nascent chromatin (Fig. 2G). In accordance, the levels of recycled parental H3K36me3 and H4K20me2 were also reduced on nascent chromatin (Fig. 2, H and I, and fig. S2G), while total H3 levels slightly increased (Fig. 2J). This argues that parental histones are lost during replication, potentially with some moderate degree of reincorporation at other sites in the genome as the loss is more moderate when considering the signal of parental histones in total nascent chromatin compared to newly replicated cognate H3K27me3 domains. Consistent with this conclusion, H3K27me3-marked histones could be detected in the soluble pool of free histones when both MCM2 and POLE4 recycling pathways were impaired (Fig. 2, K and L). As total histone levels are not reduced, we anticipated that new histone deposition was compensating for the loss of parental histones. Consistent with this, chromatin accessibility on nascent chromatin was not altered as evaluated by replication transposase-accessible chromatin with sequencing (repli-ATAC-seq) (fig. S2H), which shows strongly elevated accessibility upon acute loss of new histones deposition by chromatin assembly factor 1 (CAF-1) (*37*). Therefore, disabling both leading and lagging strand pathways compromises the efficiency of parental histone transfer to newly synthesized DNA without substantially changing overall nucleosome occupancy on new DNA.

**Fig. 2.**
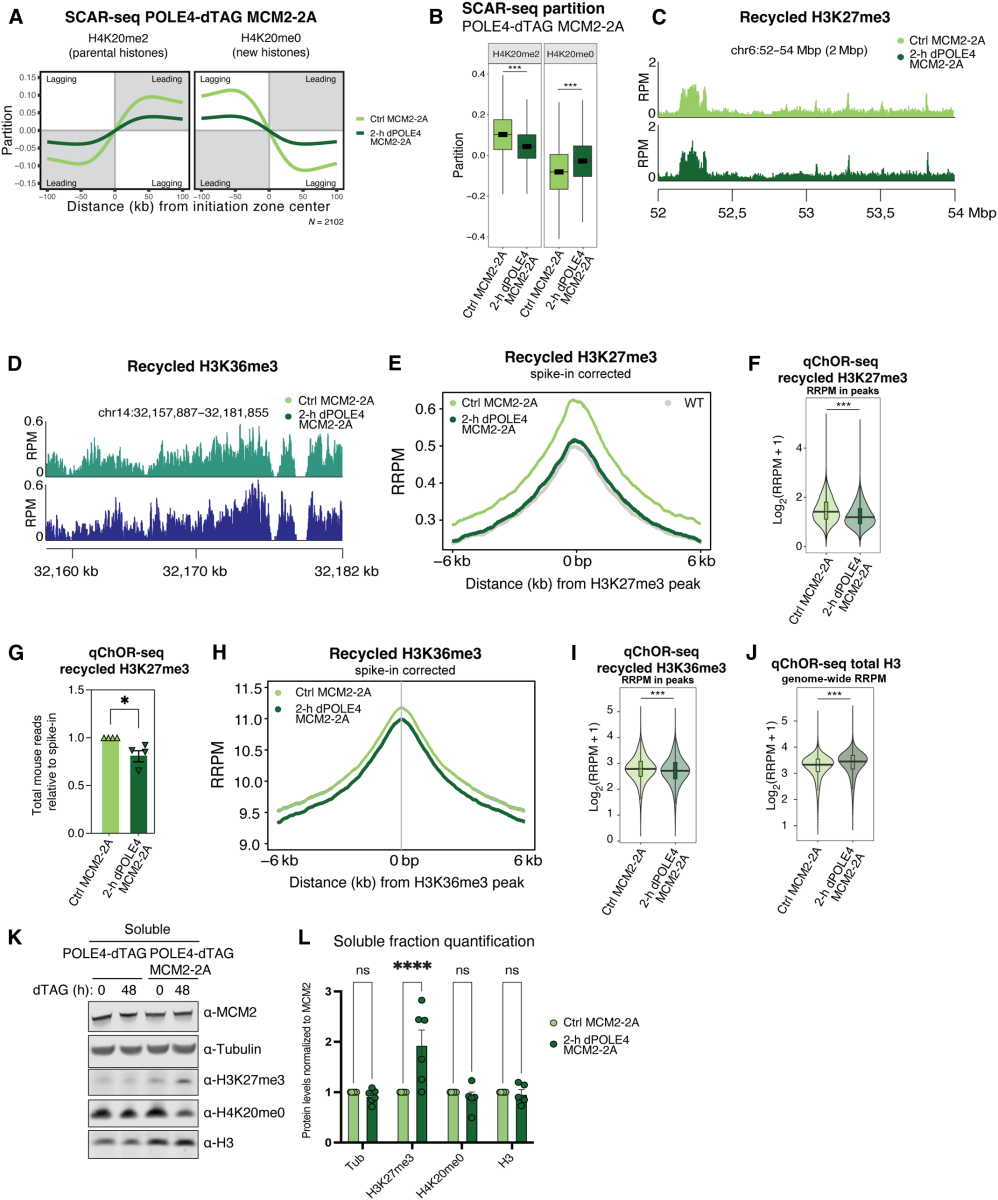
Simultaneous disruption of leading and lagging strand histone recycling results in parental histone loss. Average SCAR-seq profile (**A**) or box plots (**B**) show the H4K20me2 and H4K20me0 partition in 1-kb windows around IZs of DMSO (Ctrl MCM2-2A)–or dTAG-13 (dPOLE4 MCM2-2A)–treated POLE4-dTAG MCM2-2A mESC. *n* = 2 biological replicates. Box plot as in Fig. 1C. Wilcoxon signed-rank test. (**C** and **D**) Occupancy tracks for H3K27me3 (C) or H3K36me3 (D) on nascent DNA in DMSO (Ctrl MCM2-2A, top)–or dTAG-13 (dPOLE4 MCM2-2A, bottom)–treated POLE4-dTAG MCM2-2A mESC. Signal is represented in RPMs. (**E**) Signal of H3K27me3 overlapping the H3K27me3 peaks upon DMSO or 2-hour dTAG-13 treatment in POLE4-dTAG MCM2-2A mESC. *n* = 4 biological replicates. Wild levels (DMSO-treated POLE4-dTAG cells) are shown in gray. (**F**) Average profile of recycled H3K27me3 across total H3K27me3 peaks in DMSO or 2-hour dTAG-13. Signal quantified with reference-adjusted RPMs using exogenous spike-in chromatin (RRPM). *n* = 2 biological replicates. Wilcoxon signed-rank test. (**G**) Bar plot of mapped reads (mouse) relative to spike-in reads (*Drosophila*) for H3K27me3 in POLE4-dTAG MCM2-2A mESC treated with DMSO or 2-hour dTAG-13. *n* = 4 biological replicates. Normalized to EdU input. (**H**) Average profile of recycled H3K36me3 across total H3K36me3 peaks in DMSO or 2-hour dTAG-13. Signal is quantified as in (E). *n* = 3 biological replicates. (**I**) Average profile of recycled H3K36me3 occupancy across H3K36me3 peaks in DMSO (Ctrl MCM2-2A) or dTAG-13 (dPOLE4 MCM2-2A). Analyzed as in (F). *n* = 3 biological replicates. (**J**) Average profile of total H3 occupancy in genome-wide bins after DMSO or dTAG-13 treatment. Analyzed as in (F). *n* = 3 biological replicates. Western blot analysis (**K**) and quantification (**L**) of POLE4-dTAG and POLE4-dTAG MCM2-2A mESC protein soluble fraction treated for 48 hours with DMSO or dTAG-13. Data normalized to MCM2 levels. *n* = 6 biological replicates. *P = 0.00270; ***P < 2.220446e-16; ****P < 0.001.

### Loss of histone-based information challenges mESC viability

Next, we compared the phenotypes of the single and double recycling perturbation to understand the consequences of their inheritance defects. With a cis-based asymmetric defect, most pronounced in MCM2-2A mutants, disrupting both pathways (dPOLE4 MCM2-2A) resulted in the loss of parental histones with moderate asymmetry. MS analysis after 72 hours of POLE4 depletion in the MCM2-2A background revealed no changes in the global levels of total histone H3-H4, the replicative histone H3.1 and the replacement variant H3.3, and new and old histones marked by H4K20me0 and H4K20me2, respectively (fig. S3, A to D). However, global levels of H3K36me3 and H3K27me3 increased (Fig. 3A and fig. S3E). High-content microscopy confirmed a progressive increase of H3K27me3, but not H3, upon depletion of POLE4 in the MCM2-2A mutant from about 2 cell cycles and longer (Fig. 3, B and C, and fig. S3F). This was also observed in both MCM2-2A single mutant (*18*, *19*, *36*) and upon POLE4 depletion (Fig. 1F), indicating that this abnormality in chromatin restoration is more generally associated with recycling defects and not strictly linked to parental histone loss. We conclude that the decrease in parental histone recycling on individual strands independently and additively contributes to a global increase in H3K27me3 levels.

**Fig. 3.**
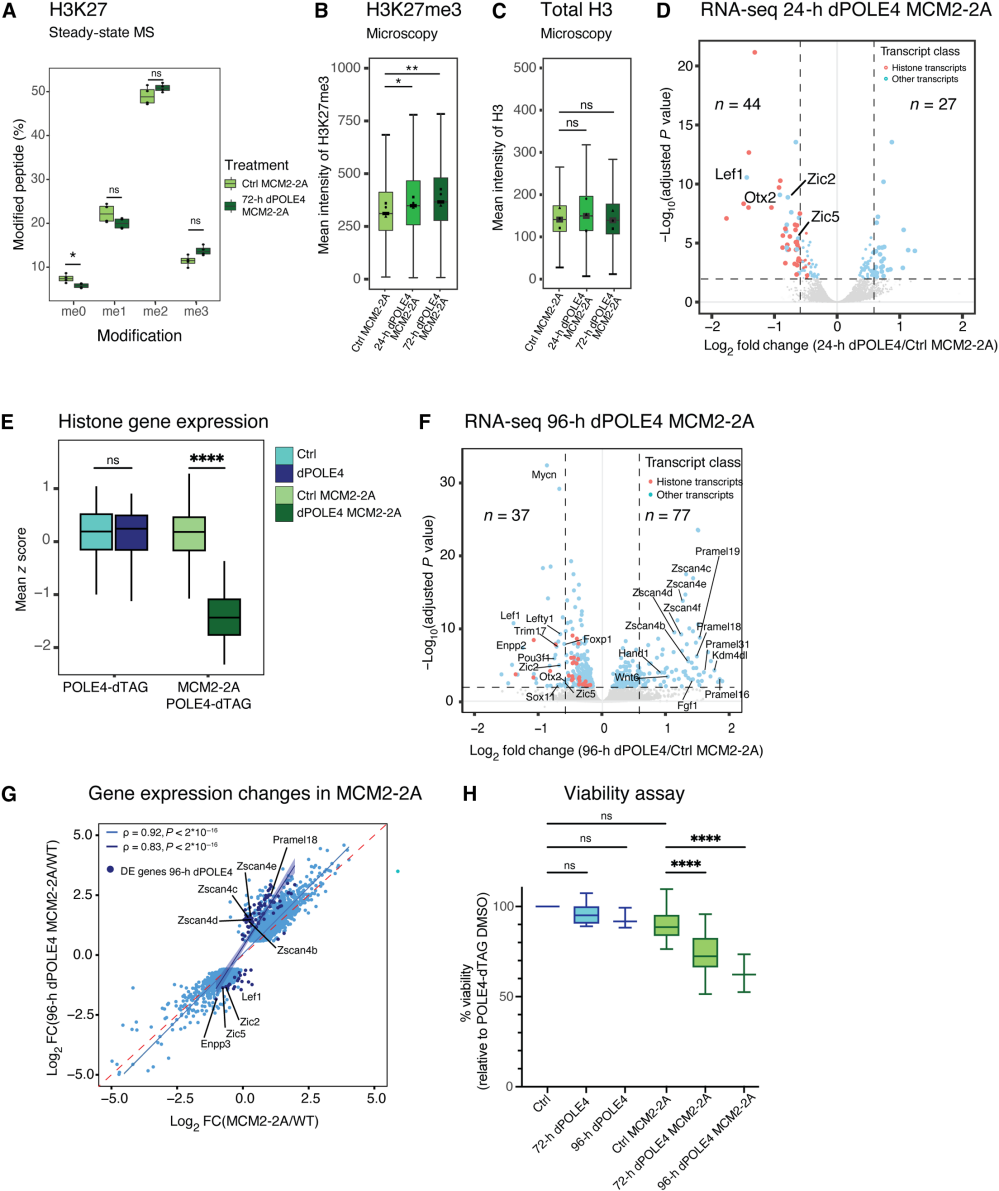
Simultaneous disruption of leading and lagging strand histone recycling results in gain of H3K27me3, decreased expression of histone and formative pluripotency factors, and loss of viability. (**A**) Box plot showing global H3K27 methylation levels quantified by MS. *n* = 4 biological replicates. *P = 0.043 for me0. (**B** and **C**) High-content microscopy of H3K27me3 (B) and H3 (C) levels in POLE4-dTAG MCM2-2A mESC treated with DMSO (Ctrl MCM2-2A) or dTAG-13 (dPOLE4 MCM2-2A). *n* = 3 biological replicates. *P = 0.0423; **P = 0.015. (**D**) Volcano plot showing differential expression analysis of genes and repeat subfamily expression in 24-hour POLE4-depleted MCM2-2A mESC (dPOLE4 MCM2-2A/Ctrl MCM2-2A). Fold change (FC) against false discovery rate (FDR) adjusted *P* value is shown per gene in 24-hour dTAG-13 (dPOLE4 MCM2-2A) versus DMSO (Ctrl MCM2-2A). Significant genes (|log_2_ fold change | > 0.58, adjusted *P* value < 0.01) are depicted in light blue or pink (histone transcripts). *n* = 3 biological replicates. (**E**) Relative RNA level (*z* score normalized) of all histone genes from RNA-seq performed in 2D. Boxplot shows the distribution of histone genes. Wilcoxon signed-rank test. ****P = 8.2e-18. (**F**) Volcano plot showing differential expression analysis of genes and repeat subfamily expression after 96-hour POLE4 depletion in MCM2-2A mESC (dPOLE4 MCM2-2A/Ctrl MCM2-2A). Cutoff and annotation as in (D). (**G**) Scatterplot of DE genes in the MCM2-2A background (MCM2-2A/WT). *Y* axis shows log_2_ fold change of MCM2-2A/WT, and *x* axis shows log_2_ fold change of dPOLE4 MCM2-2A/WT. DE genes after 96-hour POLE4 depletion in MCM2-2A from (F) are highlighted in blue. Spearman correlation coefficient (**ρ**) with *P* value. (**H**) Cell-Titer Blue viability assay of POLE4-dTAG and POLE4-dTAG MCM2-2A mESC with DMSO and dTAG-13 treatment for the indicated times. Data were normalized to DMSO-treated POLE4-dTAG mESC [72 hours, *n* = 4 biological replicates; 96 hours, *n* = 3 biological replicates. Student *t* test (two-tailed, paired)]. ****P < 0.0001.

To further explore the effects on gene expression, we performed RNA sequencing (RNA-seq). 

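The same design was applied to MCM2-2A cells, a POLE4-dTAG line whose MCM2 carries the histone-binding mutation. RNA was sequenced from 3 cultures each of Ctrl MCM2-2A (DMSO) and dPOLE4 MCM2-2A (dTAG) at 24 h and again at 96 h, and the authors deposited raw counts as for the WT background. Total counts at 24 h ranged between 13683171 and 42776956 in Ctrl MCM2-2A and between 14183623 and 46609151 in dPOLE4 MCM2-2A. At 96 h they ranged between 7126100 and 19023308 and between 11517180 and 16879010, and the lowest of these is the lowest of all libraries. Comparisons of dPOLE4 MCM2-2A with Ctrl MCM2-2A covered 18171 features at 24 h and 17421 at 96 h, and same-numbered libraries had residual correlations of 0.26 and 0.27 (mean r across features). The MCM2-2A mutation was studied in a single line, so that differences from WT cells cannot be told apart from differences between clones. In Ctrl MCM2-2A cells the RNA of Pole4 was 33.2 ± 1.03 CPM, a log2 fold change against Ctrl of -0.68 (standard error 0.059, adjusted p = 3.01e-06). The RNA of Mcm2 (ENSMUSG00000002870, chromosome 6 from 88883474 to 88898780) was 311 ± 34.2 CPM against 497 ± 10.8 CPM in Ctrl, a log2 fold change of -0.70 (standard error 0.062, adjusted p = 3.72e-06). Neither was DE upon dTAG in this background at 24 h, with 31.4 ± 2.95 CPM for Pole4 and 292 ± 21.1 CPM for Mcm2 in dPOLE4 MCM2-2A, log2 fold changes of -0.066 and -0.080 (adjusted p = 0.808 and 0.748). The differences in Pole4 and Mcm2 RNA between backgrounds were similar at 96 h (-0.95 and -0.81).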

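Between Ctrl MCM2-2A and Ctrl cells, 3430 of 17972 tested features were DE at 24 h (1793 up- and 1637 down-regulated) and 2830 of 17623 at 96 h (1673 up- and 1157 down-regulated). DESeq2 called 3093 and 2579, and the fit with replicate block called 3482 and 3142 (mean r of same-numbered libraries 0.11 and 0.18). Among the DE features at 24 h were 32 repeat subfamilies, with 7 LTR subfamilies higher, and with 23 LTR subfamilies, the LINE subfamily L1M7 (-0.76) and the repeat IMPB_01 (-0.60) lower, this last pair named after its values were seen. The median log2 fold change of LTR subfamilies was -0.14 (adjusted p = 0.298, 324 of 446 lower), and that of LINE subfamilies was -0.19 (adjusted p = 0.447, 116 of 135 lower). With the block these medians were -0.15 (unadjusted p of 0.211) and -0.19 (unadjusted p of 0.288). With single libraries left out they ranged from -0.25 to -0.014 for LTR and from -0.31 to -0.011 for LINE subfamilies. For the 2-cell-like features the median was 1.28 with all 8 higher (adjusted p = 0.185, blocked fit 1.24 with an unadjusted p of 0.0843). In this set, Zscan4c rose from 5.16 ± 2.52 to 12.8 ± 2.76 CPM, a log2 fold change of 1.34 (standard error 0.26, adjusted p = 0.00122). Zscan4e (ENSMUSG00000095936, chromosome 7 from 11306378 to 11310682) and Zscan4f (ENSMUSG00000070828, chromosome 7 from 11397915 to 11402318) were also DE, with log2 fold changes of 1.29 and 1.31, though their groups overlapped and DESeq2 called none of the 3. MERVL-int was measured at 1085 ± 213 CPM against 963 ± 135 CPM (log2 fold change 0.16, standard error 0.13, adjusted p = 0.344), and MT2_Mm had a log2 fold change of 0.32 (standard error 0.14, adjusted p = 0.0886). At 96 h the median of the set was 0.20 (adjusted p = 0.394), and with the block 0.22 (unadjusted p of 0.0247). With single libraries left out it lay between 0.067 and 0.36. The differences between the lines also followed chromosomes. Genes on chromosome 11 had a median log2 fold change of -0.48 at 24 h (80.7% of 1391 genes lower) and those on chromosome 15 a median of 0.56 (87.2% of 679 genes higher). In a segment of chromosome 14 with gene starts from 48657677 to 64647265, the median of 170 genes was 1.03. The medians of the other 17 chromosomes lay between -0.17 and 0.061, and chromosomes 11, 14 and 15 held 30.9% of the DE features. With the genes of these 3 chromosomes left out, an alternative chosen after the data were seen, 2319 features were DE at 24 h and 1782 at 96 h. Shorter shifts elsewhere stay among these, such as a run of neighbouring genes on chromosome 6 at -0.80 at 24 h. The comparisons of dPOLE4 with its control showed no such pattern in either background, with chromosome medians between -0.042 and 0.020 at 24 h in MCM2-2A cells. Bivalent genes were not analysed here.

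**Figure D1:**
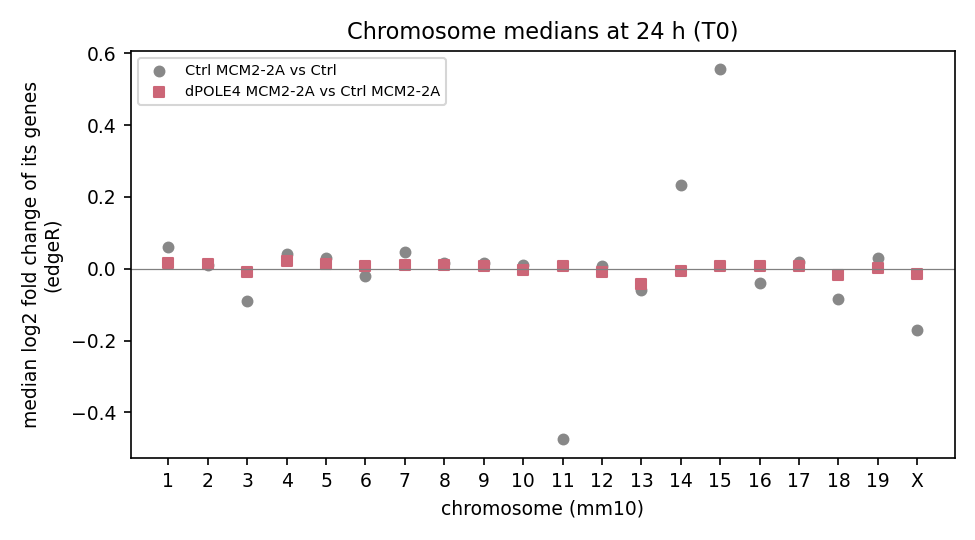
Median log2 fold change (edgeR) of the tested genes of each mm10 chromosome at 24 h, with circles for Ctrl MCM2-2A against Ctrl and squares for dPOLE4 MCM2-2A against Ctrl MCM2-2A. Chromosome 11 lies at -0.48 and chromosome 15 at 0.56 in the first comparison, while all squares lie between -0.042 and 0.020.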

The transcriptional changes in MCM2-2A mutants in comparison to WT recapitulated previous work, including expression of two-cell–like cell (2CLC) genes, deregulation of bivalent genes, and loss of repeat repression (fig. S3G) (*11*, *18*, *19*). While depletion of POLE4 alone for 24 hours did not affect steady-state gene expression (fig. S1C), a number of genes were deregulated in the MCM2-2A background (Fig. 3D). This included the down-regulation of many replication-dependent histone genes, including both core and linker histones, while the expressions of replication-independent histones H3.3 and Cenpa were unchanged (Fig. 3, D and E, and fig. S3H). 

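In the MCM2-2A background, 13 features were DE after 24 h of POLE4 depletion (4 up- and 9 down-regulated), and 2509 had an unadjusted p below 0.05. The number depended on the method. DESeq2 called 73 (28 up- and 45 down-regulated), edgeR with the replicate block called 148 (91 up- and 57 down-regulated), and edgeR fitted to all 4 groups at once called 59. All 13 calls of the edgeR fit were also DESeq2 calls. A test that requires the fold change itself to be beyond 1.5 (glmTreat) called 0, and 119 features had an unadjusted p below 0.05 in it. With each library left out in turn, the number ranged from 0 to 23. None of the other 3 divisions of the 6 libraries that part the same-numbered pairs gave a DE feature, so the true division was 1 of 4, and no division can give a smaller share than 25%. The largest decreases were in Hist3h2bb-ps (ENSMUSG00000080712, chromosome 11 from 58954048 to 58954512), Lef1 and Hist1h2aa (ENSMUSG00000060081, chromosome 13 from 23934462 to 23934851), and the largest increases in Sbsn (ENSMUSG00000046056, chromosome 7 from 30751471 to 30756134), Itgb4 (ENSMUSG00000020758, chromosome 11 from 115974709 to 116008412) and Btg2 (ENSMUSG00000020423, chromosome 1 from 134075170 to 134079120). Hist3h2bb-ps, a histone pseudogene, fell from 9.21 ± 0.954 to 3.27 ± 0.741 CPM, a log2 fold change of -1.45 (standard error 0.17, adjusted p = 0.00612). Hist1h2aa fell from 16.7 ± 2.64 to 6.34 ± 0.959 CPM, a log2 fold change of -1.39 (standard error 0.14, adjusted p = 0.00425). Sbsn rose from 5.19 ± 0.438 to 10.8 ± 0.888 CPM, a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.00612).

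**Figure D2:**
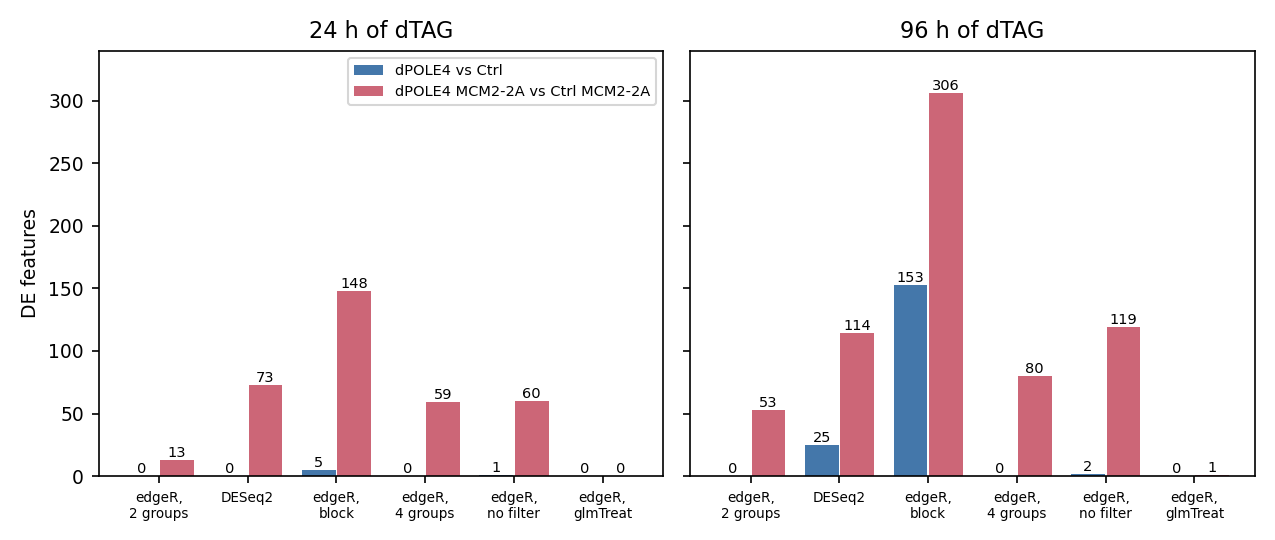
Number of DE features (bars, log2 fold change beyond 0.58 in size and adjusted p below 0.01) for dPOLE4 against Ctrl and dPOLE4 MCM2-2A against Ctrl MCM2-2A at 24 h and 96 h, with each of 6 methods of analysis. At 24 h the MCM2-2A background ranges from 0 (glmTreat) to 148 (replicate block), and the WT background from 0 to 5.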

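The replication-dependent histone genes were taken as all tested genes of the Hist1, Hist2, Hist3 and Hist4 clusters, 69 in this comparison, including the H1 genes and leaving out pseudogenes. Their median log2 fold change after 24 h of POLE4 depletion in MCM2-2A cells was -0.53, with 68 of 69 lower (fry test, adjusted p = 0.0215, an unadjusted p of 0.00743). The central quartiles of the genes lay between -0.64 and -0.41. With the block the median was -0.53 (unadjusted p of 0.0376), and with each library left out it stayed between -0.62 and -0.44. Of these genes 3 were DE in edgeR (Hist1h2aa, Hist3h2ba and Hist1h2bm, of which the last pair is named after the values were seen), 28 in DESeq2 and 26 in the blocked fit. In the WT background the same set had a median of -0.029 (adjusted p = 0.765), and in the blocked fit -0.030 (unadjusted p of 0.739). The effect of POLE4 depletion differed between the backgrounds by a median of -0.51 (adjusted p = 0.0425 over 45 set tests of such differences, chosen after the data were seen), and by -0.51 in the blocked fit (unadjusted p of 0.00289). The replication-independent set of 9 genes had a median of -0.075 (adjusted p = 0.213), but its unadjusted p was 0.154 without and 0.0493 with the block. H1f0, H1fx and H2afy2, named after their values were seen, were lower, with log2 fold changes of -0.86, -0.47 and -0.30 (adjusted p = 0.0387, 0.161 and 0.231, unadjusted p below 0.05 for each). Of the H3.3 genes, H3f3a (ENSMUSG00000060743, chromosome 1 from 180800832 to 180813943) was measured at 296 ± 35.0 CPM in dPOLE4 MCM2-2A and 321 ± 35.4 CPM in Ctrl MCM2-2A (log2 fold change -0.11, standard error 0.10, adjusted p = 0.702). H3f3b (ENSMUSG00000016559, chromosome 11 from 116021912 to 116027962) was at 410.4 ± 52.5 and 412 ± 46.5 CPM (log2 fold change 0.0050, standard error 0.10, adjusted p = 0.990), and its small change was negative in DESeq2 (-0.0040). Cenpa (ENSMUSG00000029177, chromosome 5 from 30666777 to 30674830) was at 96.5 ± 2.19 and 100.4 ± 2.91 CPM (log2 fold change -0.048, standard error 0.065, adjusted p = 0.809). Differences of this size in the 3 genes were below what 3 cultures per group can resolve.

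**Figure D3:**
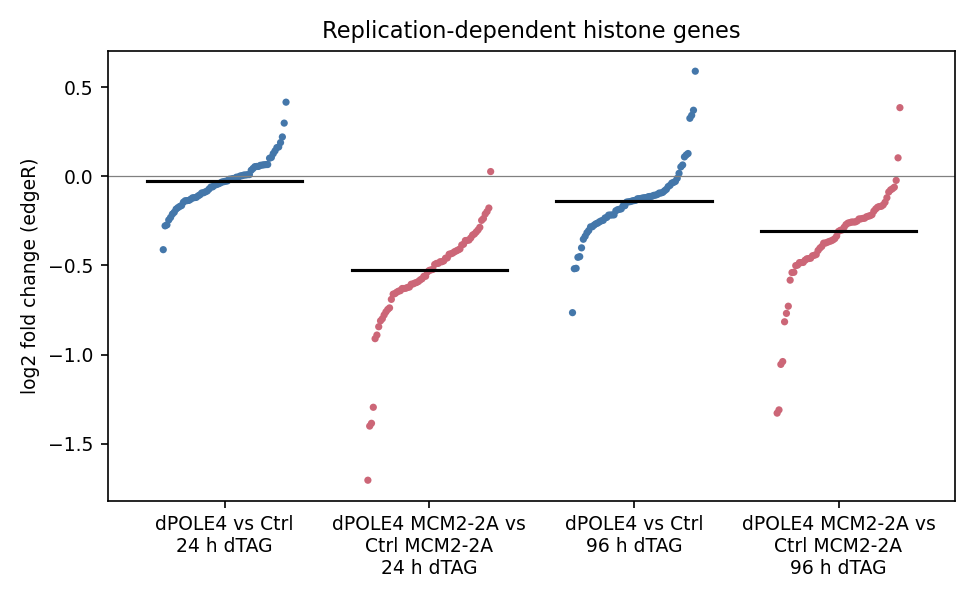
Log2 fold change (edgeR) of each replication-dependent histone gene (points, ordered by value) after 24 h and 96 h of dTAG in the WT and MCM2-2A backgrounds, with the median as a line. At 24 h the medians are -0.029 in WT and -0.53 in MCM2-2A cells.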

We ruled out a role of cell cycle changes or DNA damage in these expression changes, as POLE4 depletion did not affect nucleotide analog 5-ethynyl-2′-deoxyuridine (EdU) incorporation, cell cycle distribution, cell division rate, or DNA damage signaling (e.g., yH2AX and pS4/8-RPA) (fig. S3, I to L). Consistently, expression of other cell cycle–regulated genes was unaltered (table S1). However, perturbation of both recycling pathways down-regulated formative pluripotency factors Lef1, Zic2, Zic5, and Otx2 (Fig. 3D), suggesting that the typical transitioning between mESC states (naïve pluripotency, 2CLCs, and lineage priming) is further impaired beyond that reported for MCM2-2A mESCs (*18*). 

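For the 23 genes of Table S1, log2 fold changes after 24 h of POLE4 depletion in MCM2-2A cells ranged from -0.28 (Plk1) to 0.39 (Mdm2), with a median standard error of 0.085. None was DE in edgeR, in DESeq2 or with the replicate block. The lowest adjusted p over all tested features was 0.0405, for Mdm2 (ENSMUSG00000020184, chromosome 10 from 117688875 to 117710758), which rose from 156 ± 6.27 to 203 ± 16.1 CPM. Adjusted over the 23 genes alone, it was 0.00612. 4 genes had an unadjusted p below 0.05, Mdm2, Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), Plk1 (ENSMUSG00000030867, chromosome 7 from 122159439 to 122169873) and Trp53 (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873). DESeq2 gave Mdm2 an adjusted p of 0.00133, and the blocked fit 9.76e-05. Cdkn1a had a log2 fold change of 0.27, Plk1 of -0.28 and Trp53 of -0.19. In the WT background the range was -0.24 (Gas1) to 0.24 (Dap), with a lowest adjusted p of 0.381. At 96 h in MCM2-2A cells it was -0.29 (Pcbp4) to 0.35 (Gas6), with a lowest adjusted p of 0.249, and in the blocked fit 6 genes had an adjusted p below 0.01 (lowest 2.88e-04), with 0 DE. Changes below the threshold of 0.58 in size are not excluded by these values.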

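Lef1 fell from 16.6 ± 2.24 CPM in Ctrl MCM2-2A to 6.29 ± 1.70 CPM in dPOLE4 MCM2-2A, a log2 fold change of -1.44 (standard error 0.17, adjusted p = 0.00612). Zic2 (ENSMUSG00000061524, chromosome 14 from 122475435 to 122479852) fell from 46.5 ± 4.60 to 27.0 ± 0.667 CPM, a log2 fold change of -0.77 (standard error 0.086, adjusted p = 0.00612). Otx2 (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) fell from 36.9 ± 3.74 to 19.8 ± 2.11 CPM, a log2 fold change of -0.90 (standard error 0.10, adjusted p = 0.00612). For Zic5 (ENSMUSG00000041703, chromosome 14 from 122456795 to 122465677), with 42.4 ± 1.95 and 27.6 ± 2.39 CPM, the log2 fold change was -0.61 (standard error 0.084, adjusted p = 0.0125). Zic5 was therefore not DE in edgeR, but was in DESeq2 (adjusted p = 4.58e-06) and with the replicate block (adjusted p = 1.67e-05). In each of the 4 genes, all dPOLE4 MCM2-2A libraries were below all Ctrl MCM2-2A libraries. Leaving out each library in turn gave log2 fold changes of Lef1 between -1.66 and -1.25. Otx2, Zic2 and Zic5 lie on chromosome 14, whose genes had a median of -0.0061 in this comparison. Over the formative set of Fig. 4G the median was -0.31 with 6 of 7 genes lower (fry test, adjusted p = 0.0371, and in the blocked fit -0.31 with an unadjusted p of 0.00339). In dPOLE4 against Ctrl the same set had a median of -0.33 (unadjusted p of 0.0334, and 0.128 with the block, tests chosen after the data were seen), close to that in MCM2-2A cells. The median of the differences between backgrounds over its genes was -0.27 (adjusted p = 0.264 over 45 tests chosen after the data were seen, and an unadjusted p of 0.0178 with the block).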

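Itgb4 rose after 24 h of POLE4 depletion in MCM2-2A cells from 28.5 ± 1.70 to 52.3 ± 1.01 CPM, a log2 fold change of 0.88 (standard error 0.074, adjusted p = 0.00123). Btg2 rose from 50.8 ± 1.44 to 84.9 ± 7.16 CPM, a log2 fold change of 0.75 (standard error 0.077, adjusted p = 0.00425). Abcb1b (ENSMUSG00000028970, chromosome 5 from 8798147 to 8866315) rose from 59.4 ± 4.25 to 93.0 ± 7.64 CPM, a log2 fold change of 0.66 (standard error 0.085, adjusted p = 0.0106), just outside the threshold for DE. In DESeq2 and in the blocked fit Abcb1b was DE (adjusted p = 6.60e-08 and 4.95e-07). The groups did not overlap in any of the 3 genes. Published target lists of Zic2 were not analysed here.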

In agreement, we found that a third of the up-regulated genes (11 of 27, for example, *Itgb4*, *Btg2*, and *Abcb1b*) are reported to be suppressed by Zic2 (*38*). 

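Between dPOLE4 MCM2-2A and Ctrl MCM2-2A cells at 24 h, LINE subfamilies had a median log2 fold change of 0.033 (fry test, adjusted p = 0.891, 81 of 136 higher) and LTR subfamilies of 0.023 (adjusted p = 0.92, 249 of 447 higher). The blocked fit gave 0.035 (unadjusted p of 0.717) and 0.014 (unadjusted p of 0.922). Leaving out single libraries moved the median of LINE subfamilies between -0.12 and 0.18, so small changes could not be detected. The 2-cell-like features had a median of 0.0014 (adjusted p = 0.92), which was 0.0089 with the block (unadjusted p of 0.717) and became negative with DESeq2's size factors (-0.0061). MERVL-int was measured at 955 ± 213 CPM in dPOLE4 MCM2-2A (log2 fold change -0.18, standard error 0.17, adjusted p = 0.709). Among repeats only the LTR subfamily MMERGLN-int was DE, and its direction was down. It is named here after its values were seen. Its counts fell from 493 ± 19.1 to 313 ± 8.11 CPM, a log2 fold change of -0.65 (standard error 0.069, adjusted p = 0.00510). In Ctrl cells it was at 252 ± 7.59 CPM, and in Ctrl MCM2-2A cells therefore higher by a log2 fold change of 0.95 (adjusted p = 9.70e-08).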

Short-term (24 hours) POLE4 depletion did not up-regulate repeat expression further in MCM2-2A mESCs, likely reflecting that MCM2-2A single mutants already show substantial repeat derepression (fig. S3M). 

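After 96 h, 53 of 17421 tested features were DE between dPOLE4 MCM2-2A and Ctrl MCM2-2A (34 up- and 19 down-regulated). DESeq2 called 114 (80 up- and 34 down-regulated) and the fit with replicate block 306 (217 up- and 89 down-regulated). The 2 largest decreases were in Has2 and Zfp608. Has2 (ENSMUSG00000022367, chromosome 15 from 56665627 to 56694539) fell from 5.39 ± 0.276 to 1.37 ± 0.167 CPM, a log2 fold change of -2.08 (standard error 0.20, adjusted p = 0.00234) and Zfp608 (ENSMUSG00000052713, chromosome 18 from 54888048 to 54992555) changed by -1.60. The largest increases were in Gm4312 (ENSMUSG00000096640, chromosome 10 from 100381647 to 100382560), Gm33466 (ENSMUSG00000106632, chromosome 3 from 157720404 to 157726408) and AA623943 (ENSMUSG00000081478, chromosome 11 from 94812619 to 94813348), with log2 fold changes of 4.37, 2.54 and 1.86. These rest on few reads, as Gm4312 had a lowest count of 0 and Gm33466 of 1 in a library. Of the 53 DE features, 51 were also tested between Ctrl MCM2-2A and Ctrl at 96 h, where 33 had an unadjusted p below 0.05 and 16 were DE. The change had the same direction in both comparisons for 36 of them, and for 10 of those DE in both. Of the DESeq2 calls, 33 of 114 were also DE in that comparison and 91 had the same direction. Log2 fold changes of Ctrl MCM2-2A and of dPOLE4 MCM2-2A, both against Ctrl at 96 h, had a Spearman rho of 0.94 across the 2790 features DE in Ctrl MCM2-2A and of 0.59 across the 51 DE after POLE4 depletion. Their SDs over replicate numbers were 0.0061 and 0.18. Both fold changes share the same Ctrl libraries. With Ctrl replicate 1 used for the first and replicates 2 and 3 for the second, the values were 0.87 and 0.19, and with the roles exchanged 0.90 and 0.60. With the genes of chromosomes 11, 14 and 15 left out, chosen after the data were seen, they were 0.93 and 0.71. Features are not independent replicates, and these are among 8 relations of this kind that were computed.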

Prolonged POLE4 depletion (96 hours) in MCM2-2A background resulted in 118 DE genes, most of which show expression changes in the MCM2-2A alone and become further deregulation upon perturbation of both recycling pathways (Fig. 3, F and G). Most prominently were the 2CLC genes and repeats (e.g., MERVL-int/MT2 and the Zscan4) up-regulation, while formative pluripotency factors remained down-regulated (Fig. 3, F and G). 

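The 2-cell-like set rose, with a median log2 fold change of 1.25 after 96 h in MCM2-2A cells, with all 8 features higher (fry test, adjusted p = 0.0199), and 1.22 in the blocked fit (unadjusted p of 0.00261). MERVL-int rose from 931 ± 119 to 1861 ± 169 CPM, a log2 fold change of 1.00 (standard error 0.11, adjusted p = 0.00234). Its promoter repeat MT2_Mm rose from 221 ± 38.3 to 423 ± 66.7 CPM, a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.0121), outside the threshold for DE. Of the Zscan4 genes, Zscan4a (ENSMUSG00000110097, chromosome 7 from 10794242 to 10799057) and Zscan4e were DE in edgeR, with log2 fold changes of 1.34 and 1.29, and all 6 were DE in DESeq2, with values in edgeR between 1.14 and 1.46. The rise of the set was larger than in the WT background by a median of 0.67, a difference with an adjusted p = 0.248 over 45 tests chosen after the data were seen and an unadjusted p of 0.00414 with the block. LINE and LTR subfamilies had medians of 0.064 and 0.10 (adjusted p = 0.705 and 0.525), and in the blocked fit of 0.047 and 0.072 (unadjusted p of 0.271 and 0.0261). The formative set fell, with a median of -0.68 with 6 of 7 genes lower (adjusted p = 0.00939), and -0.68 with the block (unadjusted p of 0.0206). Lef1 (-1.38, standard error 0.14, adjusted p = 0.00234) and Pou3f1 (-0.75, standard error 0.10, adjusted p = 0.00889) were DE, as was Mycn (ENSMUSG00000037169, chromosome 12 from 12936093 to 12941914), with -0.87 (standard error 0.078, adjusted p = 0.00184). Zic2, Zic5 and Otx2 had log2 fold changes of -0.68, -0.59 and -0.57 and were not DE in edgeR (adjusted p = 0.0225, 0.0540 and 0.0751), while Zic2 and Zic5 were in DESeq2. Between Ctrl MCM2-2A and Ctrl at 96 h, Lef1 was not DE (-0.047), while Pou3f1 was DE and higher (0.85) and Zic2 was DE and lower (-0.62).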

The effect on histone genes is less pronounced upon longer POLE4 depletion (fig. S3N), suggesting that it is an acute response to the loss of parental histones to the soluble pool to which cells can adapt.

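At 96 h, the 67 replication-dependent histone genes tested in MCM2-2A cells had a median log2 fold change of -0.31, with 65 of 67 lower (fry test, adjusted p = 0.00942), and of -0.35 in the blocked fit (unadjusted p of 0.0349). In the WT background the median was -0.14 (adjusted p = 0.185), and -0.14 with the block (unadjusted p of 0.0624). To compare the time points, the mean log2 CPM of the set in each dPOLE4 MCM2-2A culture was taken relative to the mean of Ctrl MCM2-2A. It was -0.58 ± 0.057 (SD, n = 3) at 24 h and -0.36 ± 0.081 (SD, n = 3) at 96 h, a difference of -0.23. All 3 values at 24 h were below all 3 at 96 h (exact two-sided permutation test, p = 0.1, the smallest that 3 cultures against 3 allow). Taken against the same-numbered Ctrl MCM2-2A culture instead, a choice made after the data were seen, the values were -0.80, -0.60 and -0.34 at 24 h and -0.24, -0.47 and -0.35 at 96 h, and they overlapped (exact two-sided permutation test, p = 0.3). The separation of the time points therefore depends on leaving the pairing aside. The 24 h and 96 h cultures also belong to separate experiments, so an effect of duration cannot be told apart from a difference between experiments. The Ctrl MCM2-2A cultures themselves spread from -0.17 to 0.19 at 24 h, and with each replicate number left out the difference lay between -0.34 and -0.062. The paper proposes that the effect on histone genes is an acute response to the loss of parental histones to the soluble pool, to which cells can adapt.

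**Figure D4:**
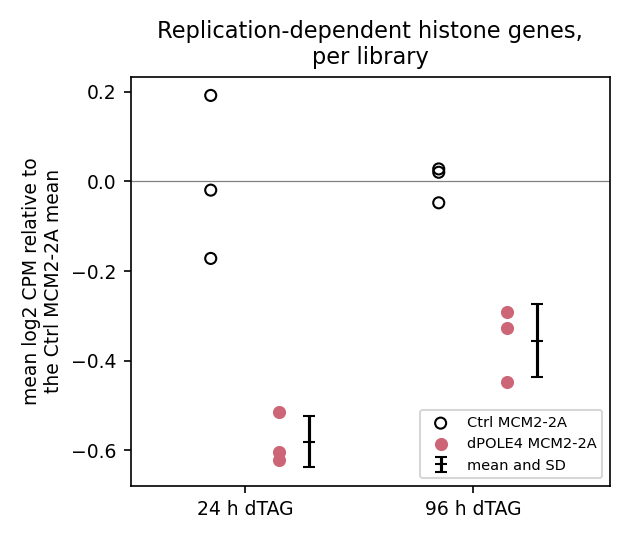
Mean log2 CPM of the replication-dependent histone genes in each culture relative to the Ctrl MCM2-2A mean of the same time point, with open circles for Ctrl MCM2-2A, filled circles for dPOLE4 MCM2-2A and the mean and SD of the latter. The dPOLE4 MCM2-2A cultures average -0.58 at 24 h and -0.36 at 96 h, and the 2 time points are separate experiments.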

The transcriptome analysis indicated that loss of MCM2 and POLE4-mediated recycling has synergistic effects on gene expression in mESCs, linked to impaired transitioning between cellular states. 

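Whether POLE4 depletion acts differently in the MCM2-2A and the WT background was tested as the difference between its log2 fold changes, with all 4 groups in the fit. At 24 h, MMERGLN-int was the only feature past both thresholds, with a difference of -0.67 (adjusted p = 0.00354), and 1041 features had an unadjusted p below 0.05. At 96 h 0 features passed, and 715 had an unadjusted p below 0.05. DESeq2 called 10 and 1 features, and edgeR with the replicate block called 13 and 2. The pair at 96 h was MMERGLN-int and Tmem254b, named here after their values were seen. In fits with the pairs as blocks, the background labels of the 6 pairs can be divided in 10 ways, and the true division gave more features (21 at 24 h and 9 at 96 h) than any other (at most 6 and 3). The differences in the naive pluripotency genes were -0.087 at 24 h and -0.0083 at 96 h (adjusted p = 0.693 and 0.905, unadjusted p of 0.559 and 0.927 with the block). These set tests, adjusted over 45, were chosen after the data were seen. The paper states that its transcriptome analysis indicated synergistic effects of losing both recycling pathways on gene expression, linked to impaired transitioning between cellular states.

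**Figure D5:**
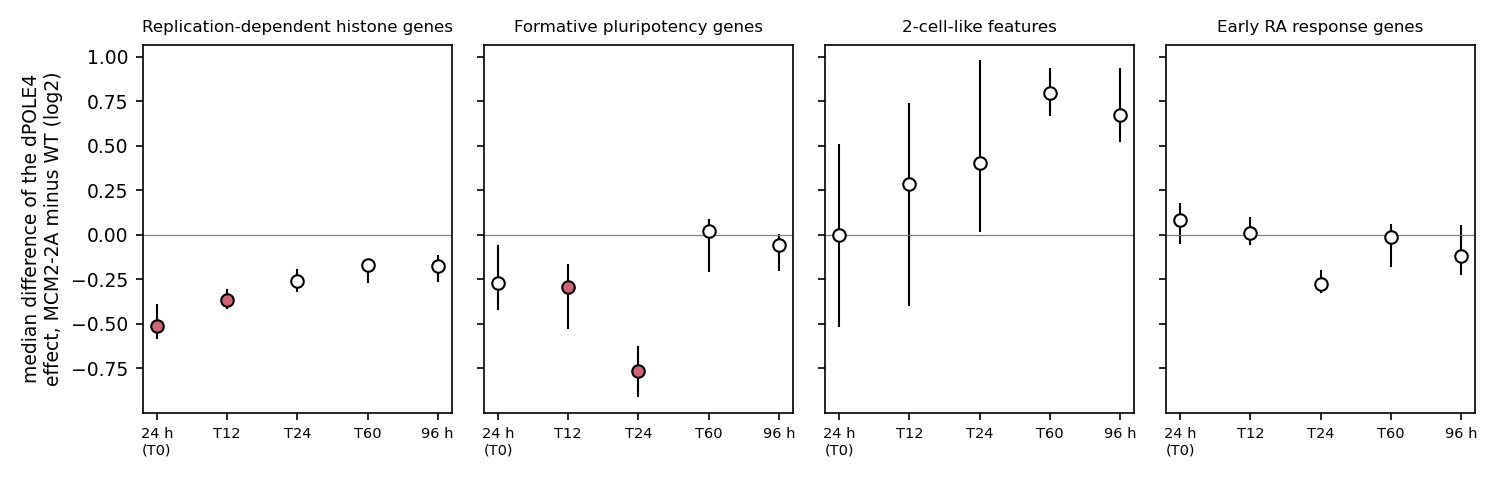
Median difference of the effect of POLE4 depletion (MCM2-2A minus WT, log2) for 4 gene sets at each time point, with vertical lines for the range over fits with a library left out and filled circles where the adjusted p is below 0.05. The histone genes lie at -0.51 at 24 h and -0.36 at T12, and the 2-cell-like features at -0.00037 at 24 h with a range from -0.51 to 0.51.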

Notably, cellular viability was also compromised upon prolonged POLE4 depletion in the MCM2-2A mutant (Fig. 3H), while disabling either pathway alone did not affect viability.

### Loss of parental histones during DNA replication severely impairs differentiation

To address differentiation competence in our mutants, we focused on in vitro differentiation toward neural lineage specification in response to all-trans retinoic acid (RA) (*39*, *40*). 

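Cells of the 4 lines and treatments (Ctrl, dPOLE4, Ctrl MCM2-2A and dPOLE4 MCM2-2A) were treated with DMSO or dTAG for 24 h and collected then (T0) or 12 h (T12), 24 h (T24) and 60 h (T60) after addition of RA. With 3 cultures per condition this gave 48 libraries in 16 groups, of which the T0 libraries are those of the 24 h comparisons. The authors deposited raw counts of genes and repeat subfamilies. The total per library lay between 10461077 and 46609151, with a median of 19752626, and the lowest library was a Ctrl library at T60 (range of that group between 10461077 and 16674461). Each time point was compared between groups, and each group with its own T0, with the methods used for 24 h. As in fig. S4B, the numbers of DE features at T12, T24 and T60 leave out features already DE at T0 in the same comparison. Same-numbered libraries correlated weakly in these comparisons, with mean r across features between -0.13 (Ctrl MCM2-2A against Ctrl at T12) and 0.18 (dPOLE4 MCM2-2A, T60 against T0).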

We depleted POLE4 for 24 hours before RA addition to allow the recycling defect to propagate to the chromatin environment and followed transcription during differentiation (Fig. 4A). Principal components analysis (PCA) of transcriptome data separated differentiation time points in PC1, while PC2 separated MCM2-2A and WT backgrounds (Fig. 4B and fig. S4A). 

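The PCA used log2 CPM of the 21330 features that passed the filter, centered but not scaled. PC1 held 48.1% and PC2 15.8% of the variance. The shares depended most on the choice of features, with 67.9% for PC1 over the 500 most variable features and 37.9% with features scaled to unit variance. Mean PC1 coordinates of Ctrl cells were -70.5 ± 6.48 at T0, -44.9 ± 3.48 at T12, -2.31 ± 2.20 at T24 and 125 ± 1.44 at T60 (SD, n = 3). On PC2, Ctrl MCM2-2A was above Ctrl by 84.2 at T0, 75.7 at T12, 74.3 at T24 and 60.6 at T60. At each time point the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3). With the genes of chromosomes 11, 14 and 15 left out, an alternative chosen after the data were seen, the differences on PC2 were 73.6, 64.8, 63.2 and 49.5.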

All histone recycling mutants followed similar differentiation trajectories for the first 24 hours but separated at 60 hours, with the dPOLE4 MCM2-2A cells showed the most severe defect (Fig. 4B). 

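Positions on PC1 were expressed as percent of the distance between Ctrl at T0 and Ctrl at T60, 195 units. At T60, dPOLE4 was behind Ctrl with a difference of -3.58% ± 1.16, and Ctrl MCM2-2A with a difference of -10.4% ± 1.27 (SD of the difference, n = 3 per group). dPOLE4 MCM2-2A differed by -5.48% ± 1.30 from Ctrl MCM2-2A and by -15.9% ± 1.08 from Ctrl, the largest difference of the 4. In each of the 4 comparisons the groups did not overlap (exact two-sided permutation test, p = 0.1, the minimum for 3 against 3). Over the 500 most variable features, the difference of Ctrl MCM2-2A from Ctrl was -12.7%. At T0 and T12 all 4 comparisons overlapped (exact permutation test, p = 0.2 or higher). Within same-numbered pairs, dPOLE4 MCM2-2A was nevertheless ahead of Ctrl MCM2-2A in 3 of 3 pairs at T0 (by 6.39, 8.60 and 8.19 units) and in 3 of 3 at T12 (by 5.17, 7.12 and 2.54), and dPOLE4 was ahead of Ctrl in 3 of 3 at T0 and 2 of 3 at T12. At T24, 3 of 3 pairs of each of these comparisons and of Ctrl MCM2-2A against Ctrl were ahead. At T24, dPOLE4 MCM2-2A was ahead of Ctrl MCM2-2A by 1.33% ± 1.36 and ahead of Ctrl by 3.17% ± 1.22, without overlap (exact permutation test, p = 0.1 for each), and the other two comparisons overlapped.

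**Figure D6:**
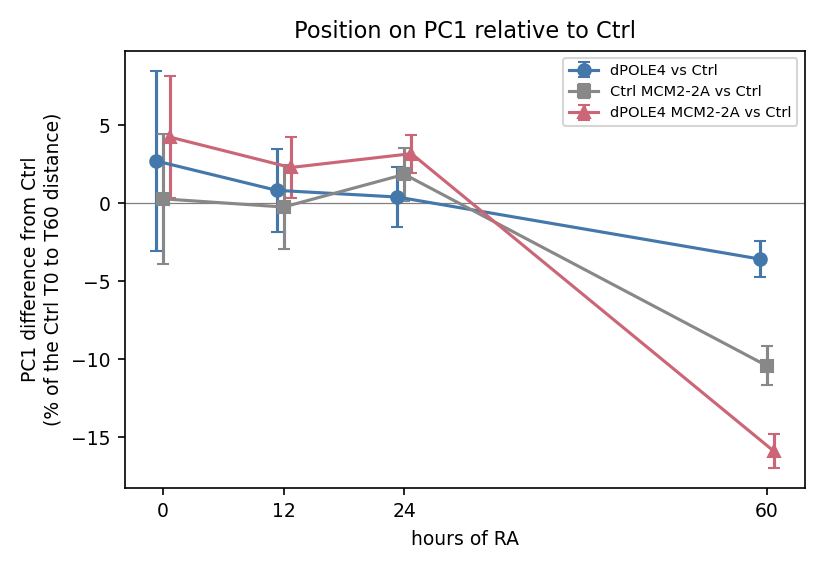
Difference from Ctrl on PC1 (percent of the distance between Ctrl at T0 and T60, mean ± SD, n = 3 per group) against hours of RA for dPOLE4, Ctrl MCM2-2A and dPOLE4 MCM2-2A. At T60 the differences are -3.58%, -10.4% and -15.9%.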

The depletion of POLE4 before RA differentiation increased the number of DE genes in both WT and MCM2-2A backgrounds (fig. S4B). 

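In the WT background, 0 features not DE at T0 were DE between dPOLE4 and Ctrl at T12, 0 at T24 and 34 at T60 (11 up- and 23 down-regulated). At T12 and T24, 1166 and 1480 features had an unadjusted p below 0.05. In MCM2-2A cells, POLE4 depletion gave 60 DE features at T12, 180 at T24 and 415 at T60. Between Ctrl MCM2-2A and Ctrl, the numbers were 597, 1233 and 1654, and with the genes of chromosomes 11, 14 and 15 left out (chosen after the data were seen) 361, 888 and 1167. DESeq2 called 2, 15 and 38 features for dPOLE4 in WT cells, of which the pair at T12 was Trh and Bnip3, named after their values were seen, and 82, 173 and 484 in MCM2-2A cells. With the replicate block the numbers were 3, 15 and 48 in WT cells and 3, 231 and 560 in MCM2-2A cells. At T12 these were Trh, Slc16a3 and Lefty1 in WT cells and Hoxb2, Tpi1 and Slc39a4 in MCM2-2A cells, again named after their values were seen. The mean r of same-numbered libraries was 0.12, 0.14 and -0.010 for dPOLE4 against Ctrl and -0.034, 0.10 and 0.066 in the MCM2-2A background. Of the divisions of the libraries that part all same-numbered pairs, only the true one gave the number reported for T60 in WT cells, the others 0. The difference between the backgrounds in the effect of POLE4 depletion was past both thresholds for 5, 7 and 19 features at the 3 time points.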

Although the number of DE genes varied, they were consistently enriched for differentiation and developmental processes (Fig. 4C). While changes after dPOLE4 in WT background did not correlate to the response to RA (fig. S4C), there was a clear inverse relationship between RA-induced change in WT cells and the histone recycling mutants MCM2-2A and induced POLE4 depletion in MCM2-2A (fig. S4, D and E), indicating that the RA-induced transcriptional program was not properly executed in these recycling mutants. This was also illustrated by focusing on specific transcript types, including DNA repeat expression and the pluripotency network. 

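The response to RA was taken as the log2 fold change of Ctrl between T60 and T0, a comparison with 9175 DE features. Across the 34 features DE between dPOLE4 and Ctrl at T60, its Spearman rho with that difference was -0.14 (SD over replicate numbers 0.11). It was -0.41 (SD 0.013) across the 2915 features DE between Ctrl MCM2-2A and Ctrl, of which 1895 changed in opposite directions. For POLE4 depletion in MCM2-2A cells it was -0.52 (SD 0.042) across 412 features, 302 of them in opposite directions. Over all features that passed the filter the values were -0.26, -0.31 and -0.21. In the first and second relation the Ctrl libraries at T60 enter both axes with opposite signs, which by itself pulls rho below 0. With these libraries divided between the axes, over all features, rho was -0.19 and -0.12 for dPOLE4 and -0.30 and -0.23 for Ctrl MCM2-2A. The third relation shares no library between its axes. Features are not independent replicates, so no p-value is given. From the inverse relations in the MCM2-2A mutants, the paper reasons that they do not properly execute the RA-induced transcriptional program.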

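In Ctrl cells, LTR subfamilies changed between T0 and T60 by a median log2 fold change of -0.85, with 382 of 433 lower (fry test, adjusted p = 0.00167), and LINE subfamilies by -0.70, with 128 of 133 lower (adjusted p = 0.0143). With the replicate block the medians were -0.83 (unadjusted p of 0.00267) and -0.69 (unadjusted p of 0.00880), where same-numbered libraries had a mean r of 0.058. Among LTR subfamilies 247 were DE and lower and 18 DE and higher. Repeats taken by name as neither LTR nor LINE fell as well, with a median of -0.75. The paper counts more LTR elements (Fig. 4E), so many of these repeats may be LTR by its classes. The LTR set tested here may then be only a part of that class. Repeats of all classes held 8.41% of the counts at T0 and 5.96% ± 0.126 (SD, n = 3) at T60.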

In WT cells, long terminal repeat (LTR) families and long interspersed nuclear element (LINE) expression decrease during differentiation (*41*). These transcripts are elevated in POLE4-KO and MCM2-2A single mutants in their mESC state (*1*, *18*) and fail to be silenced during differentiation, also in dPOLE4 MCM2-2A cells (Fig. 4, D and E). 

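The median fall from T0 to T60 was smaller in each mutant than in Ctrl, but the falls were not tested against each other. At T0, Ctrl MCM2-2A had lower medians than Ctrl, by -0.14 for LTR and -0.19 for LINE subfamilies (fry test, adjusted p = 0.298 and 0.447). Part of its smaller fall may therefore lie in its start. For LTR subfamilies the median change from T0 to T60 was -0.53 in dPOLE4 (adjusted p = 0.00430), -0.40 in Ctrl MCM2-2A (adjusted p = 0.0604) and -0.38 in dPOLE4 MCM2-2A (adjusted p = 0.0220). In the blocked fits it was -0.53, -0.39 and -0.38 (unadjusted p of 0.0185, 0.105 and 0.0586). For LINE subfamilies it was -0.30, -0.15 and -0.20 in the same order (adjusted p = 0.0377, 0.377 and 0.205), with unadjusted p of 0.0908, 0.388 and 0.140 with the block. Compared at T60, LTR subfamilies were higher in Ctrl MCM2-2A than in Ctrl by a median of 0.24 (adjusted p = 0.0584, 0.26 with an unadjusted p of 0.0704 with the block) and LINE subfamilies by 0.36 (adjusted p = 0.0906, 0.35 with an unadjusted p of 0.0907). dPOLE4 was above Ctrl by 0.20 for LTR and 0.22 for LINE subfamilies (adjusted p = 0.0904 and 0.222, unadjusted p of 0.189 and 0.314 with the block). dPOLE4 MCM2-2A was above Ctrl MCM2-2A by 0.10 and 0.063 (adjusted p = 0.213 and 0.396, unadjusted p of 0.0761 and 0.510 with the block). None of these 6 differences at T60 had an adjusted p below 0.05, and with single libraries left out the unadjusted p of LTR subfamilies in Ctrl MCM2-2A ranged from 0.0220 to 0.0942.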

MCM2-2A mutants failed to shut down the pluripotency network, as evidenced by the expression of key pluripotency factors like *Pou5f1* (Oct4), *Nanog*, *Klf4*, *Tfcp2l1*, or *Esrrb* at the 60-hour time point (Fig. 4F and fig. S4D). This agrees with previous work (*18*, *19*). 

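At T60, Pou5f1 (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772) was at 99.0 ± 12.8 CPM in Ctrl MCM2-2A and 30.5 ± 6.72 CPM in Ctrl, a log2 fold change of 1.70 (standard error 0.12, adjusted p = 6.79e-08). Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) was at 79.4 ± 13.8 and 19.8 ± 1.83 CPM, a log2 fold change of 2.02 (standard error 0.12, adjusted p = 7.82e-09). Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) was at 51.7 ± 6.84 and 27.4 ± 5.48 CPM, a log2 fold change of 0.91 (standard error 0.12, adjusted p = 2.41e-05). Tfcp2l1 (ENSMUSG00000026380, chromosome 1 from 118627945 to 118685168) and Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) had log2 fold changes of 1.26 (standard error 0.079, adjusted p = 1.94e-08) and 1.67 (standard error 0.12, adjusted p = 5.13e-08). All 5 genes were DE in edgeR, DESeq2 and the blocked fit, and none lies on chromosomes 11, 14 or 15. Over the 13 naive pluripotency and self-renewal genes of Fig. 4F the median was 0.93, with 10 of 13 higher (fry test, adjusted p = 0.0108), and 0.93 with the block (unadjusted p of 0.0162). The 3 genes of the set that were lower are Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461), Dppa3 (ENSMUSG00000046323, chromosome 6 from 122626410 to 122630272) and Pecam1 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628), with log2 fold changes of -0.23, -0.67 and -0.32 and none of them DE. Pecam1 lies on chromosome 11, whose genes had a median of -0.55 in this comparison.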

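At T60 Pou5f1 was at 155 ± 24.9 CPM in dPOLE4 MCM2-2A, a log2 fold change against Ctrl MCM2-2A of 0.64 (standard error 0.12, adjusted p = 0.00672), and Tfcp2l1 at 173 ± 27.0 CPM, a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.00477). For Nanog, Klf4 and Esrrb the log2 fold changes were 0.44, 0.37 and 0.66, and none was DE in edgeR (adjusted p = 0.0323, 0.0344 and 0.0151). Over the naive set the median was 0.63 with all 13 genes higher (fry test, adjusted p = 0.0377, and 0.63 with an unadjusted p of 0.00532 with the block). In the WT background it was 0.22 (adjusted p = 0.0453, and 0.23 with an unadjusted p of 0.102 with the block). The effects in both backgrounds differed by 0.34 (adjusted p = 0.264 over 45 tests chosen after the data were seen, unadjusted p of 0.0298 with the block). Of the differentiation genes labelled in fig. S4, E and F, Sox11 (ENSMUSG00000063632, chromosome 12 from 27334264 to 27342574) fell from 57.2 ± 1.81 to 28.7 ± 1.57 CPM, a log2 fold change of -0.99 (standard error 0.075, adjusted p = 2.39e-04). Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364), Foxa2 (ENSMUSG00000037025, chromosome 2 from 148042877 to 148046969) and Stra6 (ENSMUSG00000032327, chromosome 9 from 58063788 to 58153996) fell as well, with log2 fold changes of -0.88, -0.63 and -0.58 (adjusted p = 0.00947, 0.00658 and 0.00107). The Hox cluster genes had a median of -0.45 (29 of 35 lower, adjusted p = 0.00681, unadjusted p of 0.00658 with the block), against -0.14 between Ctrl MCM2-2A and Ctrl (adjusted p = 0.301, unadjusted p of 0.144 with the block). The latter median turned to 0.67 with the genes of chromosomes 11, 14 and 15 left out, since the Hoxb cluster lies on chromosome 11 and the Hoxc cluster on chromosome 15 (an alternative chosen after the data were seen). Across features DE after POLE4 depletion in MCM2-2A cells, the changes correlated with those between Ctrl MCM2-2A and Ctrl with a Spearman rho of 0.12 at T12 (n = 72 features), 0.29 at T24 (n = 190) and 0.54 at T60 (n = 418). Their SDs over replicate numbers were 0.19, 0.087 and 0.076. Over all features the values were -0.12, -0.090 and 0.11. With the Ctrl MCM2-2A libraries divided between the axes, over all features, they were -0.012 and 0.014 at T12, -0.016 and 0.030 at T24, and 0.21 and 0.17 at T60.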

Notably, this defect was magnified upon POLE4 depletion in MCM2-2A cells (Fig. 4F and fig. S4, E and F). 

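At T12, the formative set of Fig. 4G had a median log2 fold change of -0.29 in dPOLE4 against Ctrl (fry test, adjusted p = 0.0832), -0.54 in Ctrl MCM2-2A against Ctrl (adjusted p = 0.0141) and -0.69 in dPOLE4 MCM2-2A against Ctrl MCM2-2A (adjusted p = 0.00167). With the block the medians were -0.29, -0.53 and -0.71 (unadjusted p of 0.0503, 0.0275 and 0.00120). At T24 they were -0.21, -0.55 and -0.95 (adjusted p = 0.0802, 3.21e-04 and 0.0128), and -0.21, -0.55 and -0.92 with the block (unadjusted p of 0.115, 6.74e-04 and 0.00245). The effect of POLE4 depletion on the set in MCM2-2A cells differed from that in WT cells by a median of -0.29 at T12 and -0.76 at T24 (adjusted p = 0.0308 for each over 45 tests chosen after the data were seen, unadjusted p of 7.76e-04 and 0.00130 with the block). Lef1 at T24 was at 19.0 ± 0.919 CPM in Ctrl, 12.3 ± 1.59 in dPOLE4, 4.78 ± 0.683 in Ctrl MCM2-2A and 2.02 ± 0.652 in dPOLE4 MCM2-2A. Its log2 fold change in Ctrl MCM2-2A against Ctrl was -1.95 (standard error 0.11, adjusted p = 5.01e-10), and in dPOLE4 MCM2-2A against Ctrl MCM2-2A -1.37 (standard error 0.22, adjusted p = 0.00205). Zic2 fell with POLE4 depletion in MCM2-2A cells, with log2 fold changes of -1.13 at T12 and -1.13 at T24 (adjusted p = 2.93e-05 and 1.44e-05), where the WT background showed -0.23 and -0.078. Otx2 was higher in Ctrl MCM2-2A than in Ctrl, with log2 fold changes of 1.18 at T12 and 0.96 at T24, and it is the first gene of the segment of chromosome 14 whose other genes had a median of 1.01 in that comparison at T24. Upon POLE4 depletion in MCM2-2A cells it fell, with log2 fold changes of -1.07 and -1.48. Krt18 (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) moved in the opposite direction, with 0.55 at T12 and 0.60 at T24. Foxd2 did not pass the filter in the comparisons of 2 groups, with 0.414 ± 0.140 CPM in Ctrl MCM2-2A and 0.308 ± 0.0807 CPM in Ctrl at T24, but it passed in the fit of all 4 groups at T24 and is 1 of the 8 genes in the difference of -0.76.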

Formative pluripotency factor expression was also perturbed compared to WT cells and mostly so in the MCM2-2A mutants depleted for POLE4, which had low levels of the formative pluripotency factors before differentiation and at early time points T12 and T24 (Figs. 3D and 4G). Moreover, while POLE4-depleted cells and MCM2-2A single mutant up-regulate early differentiation genes like *Sox1*, *Sox3*, *Lefty1*, *Lefty2*, and *Hox1a*, dPOLE4 MCM2-2A cells lack a robust early differentiation response (Fig. 4H). This is consistent with the view that dPOLE4 MCM2-2A cells are less able to switch between cellular states required for differentiation (*40*, *42*, *43*). 

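For the 6 early RA response genes of Fig. 4H, the median log2 fold change from T0 to T24 was 2.87 in Ctrl, 2.82 in dPOLE4, 1.86 in Ctrl MCM2-2A and 1.46 in dPOLE4 MCM2-2A, with all 6 genes higher in every group. The fry test gave adjusted p = 3.70e-05, 1.22e-04, 3.21e-04 and 2.88e-04, and the blocked fits medians of 2.87, 2.82, 1.86 and 1.44. In this order of groups, log2 fold changes were 2.29, 2.41, 1.97 and 1.66 for Sox1 (ENSMUSG00000096014, chromosome 8 from 12395295 to 12400126) and 2.17, 2.15, 1.71 and 1.25 for Sox3 (ENSMUSG00000045179, chromosome X from 60891366 to 60893430). They were 3.44, 3.22, 1.76 and 1.21 for Lefty1 (ENSMUSG00000038793, chromosome 1 from 180935022 to 180938400) and 5.85, 5.80, 7.35 and 6.38 for Cyp26a1 (ENSMUSG00000024987, chromosome 19 from 37697798 to 37701536), and these 4 genes were DE in every group. For Lefty2 (ENSMUSG00000066652, chromosome 1 from 180893108 to 180899103) they were 1.78, 1.42, 0.58 and 0.24, and it was not DE in Ctrl MCM2-2A, where the change lay just under 0.58, or in dPOLE4 MCM2-2A. Lefty2 started from 121 ± 11.1 CPM at T0 in Ctrl MCM2-2A and 26.6 ± 4.29 CPM in Ctrl, and at T24 it was higher in Ctrl MCM2-2A (177 ± 11.1 CPM) than in Ctrl (90.8 ± 0.603 CPM). Compared at T24, the set had a median of -0.33 in dPOLE4 MCM2-2A against Ctrl MCM2-2A (adjusted p = 0.00635, unadjusted p of 7.03e-04 with the block), with all 6 genes lower and Lefty1 (-0.77) and Sox1 (-0.70) DE. At T12 this median was -0.25 (adjusted p = 0.0108, unadjusted p of 0.00344 with the block), with Lefty1 and Cyp26a1 DE. In dPOLE4 against Ctrl it was -0.28 at T12 (adjusted p = 0.0416, unadjusted p of 0.0246 with the block) and -0.14 at T24 (adjusted p = 0.0579, unadjusted p of 0.0884), and in Ctrl MCM2-2A against Ctrl it was -0.074 and -0.022, although the fry test, which weighs all genes of the set, pointed to an increase at both times (adjusted p = 0.205 and 0.0802, unadjusted p of 0.309 and 0.0255 with the block). The effect of POLE4 depletion differed between backgrounds by 0.011 at T12 and -0.28 at T24 (adjusted p = 0.876 and 0.119 over 45 tests chosen after the data were seen, unadjusted p of 0.816 and 0.0235 with the block).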

Underscoring this, the loss of POLE4 in MCM2-2A cells severely challenged cellular viability during RA-induced differentiation beyond what was observed in self-renewing conditions (Fig. 4I). In summary, simultaneous loss of POLE4 and MCM2 recycling pathways further impairs both repeat silencing and the robust and timely transitions in expression programs toward differentiation, including the shutdown of pluripotency and activation of differentiation genes. This manifested in a marked reduction of cell viability, illustrating synthetic lethality upon disabling both lagging and leading strand recycling in cells undergoing differentiation.

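At T60, the effect of POLE4 depletion on LINE and LTR subfamilies differed between the MCM2-2A and WT backgrounds by medians of -0.17 and -0.082 (fry test, adjusted p = 0.525 and 0.525, unadjusted p of 0.381 and 0.351 with the block). For the Hox cluster genes the difference was -0.36 (adjusted p = 0.0521, unadjusted p of 0.00973 with the block). For the 2-cell-like features it was 0.80 (adjusted p = 0.0521, unadjusted p of 0.00919 with the block). These tests were chosen after the data were seen and adjusted over 45. From the expression of repeats, pluripotency genes and differentiation genes, the paper concludes that losing both pathways further impairs repeat silencing and the timely transitions in expression programs toward differentiation.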

**Fig. 4.**
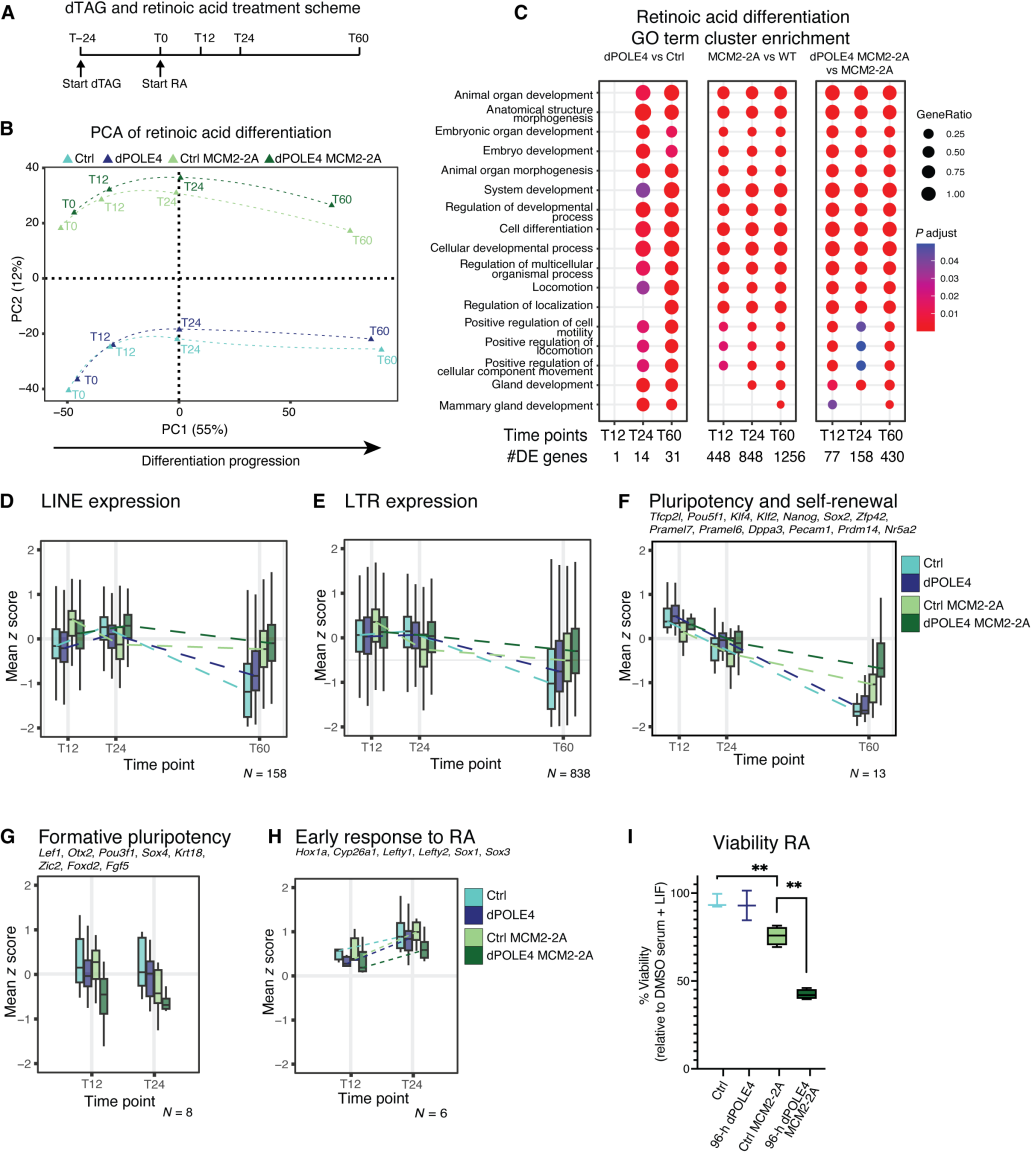
Simultaneous disruption of leading and lagging strand histone recycling during RA differentiation impairs down-regulation of repeat expression and (formative) pluripotency factors. (**A**) Scheme of dTAG and RA treatment and RNA-seq time points. Cells were first grown in fetal bovine serum (FBS) + leukemia inhibitory factor (LIF) conditions and treated with DMSO or dTAG for 24 hours. After 24 hours, cells were grown in medium containing RA without LIF. (**B**) PCA of RNA-seq samples during RA treatment generated from all expressed genes in POLE4-dTAG and POLE4-dTAG MCM2-2A mESC treated with dTAG13 (dPOLE4, dPOLE4 MCM2-2A) or DMSO (Ctrl, Ctrl MCM2-2A). (**C**) Dot plot gene ontology (GO) analysis of biological processes in the down-regulated genes and up-regulated genes in POLE4-depleted mESC (dPOLE4 versus Ctrl), steady-state MCM2-2A mESC (Ctrl MCM2-2A versus Ctrl), and POLE4-depleted MCM2-2A mESC (dPOLE4 MCM2-2A versus Ctrl MCM2-2A). Gene ontology is performed on DE genes uniquely changed upon RA treatment. (**D** to **H**) *Z* score normalized expression analysis of (D) LINE (*n* = 158 genes), (E) LTR elements (*n* = 838 genes), (F) naïve pluripotency and self-renewal genes (*n* = 13 genes), (G) formative pluripotency genes (*n* = 8 genes), and (H) early RA response genes (*n* = 6 genes), in POLE4-dTAG and POLE4-dTAG MCM2-2A mESCs treated with DMSO (Ctrl, Ctrl MCM2-2A) or dTAG13 (dPOLE4, dPOLE4 MCM2-2A). *n* = 3 biological replicates. (**I**) Cell-Titer Blue viability assay of dPOLE4 and dPOLE4 MCM2-2A mESC growing under RA conditions for the indicated treatments. Data normalized to DMSO-treated dPOLE4 mESC in FBS + LIF. Two-way analysis of variance (ANOVA; three biological replicates for dPOLE4 cells and four biological replicates for dPOLE4 MCM2-2A mESC). Ctrl vs Ctrl MCM2-2A (top) **P = 0.0080, Ctrl MCM2-2A vs dPOLE4 MCM2-2A (bottom) **P = 0.0031.

## DISCUSSION

In this study, we demonstrate the synergistic effect of impairing parental histone transmission to both leading and lagging strands. Our inducible models provided us the opportunity to elucidate the sequence of events following the acute perturbation of histone recycling to the leading strand in a WT or MCM2-2A mutant background. Disruption of both POLE4 and MCM2-mediated recycling pathways leads to a substantial loss of parental histones during replication due to their release into the soluble fraction. This reduced transmission of histone-based information exacerbates gene expression and differentiation defects in MCM2-2A mutants and synthetically challenges cell viability. We further reveal that the accumulation of H3K27me3, a hallmark of histone recycling mutants (*18*, *19*, *36*, *44*), is an early response to impaired recycling (in single and double mutants) preceding gene expression changes. Together, our findings support that the overall abundance of parental histones postreplication is important for epigenome restoration, underscoring the pivotal role of parental histone recycling in genome regulation and supporting transcriptional programs driving cellular specification.

We find that parental histones are lost during replication in dPOLE4 MCM2-2A cells, indicating a loss of epigenetic information consistent with work in budding yeast (*45*–*47*). In contrast, combined abrogation of POLE3/4 and MCM2-dependent histone recycling in fission yeast rescued the silencing defects of the individual mutants (*48*), suggesting compensation through a mechanism that might be specific to the fission yeast replisome. Upon disabling either POLE4- or MCM2-mediated recycling in mESCs, parental histones are not lost but rerouted toward either the lagging or leading strand [this work and (*18*)], and as such, the overall amounts of parental histones in replicated domains remain unchanged. Some modifications show enhanced recycling in the single POLE4 depletion mutant, consistent with previous observations using orthogonal methods (*9*). This suggests that not all parental histones are recycled with the same efficiency in WT cells, which could be dependent on factors such as replication fork speed or chaperone activity, also supported by observations that recycling efficiency is enhanced in the absence of de novo histone deposition (*49*). The lack of parental histones in cis on either strand alters chromatin restoration and deregulates the epigenome, resulting in gene expression changes and differentiation defects (*18*, *19*), scaling with the degree of asymmetry (this work). When POLE4 is depleted in MCM2-2A cells, about 20% of the parental histones are lost during replication. According to the SCAR-seq analysis, most of the remaining parental histones (about 80%) are being transmitted to the leading strand compared to 50% in WT cells. We therefore anticipate that the leading strand may not experience lower levels of parental histones than in WT cells with symmetric recycling, while the lagging strand likely is impaired comparably to MCM2-2A mutation alone. The exacerbation of the phenotype upon POLE4 depletion in MCM2-2A cells thus hints toward nonstrand-specific effects of histone recycling, linked to the overall concentration of parental histones in postreplicative chromatin. This is consistent with ideas that histone modifications can propagate through mechanisms linked to the three-dimensional (3D) organization of chromatin (*31*), such as segregation of biochemical activities in compartments or condensates (*50*, *51*) and read-write activity in 3D (*30*, *52*), potentially including cross-talk between sister chromatids.

The degree of histone recycling asymmetry is substantially more pronounced in MCM2-2A mutants compared to mESCs lacking POLE4 (*1*, *3*, *11*, *18*), indicating the existence of additional routes for transmission of histones to the leading strand. Consistent with this, the dPOLE4 MCM2-2A cells show a moderate leading strand recycling bias along with loss of parental histone to the soluble pool as discussed above. Previous work by enhanced S-phase progression analysis by nascent DNA sequencing (eSPAN) did not detect such moderate level of asymmetry in the double MCM2-2A and POLE4-KO mutants (*35*, *48*), likely reflecting higher sensitivity of SCAR-seq that also requires more material. We conclude that acute failure in leading strand recycling due to depletion of POLE4 results in a partial loss of parental histones otherwise rerouted to the leading strand in MCM2-2A mutants. Yet, a substantial proportion of parental histones continues to be recycled to the leading strand, and we predict that full abrogation of this pathway would further exacerbate the phenotype including cell viability. Mrc1/CLASPIN was recently discovered as a regulator of histone recycling to both leading and lagging strands (*14*–*16*), and we identified a CLASPIN deletion mutant in mESCs with defective leading strand recycling (*15*). Given the strong asymmetry in this mutant, comparable to MCM2-2A mutants but of opposite directionality, CLASPIN mutations provide a new tool to manipulate leading strand recycling that will complement POLE4/3 deletion.

Recent reports demonstrate that H3K9me3-mediated repeat silencing is highly dependent on the transmission of parental histones during DNA replication (*11*, *18*, *53*). In line with this, the inability to shut down repeat expression during differentiation in the single and double recycling mutants argues that the establishment of H3K9me3 silencing across multiple cell generations requires the inheritance of parental histones. This is particularly prominent for LTR repeats that can harbor binding sites for pluripotency factors, and for which derepression therefore has consequences for the gene regulatory network governing pluripotency (*54*, *55*). Accordingly, acute short-term (24 hours) POLE4 depletion in MCM2-2A cells challenges the lineage-primed state by the down-regulation of several formative pluripotency factors, and longer depletion reveals further misregulation of 2CLC genes, known to be regulated by H3K9 methylation, and developmental genes bivalent for H3K27me3 and H3K4me3. This further destabilization of the gene expression pattern typical to self-renewing embryonic stem cells could underpin the loss of viability in these cells. Additional work is needed to explore this relationship, as there is no evidence of cell cycle arrest and DNA damage. dPOLE4 MCM2-2A cells also fail to differentiate toward the neuronal lineage in response to RA, and cell viability is further challenged in this process. Loss of histone-based information affects repeat repression, self-renewal, and the robust transition from pluripotency toward lineage specification. This corroborates recent findings that faithful histone inheritance is pivotal for early embryonic development (*19*, *56*). Whether differentiated cells, relying more on DNA methylation, will have the same dependency on histone-based inheritance for genome regulation will be important to address.

Apart from developmental genes, short-term depletion (24 hours) of POLE4 in MCM2-2A cells caused a decrease in replicative histone transcripts. This occurs concomitantly with the release of some parental histones into the soluble, nonnucleosomal histone pool. This is unlikely to reflect specific epigenetic deregulation at the replicative histone genes due to impaired histone recycling. The soluble pool of histones is under tight regulation by histone chaperones to match histone supply with demand via feedback control of histone mRNA transcription, processing, and/or stability (*37*, *57*–*59*). We thus anticipate that a release of parental histones could lead to the down-regulation of histone mRNAs. This would parallel the response to CAF-1 depletion where soluble histones cannot be incorporated into chromatin, and replicative histone transcripts are down-regulated (*37*). Consistent with this view, down-regulation of histone transcripts appears to be an acute response, as it is less pronounced at later time points. Total histone levels measured by MS do not change, even after prolonged POLE4 depletion in an MCM2-2A mutant background, arguing that a new equilibrium is established, potentially through compensation at the posttranscriptional level. This is in agreement with the notion that new histone deposition compensates for the loss of parental histones, supported by SCAR-seq where new histone occupancy inversely correlates with old histones. It is also possible that the evicted parental histones enter the supply chain for new histones via Nuclear Autoantigenic Sperm Protein (NASP) or Anti-Silencing Function 1 (ASF1) and become incorporated at other replication sites through CAF-1–mediated de novo deposition (H3.1/2-H4) or via Histone Regulator A (HIRA)-dependent gap filling (H3.3-H4) (*60*). In asynchronous cell populations, we could not detect changes in the relative proportion of new and old histones or replicative histone H3.1 compared to the replacement variant H3.3. This would be consistent with the idea that old, evicted histones would reenter the supply chain. Whether this involves parental histones being stripped of their modifications before reincorporation remains to be explored.

Somewhat counterintuitively, cells show aberrant accumulation of H3K27me3 in response to POLE4 depletion in both WT and MCM2-2A cells and thus regardless that recycling efficiency is hampered in the latter setting. This accumulation is not observed in nascent chromatin (where H3K27me3 is lost in dPOLE4 MCM2-2A) but reflects aberrant H3K27me3 modification of new histones during chromatin restoration consequent to the reduced contribution of parental histones on one or both strands. Elevated levels of H3K27me3 were previously reported in both MCM2-2A and POLE4-KO mESCs and in MCM2-2A MCF7 cells (*18*, *19*, *36*, *44*) and proposed to be upstream of gene expression changes in mESCs (*18*) and upon differentiation (*19*). The H3K27me3 increase in single mutants reflects altered levels at promoters of bivalent genes (*18*, *19*) as well as low levels of epigenetic noise outside of cognate polycomb domains (*18*). The use of an inducible system now reveals that the global increase in H3K27me3 is a relatively fast response to histone recycling defects, occurring within the first 1 to 2 cell cycles after POLE4 depletion. This response precedes gene expression changes in POLE4-depleted cells, univocally linking H3K27me3 deregulation to defective histone recycling. We previously proposed that H3K27me3 accumulation in MCM2-2A cells reflects the lack of negative and positive feedback from parental histones required on both daughter strands to focus and fine-tune the activity of PRC2. The PRC2 subunit SUZ12 showed increased binding to the sister chromatid mainly composed of new histones in MCM2-2A cells (*18*), and H3.3 was found to have a similar bias due to elevated de novo deposition on the strand devoid of parental histones (*19*). Our finding that depletion of POLE4 in an MCM2-2A background further increases H3K27me3 levels supports that this response is a general consequence of impaired inheritance, driven by the lack of parental H3-H4 transfer. PRC2 recruitment is complex and involves combined DNA and nucleosome binding with a preference for GC-rich sequences (*61*) as well as a positive contribution of H3.3 and its chaperone HIRA (*62*). A role for DNA accessibility and H3.3 levels is supported by a recent report that H3K27me3 levels increase upon acute depletion of CAF-1 and deposition of H3.1 which is partly compensated by H3.3 deposition (*37*). Together, our data and the existing literature are consistent with a model where lack of negative feedback from parental histones and elevated opportunity for DNA binding along with increased H3.3 deposition promote aberrant accumulation of H3K27me3.

## MATERIALS AND METHODS

### Cell culture, viability, and differentiation assays

#### Cell culture

WT, MCM2-2A, POLE4-dTAG, and MCM2-2A/POLE4-dTAG mouse ESCs used in this study were derived from the E14JU cell line with a 129/Ola background. For genome editing and next-generation sequencing experiments, mESCs were grown on gelatin-coated dishes (0.2%) in serum + leukemia inhibitory factor (LIF) conditions at 37°C with 5% CO_2_. Media was prepared by supplying DMEM19 GlutaMAX pyruvate with fetal bovine serum (FBS; 15%), LIF (made in-house), 1× nonessential 20 amino acids (Gibco), 1× penicillin/streptomycin (Gibco), and β-mercaptoethanol (0.1 μM). Cells were passaged using trypsin-EDTA (Gibco) or TrypLE (Gibco). Cells were routinely tested for mycoplasma contamination. *Drosophila* S2-DRSC cells were obtained from the Drosophila Genomics Research Center. S2 cells were grown in suspension in spinners in M3 + bactopeptone and yeast extract (BPYE) media: Shields and Sang M3 Insect Medium (Sigma-Aldrich, S-8398), KHCO_3_ (Sigma-Aldrich, 12602), yeast extract (Sigma-Aldrich, Y-1000), bactopeptone (BD, 211705), 10% heat-inactivated fetal calf serum (GE Hyclone, SV30160.03), and 1× penicillin/streptomycin (Gibco, 151400122). Cells were incubated at 25°C with 5% CO_2_.

#### Viability assays

Around 2500 cells were plated on a gelatinized 96-well plate in 100 μl of FBS + LIF media. Four hours before end-point measurements, 20 μl of CellTiter Blue (Promega) was added and incubated at 37°C, 5% CO_2_. Fluorescence intensity was measured using a 560-nm excitation and 590-nm emission filter on a BMG LABTECH CLARIOstar plate reader. For direct comparison, POLE4-dTAG and POLE4-dTAG MCM2-2A cell lines were assayed together.

#### Differentiation assays

RA differentiation of mESCs was performed by plating 3 × 10^5^ cells on a gelatinized 24-well plate in 2 ml of FBS + LIF media. After 24 hours, the medium was replaced by medium without LIF supplied by 1 μM RA. 

### Genome editing

POLE4-dTAG cells were generated in WT and MCM2-2A by CRISPR-Cas9 using the SpCas9(BB)-2A-Puro (PX459) V2.0 plasmid (Addgene #62988) as described in (*63*) with single guide RNA (sgRNA) #1 (ctttggattAATTGTGGAGC), targeting the Pole4 gene at the end of the ORF and a Pole4-linker-dTAG homology donor plasmid (cloned from a BRCA1-Associated Protein 1 (BAP-1) homology donor plasmid, a gift from the Klose lab). Cells were transfected using Lipofectamine 3000 with 0.5 μg of the sgRNA plasmid and 2 μg of the donor plasmid. Cells were sparsely seeded on a 10-cm dish 24 hours posttransfection and selected with puromycin (2 μg/ml) for 48 hours. After 1 week of culture, individual clones were picked manually with a pipette, and each clone was distributed between two 96-well plates (one plate for genotyping and one plate for expansion). For genotyping, cells were washed in phosphate-buffered saline (PBS) and placed at −80°C for more than 30 min. Subsequently, cells were scraped off with 50 μl of squishing buffer [10mM tris (pH 8), 1 mM EDTA, 25 mM NaCl, and proteinase K (200 μg/ml)], transferred to polymerase chain reaction (PCR) tubes, and incubated for 1 hour at 65°C followed by 10 min at 95°C. The resulting genomic DNA (gDNA) was genotyped using One Taq Hot Start 2x Master Mix (New England Biolabs) and indicated primers (forward: AGGAGCCAAGTTCAGTTCCA; reverse: CCCAAACAGCATCAGCTACA). The product was Sanger-sequenced to confirm the integration of the dTAG.

### Cell fractionation

Soluble and chromatin extracts were generally prepared as in (*64*). Briefly, cell pellets were washed twice in PBS, then extracted in ice-cold chromatin wash buffer (ChWB) [ChWB: NaCl (300 mM), NP-40 (0.5%), Hepes·NaOH or tris·HCl (50 mM, pH 7.9/7.6), EDTA (0.2 mM), glycerol (5%), Sodium Fluoride (NaF) (5 mM), β-glycerolphosphate (10 mM), phenylmethanesulfonyl fluoride (0.1 mM), leupeptin (10 μg/ml), pepstatin A (10 μg/ml), trichostatin A (100 ng/ml), and Na_3_VO_4_ (0.2 mM)], transferred to fresh tubes after centrifugation (2800*g*, 3 min, 4°C), and filtered (0.45 mm, using Millipore Ultra-Free MC spin filters). Chromatin pellets were washed with ChWB, spun down (2800*g*, 3 min, 4°C), and digested with Benzonase (0.015 volumes, 25 U/ml, Millipore, 70746, 1 hour, 37°C) in 1 volume of ChWB supplemented with MgCl_2_ (0.01 volume, 1 M). Resultant chromatin extracts were spun down (16,000*g*, 3 min, 4°C), and supernatants were transferred to fresh tubes. Protein concentrations, measured using the Pierce 660nm Protein Assay Reagent (Thermo Fisher Scientific), were equalized before Western blot analysis.

### Western blotting

Whole cell extracts were made by washing cells once with PBS, and Laemmli Sample Buffer was added directly to the well. Lysed cells were scraped off the well into a tube, 25U Benzonase (Sigma-Aldrich) was added, and the lysate was incubated for 1 hour at 37°C before being boiled for 10 min at 95°C. SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and Western blotting were subsequently performed as described in (*3*). Primary antibodies were used in Tris-Buffered Saline with Tween-20 (TBST )and 5% milk at the following concentrations: rabbit anti-POLE4 [1:5000; (*9*)], rabbit anti-H3K27me3 (1:1000; Cell Signaling, #9733S), rabbit anti-MCM2 (1:5000; Cell Signaling, #3619), rabbit anti-H4K20me0 (1:1000; Abcam, ab227804), mouse anti-H4K20me2 (1:1000; Diagenode, C15200205), rabbit anti-PCNA (1:1000; Abcam, ab29), rabbit anti-yH2AX (1:5000; Millipore, JBW301), rat anti-tubulin (1:5000; Abcam, ab6160), mouse anti-H3 (1:5000; Abcam, ab10799), rabbit anti-pRPA32 (1:1000; Bethyl, A300-245A) and incubated with the membrane on a roller overnight at 4°C. The next day, membranes were washed three times with PBST (PBS with 0.3% Triton X-100) and incubated with a secondary antibody for 60 min TBST and 5% milk at room temperature using LI-COR Odyssey IRDye 680RD (1:10,000) or LI-COR Odyssey IRDye 800CW (1:10,000). Membranes were subsequently scanned on a LI-COR Odyssey IR Imager (Biosciences). Western blot was quantified using ImageJ.

### MS of histone PTMs

Cells were seeded in 15-cm dishes (5 × 10^6^ cells per dish, one dish per cell line) and collected 2 days later by trypsinization and washing in PBS. Cell pellets (3 × 10^6^ cells) were snap-frozen and shipped on dry ice to EpiQMAx GmbH. Sample preparation and MS analysis were performed according to the EpiQMAx GmbH protocols. Briefly, acid-extracted histones were resuspended in Lämmli buffer and separated by a 14 to 20% gradient SDS-PAGE and stained with Coomassie (Brilliant blue G-250, 35081.01). Protein bands in the molecular weight range of histones (1523 kDa) were excised as single band/fraction. Gel slices were destained in 50% acetonitrile/50 mM ammonium bicarbonate. Lysine residues were chemically modified by propionylation for 30 min at room temperature with 2.5% propionic anhydride (Sigma-Aldrich, 8.00608) in ammonium bicarbonate (pH 7.5). Subsequently, proteins were digested with 200 ng of trypsin (Promega, V5111) in 50 mM ammonium bicarbonate overnight, and the supernatant was desalted by C18 Stagetips (reversed-phase resin) and carbon Top-Tips (Glygen, TT1CAR) according to the manufacturer’s instructions. After desalting, the eluent was speed-vacuumed until dryness and stored at −20°C until MS analysis.

#### Liquid chromatography–mass spectrometry analysis of histone modifications

Peptides were resuspended in 17 μl of 0.1% trifluoroacetic acid. A total of 5.0 μl was injected into a nano–high-performance liquid chromatography device (Thermo Fisher Scientific, Ultimate Nano3000) using a gradient from 4% B to 90% B (solvent A 0.1% Formic Acid (FA) in water, solvent B 80% Acetonitrile (ACN), 0.1% FA in water) over 90 min at a flow rate of 300 nl/min in a C18 Ultra-High Pressure Liquid chromatography (UHPLC) column (Thermo Fisher Scientific, 164534). Data were acquired in parallel-reaction monitoring (PRM)-positive mode using a Q Exactive HF spectrometer (Thermo Fisher Scientific) to identify and quantify specific N-terminal peptides of histone H3 and histone H4 proteins and their PTMs. One survey MS1 scan and nine MS2 acquisitions precursor mass/charge ratio (*m/z*) value in the inclusion list was performed. MS1 spectra were acquired in the *m/z* range of 250 to 1600 with resolution 30,000 at *m/z* 400 [Automatic Gain Control (AGC) target of 3 × 10^6^]. PRM spectra were acquired with a resolution of 15,000 to a target value of 2 × 10^5^, a maximum injection time (IT) of 60 ms, and an isolation 2 window of 0.7 *m/z* and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were as follows: spray voltage, 1.5kV; no sheath and auxiliary gas flow; heated capillary temperature, 250°C.

#### MS data analysis and quantification of histone modifications

Raw files were searched with the Skyline software against histone H3 and H4 peptides and their respective PTMs with a precursor mass tolerance of 5 parts per million. The chromatogram boundaries of +2 and +3 charged peaks were validated, and the total area MS1 under the first four isotopomers was extracted and used for relative quantification and comparison between experimental groups. The total area MS1 of coeluting isobaric peptides (i.e., H3K36me3 and H3K27me2K36me1) was resolved using their unique MS2 fragment ions. The averaged ratio of analogous ions (i.e., y7 versus y7) was used to calculate the respective contribution of the precursors to the isobaric MS1 peak.

Relative abundances (percentages) were calculated as in the following example for H3K18 acetylation: %H3K18ac = (H3K18ac_K23un + H3K18ac_K23ac)/(H3K18un_K23un + H3K18ac_K23unmod + H3K18un_K23ac + H3K18ac_K23ac), where “ac” indicates acetylation and “un” indicates unmodified.

### Immunofluorescence

mESCs were treated with dimethyl sulfoxide (DMSO) or dTAG for 24 or 72 hours, grown on laminin-coated plates (LN511, BioLamina) for the last 16 hours before pulsed in EdU-containing media (10 μM) for 10 min, washed with cold PBS, immediately fixed for 15 min in 4% paraformaldehyde at room temperature, and stored in PBST. Cells were permeabilized by treating with 0.5% Triton in PBS for 20 min. After washing twice with 3% bovine serum albumin (BSA) in PBS, Click-it was performed using the Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit (Thermo Fisher Scientific) according to manufacturer’s protocol. After three washes, samples were blocked with blocking buffer (0.1% Triton, 3% BSA, and 10% FBS in PBS) for 1 hour. Next, samples were stained with H3K27me3 antibody (Cell Signaling, #9733S) and H3 antibody (Abcam, ab10799) in blocking buffer overnight at 4°C. Next day, samples were washed with blocking buffer and incubated with secondary antibodies for 1 hour. After washing three times in blocking buffer, samples were stained with 4′,6-diamidino-2-phenylindole (DAPI; 1:10,000) in PBST. Images were acquired with a ScanR high-content screening microscope (Olympus). Automated and unbiased image analysis was carried out with the ScanR analysis software (version 2.8.1). Individual cells were identified on the basis of DAPI staining, and mean and total pixel intensity was measured for each channel. Data were exported and processed using Spotfire software (version 12.1.1; Tibco). At least 5000 cells were quantified per biological replicate for each condition. Visualization of results was done using using R (v4.2.2) in RStudio (v2023.12.1.402). Cell cycle gates were defined using mean EdU and total DAPI intensities.

### CellTrace Violet proliferation assays

Cell labeling with CellTrace Violet was performed according to the protocol provided by the manufacturer (CellTrace Violet Cell Proliferation Kit, Invitrogen). A 5 mM stock solution was freshly prepared, and 2.4 million cells were resuspended in PBS containing 5 μM stock solution. Cells were incubated at 37°C and protected from light for 20 min. Labeling was stopped by adding 5 volumes of culture medium and incubating at 37°C for 5 min. Cells were spun and resuspended again in culture medium before plating them onto six-well plates. To analyze samples, cells were harvested after the indicated culture timest and fixed in 4% formaldehyde for 20 min. Flow cytometry data were acquired using a 5 laser BD FACS Symphony S6 (355, 405, 488, 561, and 640 nm) running FACSDiva 9.5.1 from BD Biosciences, and data analysis was performed in FlowJo (v10.7.1).

### Sister chromatids after replication by sequencing

A step-by-step protocol is available (*34*). Briefly, nascent SCAR-seq samples were prepared from POLE4-dTAG and MCM2-2A/POLE4-dTAG cells in two biological replicates for each histone PTM. Cells were treated with DMSO or dTAG-13 for 2 hours, pulsed in EdU-containing media (10 μM) for 10 min, and harvested immediately. For sample collection, media was aspirated, plates were washed two times with room temperature (RT) PBS, and ice-cold PBS was added to the dishes. Cells were scraped in a cold room and collected by centrifugation, followed by nuclei isolation. Nuclei were aliquoted, snap-frozen, and stored at −80°C until further use. For Micrococcal Nuclease (MNase) digest, nuclei were counted manually using Kova Glasstic Slides, and 2U MNase (Worthington) was added per 1 × 10^6^ nuclei. Digests were performed at 30°C for 20 min. For native chromatin immunoprecipitation (ChIP), 30 to 50 μg of chromatin was used per sample and incubated with antibodies in a total volume of 600 μl overnight at 4°C with a H4K20me2 antibody (Diagenode, C15200205) or a H4K20me0 antibody (Abcam, ab227804). Magnetic beads [anti-rabbit immunoglobulin G (IgG) or anti-mouse IgG Dynabeads, Invitrogen] were added the next morning, and samples were incubated for 2 hours. After three washes each with ice-cold radioimmunoprecipitation assay (RIPA) buffer and low-salt RIPA 0.5 M NaCl buffer, DNA was eluted and purified using the MinElute Reaction Cleanup kit (QIAGEN). Mononucleosomal-sized fragments were isolated by double-sided size selection with AMPure XP beads (Beckman Coulter). EdU-labeled DNA fragments were biotinylated using Click-iT chemistry using Biotin-TEG-Azide (Berry & Associates). Libraries were prepared using the KAPA Hyper Prep Kit (Roche). Biotinylated fragments were captured using Dynabeads MyOne Streptavidin (Invitrogen), and EdU strands were purified by performing NaOH washes. Libraries were amplified from EdU strands in 9 to 11 PCR cycles. Libraries with mononucleosomal-sized inserts were isolated by double-sided size selection with AMPure XP beads (Beckman Coulter), followed by a second clean-up with 1.0× AMPure XP beads. Fragment distribution of libraries was checked on a Fragment Analyzer system (Agilent). Stranded input samples were prepared in parallel with SCAR-seq samples. Samples were sequenced single-end (75 bp) on a NextSeq500 instrument (Illumina). For direct comparison, dPOLE4 and dPOLE4 MCM2-2A cell lines were assayed together.

#### Data processing

Reads were processed and mapped, and histone partition signal was computed as described previously (*3*). Briefly, for each strand, the SCAR normalized signal in counts per million (CPM) was computed in 1-kb bins and smoothed in a uniform blur considering the neighboring 30 bins on each side. For each 1-kb window, the signal from its corresponding SCAR input was subtracted, and negative values were set to zero. Input-corrected windows with CPM < 0.3 on both strands were filtered out and not considered for further analyses. The final partition score for each 1-kb window was calculated as: Partition = (*F* − *R*)/(*F* + *R*) where *F* and *R* correspond to the number of normalized and input-corrected reads for the forward and reverse strands, respectively. The partition value relates to the ratio of histones with a specific modification being segregated to the nascent forward (partition > 0) or nascent reverse (partition < 0) strand within each window, respectively. Okazaki-seq replication fork directionality scores and filtered initiation zones for mESCs were taken from (*3*) and used to define replication via leading or lagging strand mechanism. In the case xGen UDI-UMI adapters are used for SCAR library preparation, please note that the complementary strand will be sequenced (https://eu.idtdna.com/pages/support/faqs/can-the-xgen-unique-dual-index-umi-adapters-be-used-for-rna-seq). This results in a seemingly mirrored partition ratio (*R* − *F*)/(*R* + *F*) that should be corrected by multiplication with −1.

### Chromatin occupancy after replication

A step-by-step protocol is available (*34*). Briefly, nascent ChOR-seq samples were prepared from POLE4-dTAG and MCM2-2A/POLE4-dTAG cells in three biological replicates. Cells were treated with DMSO or dTAG-13 for 2 hours, pulsed in EdU-containing media (10 μM) for 20 min, and fixed in 7 ml of fixation buffer A (truChIP Chromatin Shearing Kit, Covaris, 520127), and 11.1% formaldehyde was added to a final concentration of 1% for 5 min with constant movement at room temperature. The reaction was quenched by adding glycine to a final concentration of 0.1 M for 5 min. Fixed cells were washed twice in ice-cold PBS and then collected in ice-cold PBS using a cell lifter before centrifuging for 5 min at 500*g* at 4°C. Cells were transferred to Eppendorf tubes, centrifuged (5 min at 500*g* at 4°C), snap-frozen in liquid nitrogen, and stored at −80°C until lysis. Nuclei isolation was performed on fixed cells using the truChIP Chromatin Shearing Kit (Covaris, 520127) following the manufacturer’s instructions. Twenty million cells were sonicated in 1-ml tubes using a Covaris S220 with the following settings: duty cycle, 10% intensity; 200 cycles per burst; 20-min processing time; 7°C bath temperature; and water level full. Sonicated chromatin was centrifuged at 14,000 rpm at 4°C for 10 min, and the supernatant was used for subsequent steps. In parallel, *Drosophila* S2 cells were labeled with 10 μM EdU for 39 hours, fixed, lysed, and sonicated. After sonication, input chromatin was mixed with EdU-labeled *Drosophila* S2 chromatin (0.05% of total chromatin). For each ChIP, 30 μg for H3K27me3 and 45 μg for H3K36me3, H4K20me2 and H3 of mixed mESC and *Drosophila* S2 sonicated chromatin were diluted up to 500 μl with dialysis buffer [4% glycerol, 10 mM tris-HCl, 1 mM EDTA, and 0.5 mM EGTA (pH 8)] and 400 μl of incubation buffer [2.5% Triton X-100, 0.25% sodium deoxycholate, 0.25% SDS, 0.35 M NaCl, and 10 mM tris-HCl (pH 8)] supplemented with leupeptin, aprotinin, pepstatin, trichostatin A, and phenylmethylsulfonyl fluoride (PMSF). For H3K27me3, chromatin was precleared with Protein A Agarose beads (Thermo Fisher Scientific) for 1 hour at 4°C. Next, 10 μl was set aside as input, and the remaining chromatin was incubated with 30 μl of H3K27me3 antibody (Cell Signaling, #9733S), H3K36me3 (Abcam, ab9050), H4K20me2 (Diagenode, C15200205), or H3 (Abcam, ab1791) overnight at 4°C. The following day, the mix was incubated for 3 hour with preblocked Protein A Agarose beads [incubated in BSA (1 mg/ml) in RIPA buffer overnight] for H3K27me3 and with Dynabeads Protein A (Thermo Fisher Scientific, 1001D) for H3K36me3, H4K20me2 and H3. Subsequently, ChIPs were washed three times in ice-cold RIPA buffer [140 mM NaCl, 10 mM tris-HCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, and 1 mM PMSF (pH 8)], three times in RIPA buffer with 0.5 M NaCl, once in LiCl buffer [250 mM LiCl, 10 mM tris-HCl, 1 mM EDTA, 0.5% IGEPAL CA-630, and 0.5% sodium deoxycholate (pH 8)], and twice in TE [10 mM tris-HCl and 1 mM EDTA (pH 8)]. The set-aside inputs and the washed beads were incubated with 50 μg of ribonuclease A (RNase A; Sigma-Aldrich) for 30 min at 37°C; thereafter, SDS and NaCl were added to a final concentration of 0.5% and 100 mM, respectively, and samples were incubated with proteinase K (10 μg) for 10 hours at 37°C followed by 6 hours of incubation at 65°C for decross-linking. DNA was purified using the MinElute PCR purification kit (QIAGEN, 28004). All immunoprecipitated DNA or 20 ng of decross-linked input material was subjected to end repair, A-tailing, and adaptor ligation using the KAPA Hyperprep kit following the manufacturer’s instructions and cleaned up with Agencourt AMPure XP beads. For qChOR-seq experiments, indexed DNA from all IP and all inputs were then pooled. Then, Click-iT was performed on indexed and mixed DNA for 30 min at room temperature under the following conditions: 1× Click-iT buffer (Click-iT EdU Alexa Fluor 488 Imaging Kit, Thermo Fisher Scientific, C10337), 0.5 mM picolyl-azide-PEG4-biotin (Jena Bioscience, CLK-1167-100), 0.1 mM CuSO_4_ (from Click-iT kit), 0.5 mM Tris(3-hydroxypropyltriazolylmethyl)amine (THPTA) (Sigma-Aldrich, 762342), and 10 mM sodium ascorbate (Jena Bioscience, CLK-MI005-1G). DNA fragments between 200 and 700 bp were size-selected using Agencourt AMPure XP beads and resuspended in TE. Next, to capture biotinylated products, MyOne Streptavidin T1 beads (Invitrogen, 65602) were washed three times with 1× BWT buffer [5 mM tris-HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl, and 0.05% (v/v) Tween 20] and resuspended in 2× BWT buffer at a volume equal to the volume of biotinylated DNA. Streptavidin beads were then mixed with biotinylated DNA and rotated for 30 min at room temperature. Beads containing biotinylated DNA were washed four times with 1× BWT buffer, twice with 1× TE with 0.05% (v/v) Tween 20, and once with 10 mM tris-HCl (pH 7.5). For H3K36me3, H4K20me2 and H3, EdU strands were purified by performing NaOH washes. Last, beads were resuspended in double distilled water. PCR amplification of ChOR-seq samples was performed following the KAPA Hyperprep kit protocol using the streptavidin bead suspension as a template (10 cycles of PCR for IPs and 6 cycles of PCR for inputs). Following PCR, streptavidin beads were purified using a magnetic rack, and the supernatant was cleaned up twice with Agencourt AMPure XP beads at a ratio of 0.8×. Fragment distribution of libraries was checked using the Fragment Analyzer system (Agilent), and libraries were pooled. H3K27me3 samples were sequenced single-end (75 bp) on a NextSeq500 instrument (Illumina). H3K36me3, H4K20me2 and H3 samples were sequenced paired-end on an Illumina NextSeq2000 (Illumina). For direct comparison, dPOLE4 and dPOLE4 MCM2-2A cell lines were assayed together.

#### Data processing

Sequencing reads were adaptor-trimmed using TrimGalore (v0.0.6, Babraham Bioinformatics) and aligned to the mm10 mouse reference genome or the dm6 *drosophila* genome (6.27.1) using bowtie2 (v2.4.269). Only uniquely mapping reads were kept using samtools (v1.1270), and duplicates were removed using Picard MarkDuplicates (v2.26.10, Broad Institute). For read per million (RPM)–based analysis of genome occupancy, bam files were converted to bigwig files using deepTools (v3.5.172) bamCoverage using standard parameters with options–ignoreDuplicates–bl Ensembl mm10 blacklist–e 250 -b 50 and normalized to counts per million (RPM), and replicates were merged with bigWigMerge and visualized using the Integrative Genomics Viewer (IGV) (v2.15.1). To obtain a common H3K27me3 peak dataset, all called peaks (MACS2 v2.2.7.1, --broad) of the individual replicates (*n* = 3) were concatenated and sorted using the BEDtools (v2.30.0,73) SortBed function and overlapping peaks within 500-bp distance merged by the BEDtools Merge function. From this dataset, only peaks that overlap the peak set of all individual replicates were kept using the BEDtools Intersect Interval function with -a specified. The resulting peak sets were used for subsequent analysis. To account for spike-in normalization, samples were normalized to relative reads per million (RRPM) as described in (*1*). For visualization, the RPM-normalized datasets were exported as bigWig files in 50-bp intervals and visualized across selected regions with Seqplots (v1.12.174). To quantify enrichment over peaks, RRPM-normalized datasets in 1-kb window overlapping with common H3K27me3 or H3K36me3 peaks were filtered using Seqmonk. For H3 and H4K20me2, all bins in RRPM-normalized datasets in 1-kb windows were exported. Subsequently, samples were analyzed and visualized in R.

### RNA sequencing

#### Sample preparation

RNA-seq libraries were prepared from POLE4-dTAG cell lines and MCM2-2A/POLE4-dTAG cell lines in triplicate. For serum+LIF conditions, cells were seeded and, after 2 hours, treated with DMSO or dTAG for 24 or 96 hours. For RA differentiation experiments, after 24 hours of dTAG treatment, the media was switched to RA-containing media without LIF, and samples were harvested after 12, 24, and 60 hours of RA exposure. Total RNA was extracted from 5 × 10^6^ cells using the RNeasy Plus Mini Kit (QIAGEN) according to the manufacturer’s protocol, and gDNA was eliminated by treatment with the RNase-Free DNase Set (QIAGEN). Quality of RNA was assessed using a 2100 Bioanalyzer RNA 6000 Nano kit (Agilent). Total RNA (500 ng) from each sample was depleted of ribosomal RNA (rRNA) using the NEBNext rRNA Depletion kit (NEB). Strand-specific RNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep kit (NEB), assessed on the Bioanalyzer High Sensitivity DNA kit (Agilent) to ensure good quality, and sequenced as 100-bp paired-end reads on the Illumina NextSeq 2000 platform in three biological replicates. For direct comparison, dPOLE4 and dPOLE4 MCM2-2A cell lines were assayed together.

#### Data processing

Reads were quality trimmed and filtered for adapters with cutadapt (version 4.2) and mapped to the mouse genome (mm10) using STAR mapper (version 2.7.11a) with special multimapping parameters --winAnchorMultimapNmax 200 and --outFilterMultimapNmax. Quantification of genes and repeat subfamilies was performed with the TEcount tool, part of the TETranscripts (version 2.2.3) software suite using gencode (version M25) annotations and TETranscripts custom repeat annotations GRCm38_GENCODE_rmsk_TE. Differential expression analysis was performed with Deseq2. DE genes/repeat subfamilies were defined as those with |fold change| > 1.5 and false discover rate (FDR) < 0.01. Gene Ontology term functional enrichment was performed with the package clusterProfiler18 (version 3.18.1).

### Replication transposase-accessible chromatin with sequencing

#### Sample preparation

A detailed step-by-step protocol is available (*65*). To generate nascent repli-ATAC-seq samples, we used MCM2-2A/PolE4-dTAG cells in two biological replicates. Cells were subjected to DMSO or dTAG-13 treatment for 2 hours, followed by pulsing in EdU-containing media (10 μM) for 10 min. Nascent samples were prepared by trypsinizing the cells (Gibco, 25200056). After cell counting, 100,000 cells were used for repli-ATAC followed by nuclei isolation. The nuclei were treated with Tagment DNA Enzyme (TDE1) (Illumina, 15027865) for 30 min, and the tagmented DNA was purified. EdU-labeled DNA was biotinylated using Click-IT and purified with Dynabeads MyOne Streptavidin T1 beads (Invitrogen, 65602). The purified tagmented DNA was subjected to size selection up to 1000 bp using a double-size selection method with Agencourt AMPure XP beads (Beckman Coulter, A63881). To isolate biotinylated fragments, 20 μl of Dynabeads MyOne Streptavidin T1 beads (Invitrogen, 65602) per sample was washed three times with 1× B&W buffer [5 mM tris-HCl (pH 7.5,) 0.5 mM EDTA, 1 M NaCl, and 0.05% Tween 20] and resuspended in 2× B&W buffer at a volume equal to the volume of biotinylated DNA. After adding the streptavidin beads to the DNA sample, samples were incubated for 30 min at room temperature with side rotation. Next, beads were then pelleted on a magnetic rack and resuspended in water. Repli-ATAC-seq libraries were PCR-amplified with the following reaction mix: 50 nM primer 1, 50 nM indexed primer 2, and 1× NEBNext High-Fidelity PCR Master Mix (NEB, M0541). Libraries were amplified with the following conditions: 72°C, 5 min; 98°C, 30 s; 12 repli-ATAC-seq libraries cycles of 98°C, 10 s; 63°C, 30 s; 72°C, 30 s. Libraries were purified twice using a 1.6:1 AMPure XP bead ratio and resuspended in 10 μl of elution buffer (EB). Fragment distribution of libraries was checked using the Fragment Analyzer system (Agilent), and libraries were pooled and sequenced paired end (68 bp) on a NextSeq2000 instrument (Illumina).

#### Data processing

Samples were processed and quality controlled using the Encyclopedia of DNA Elements (ENCODE) standardized pipeline for ATAC-seq (v2.2.2). Briefly, adapters were removed, reads were trimmed with cutadapt, mapping was performed with bowtie2 to a hybrid mm10 and dm6 genomes, bam files were filtered, using only reads with mapping quality (MAPQ) ≥ 30, and reads falling in mm10 encode blacklisted regions were removed. The bam files were down-sampled to the same size as the lowest sequences library using Picard (version 2.27.5). Down-sample bamfiles were merged, and bigwig files for all repli-ATAC samples were computed using deepTools bamcoverage (version 3.5.1) in bins of 50 bp and normalized using Reads Per Kilobase per Million mapped reads (RPKM). Bigwig files were processed with deepTools multibigwigsummary. Enrichment plots around active TSSs were made by deepTools plotProfile.

### Statistical analysis

The statistical test was performed using GraphPad Prism and R software. The statistics for the high-content microscopy experiments was performed on the mean of individual replicates.

# Supplementary material for: Disabling leading and lagging strand histone transmission results in parental histones loss and reduced cell plasticity and viability
**Source:** Sci Adv. 2025 Feb 19;11(8):eadr1453. doi: 10.1126/sciadv.adr1453
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Table S1

Supplementary Materials for  
**Disabling leading and lagging strand histone transmission results in parental  
histones loss and reduced cell plasticity and viability**

Leonie Kollenstart *et al.*

*Sci. Adv.* **11**, eadr1453 (2025)  
DOI: 10.1126/sciadv.adr1453

**This PDF file includes:**

Figs. S1 to S4  
Table S1

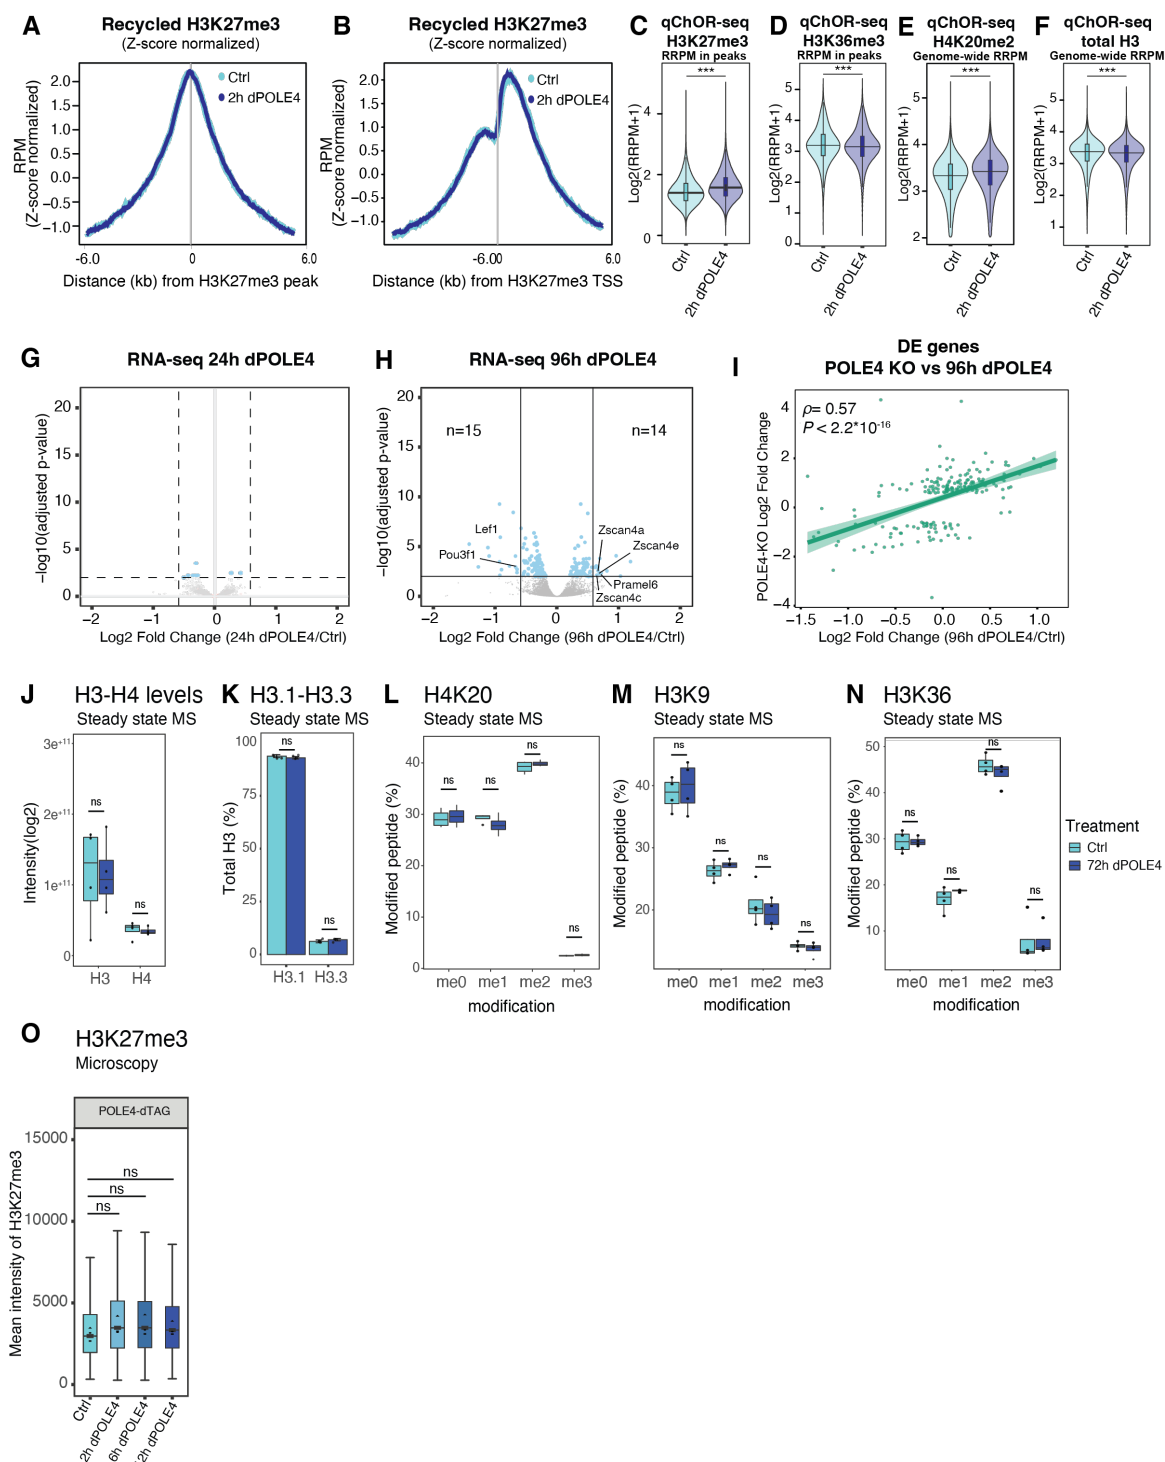

**Supplemental Figure 1. Effects of POLE4 depletion on H3K27me3 occupancy, transcription and H3-H4 (hPTMs).**

(A) Average profile of nascent H3K27me3 occupancy across total H3K27me3-peaks in DMSO (Ctrl, light blue) or dTAG-13 (dPOLE4, dark blue) treated POLE4-dTAG mESCs. RPM scale, Z-score normalized. Average of two independent replicates. (B) Average profile of nascent H3K27me3 occupancy across transcription start sites (TSSs) in DMSO (Ctrl, light blue) or dTAG-13 (dPOLE4, dark blue) treated POLE4-dTAG mESCs. RPM scale, Z-score normalized. Average of two independent

replicates. **(C-F)** quantitative ChOR-seq signal in 1 kb bins of recycled **(C)** H3K27me3 and **(D)** H3K36me3 overlapping total peaks or **(E)** genome-wide H4K20me2 and **(F)** total H3 in DMSO or 2h dTAG-13. Signal quantified with reference-adjusted reads per million using exogenous spike-in chromatin (RRPM). Wilcoxon signed-rank test.  $n = 3$  biological replicates. Note that recycling accuracy cannot be estimated using H4K20me2, as this mark is deposited on approximately 40% of histones genome wide (L). **(G)** Volcano plot showing differential expression analysis of genes and repeat subfamily expression. Fold change against false discovery rate (FDR) adjusted P-value is shown per gene in 24 hours dTAG-13 (dPOLE4) versus DMSO (Ctrl) in POLE4-dTAG cells.  $n = 3$  biological replicates. **(H)** Volcano plot showing differential expression analysis of genes and repeat subfamily expression. Fold change against false discovery rate (FDR) adjusted P-value is shown per gene after 96 hours dTAG-13 (dPOLE4) versus DMSO (Ctrl) treatment of POLE4-dTAG mESCs.  $n = 3$  biological replicates. **(I)** Scatter plot showing gene expression changes at 96 hours dTAG (dPOLE4) treatment of POLE4-dTAG mESC RNA-seq (H) against POLE4-KO mESC (Wenger et al. 2023)  $\log_2FC > 0.58$ . All DE genes in either POLE4-dTAG or POLE4-KO cells are plotted. Spearman's rank correlation coefficient ( $\rho$ ) with P-value. **(J)** Box plots showing total histone levels quantified by mass spectrometry ( $n = 4$ ). **(K)** Box plots showing H3.1 and H3.3 relative to total H3 quantified by mass spectrometry ( $n = 4$ ). **(L)** Box plots showing global H4K20 methylation levels quantified by mass spectrometry ( $n=4$ ). **(M)** Box plots showing global H3K9 methylation levels in POLE4-dTAG cells quantified by mass spectrometry ( $n=4$ ). **(N)** Box plots showing global H3K36me3 methylation levels in POLE4-dTAG cells quantified by mass spectrometry ( $n=4$ ). **(O)** H3K27me3 levels quantified with high-content microscopy in POLE4-dTAG mESC treated for 2, 4, 6, and 12 hours with DMSO (Ctrl) or dTAG-13 (dPOLE4).  $n = 3$  biological replicates. P values, Student t test (two-tailed, paired), performed on the means of the biological replicates.

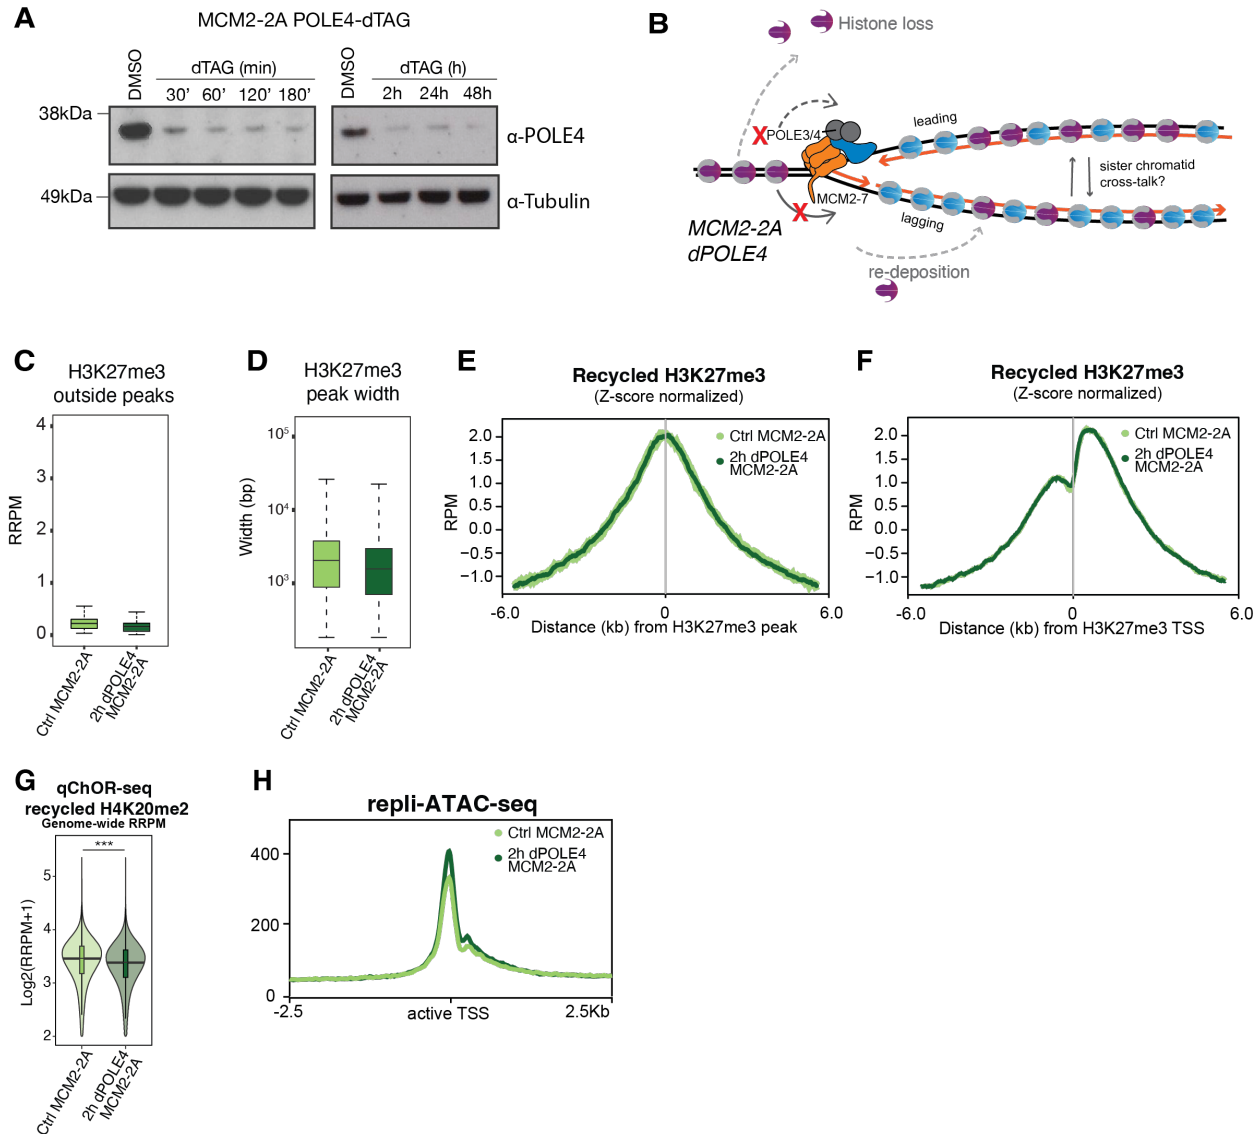

**Supplemental Figure 2. POLE4 depletion in MCM2-2A cells decreases H3K27me3 levels but does not affect relative H3K27me3 distribution.**

(A) Western blot analysis of POLE4-dTAG MCM2-2A mESCs treated with DMSO (Ctrl MCM2-2A) and dTAG-13 (dPOLE4 MCM2-2A). (B) Model of histone recycling upon removal of POLE4 in an MCM2-2A background. Recycling is ongoing to both strands with a preference to the leading strand. Possibility of an increase of parental histones on the lagging strand and/or a decrease of parental histones on the leading strand compared to the single MCM2-2A background. (C) ChOR-seq signal of recycled H3K27me3 in 1 kb windows not overlapping the total H3K27me3 peaks upon DMSO (Ctrl MCM2-2A) or dTAG-13 (dPOLE4 MCM2-2A) treatment. Log<sub>2</sub>(RRPM + 1) scale. Black line, median; dashed lines, 1.5× interquartile range. (D) Peak width (bp) of nascent H3K27me3 (ChOR-seq) calculated with MACS2 upon DMSO (Ctrl MCM2-2A) or dTAG-13 (dPOLE4 MCM2-2A) treatment. Black line, median; dashed lines, 1.5× interquartile range. (E) Average profile of recycled H3K27me3 occupancy across total H3K27me3-peaks in DMSO (Ctrl MCM2-2A, light green) or dTAG-13 (dPOLE4 MCM2-2A, dark green) treated POLE4-dTAG MCM2-2A mESCs. RPM scale, Z-score normalized. n = 2 biological replicates. (F) Average profile of recycled H3K27me3 occupancy across H3K27me3-containing TSSs in DMSO (Ctrl MCM2-2A, light green) or dTAG-13 (dPOLE4 MCM2-2A, dark green) treated POLE4-

dTAG MCM2-2A cells. RPM scale, Z-score normalized. (n = 2 biological replicates). **(G)** ChOR-seq signal of recycled H4K20me2 in 1kb bins genome-wide in DMSO (Ctrl MCM2-2A, light green) or dTAG-13 (dPOLE4 MCM2-2A, dark green) treated POLE4-dTAG MCM2-2A cells. Analyzed as in 2F. n = 3 biological replicates. **(H)** Average profile of nascent repli-ATAC-seq signal over 5 kb regions centered on the TSSs of active genes in POLE4-dTAG MCM2-2A mESCs.

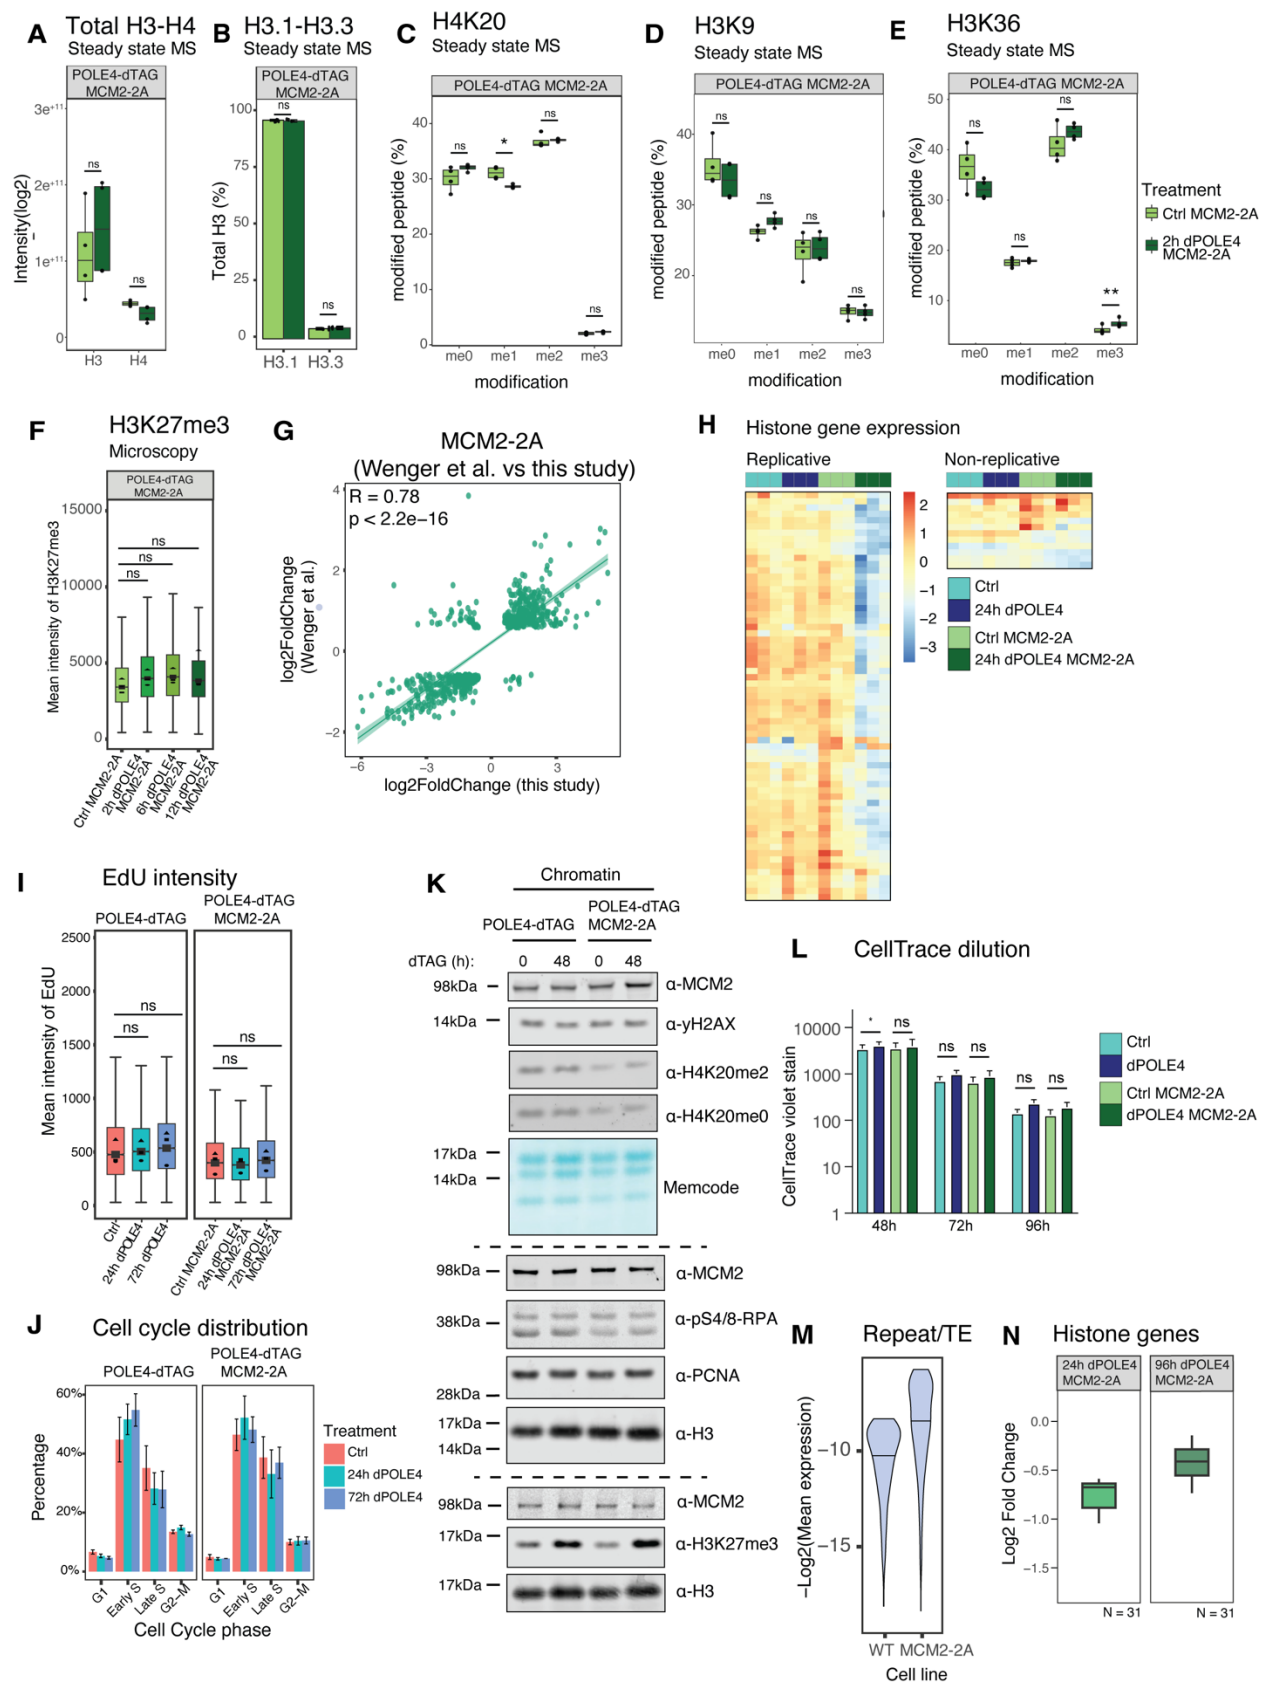

**Supplemental Figure 3. The effect of POLE4 depletion in MCM2-2A cells on H3-H4 (hPTMs), repeat expression, cell cycle progression and DNA damage.**

(A) Box plots showing total histone levels in DMSO (Ctrl MCM2-2A) and 72h dTAG-13 (dPOLE4 MCM2-2A) POLE4-dTAG MCM2-2A mESCs quantified by mass spectrometry using a H3 and a H4 peptide that does not contain sites for PTMs. n = 4 biological replicates. (B) Bar plot showing H3.1 and H3.3 relative to total H3 POLE4-dTAG MCM2-2A mESCs quantified by mass spectrometry (n = 4). (C-F) Box plots showing global H4K20 methylation levels POLE4-dTAG MCM2-2A mESCs quantified by mass spectrometry. n=4 biological replicates. (D) Box plots showing global H3K9 methylation levels in POLE4-dTAG MCM2-2A mESCs quantified by mass spectrometry (n=4 biological replicates). (E) Box plots showing global H3K36me3 methylation levels in POLE4-dTAG MCM2-2A mESCs quantified by mass spectrometry (n=4 biological replicates). (F) H3K27me3 levels quantified with high-content microscopy in POLE4-dTAG MCM2-2A mESCs treated for 2, 4, 6, or 12 hours with DMSO (Ctrl) or dTAG-13 (dPOLE4). n = 3 biological replicates. P values, Student t test (two-tailed, paired), performed on the means of the biological replicates. (G) Scatter plot showing expression changes in of MCM2-2A mESCs RNA-seq (Ctrl MCM2-2A/Ctrl, this study) compared to MCM2-2A mESCs RNA-seq data (Wenger et al. 2023)  $\log_2FC > 0.58$ . Spearman's rank correlation coefficient ( $\rho$ ) with P-value. (H) Heatmaps of Zscore normalized histone transcription levels in POLE4-dTAG and MCM2-2A POLE4-dTAG mESCs treated for 24 hours with DMSO (Ctrl, Ctrl MCM2-2A) or dTAG (dPOLE4, dPOLE4 MCM2-2A). Each column represents an individual biological replicate (R1, R2, R3). (I) High-content microscopy measurement of mean EdU intensity in POLE4-dTAG and POLE4-dTAG MCM2-2A mESCs pulsed with EdU and treated for 72 hours with DMSO (Ctrl, Ctrl MCM2-2A) or dTAG-13 (dPOLE4, dPOLE4 MCM2-2A). n = 3 biological replicates. (J) High-content microscopy analysis of cell cycle progression in POLE4-dTAG and POLE4-dTAG MCM2-2A mESCs pulsed with EdU and treated for 72 hours with DMSO (Ctrl, Ctrl MCM2-2A) or dTAG-13 (dPOLE4, dPOLE4 MCM2-2A). Cell-cycle stages were defined by gating on mean EdU intensity and total DAPI intensity. Mean  $\pm$  s.d. intensities are shown as percentage of total fraction. n = 3 biological replicates. (K) Western blot analysis of chromatin fractionation of POLE4-dTAG and POLE4-dTAG MCM2-2A mESCs treated for 48 hours with DMSO (Ctrl, Ctrl MCM2-2A) or dTAG-13 (dPOLE4, dPOLE4 MCM2-2A) with indicated antibodies. (L) Cell Trace division assay, cells were grown in CellTrace Violet for the indicated times and treatment. n = 3 biological replicates. (M) BaseMean (average of the normalized count values, divided by size factors) for WT (DMSO, Ctrl) and MCM2-2A (DMSO, Ctrl MCM2-2A) showing repeat and transposable element expression. (N) Log2 fold changes in histone gene expression for short (24 hours) and long (96 hours) time courses of POLE4 depletion in POLE4-dTAG MCM2-2A mESCs.

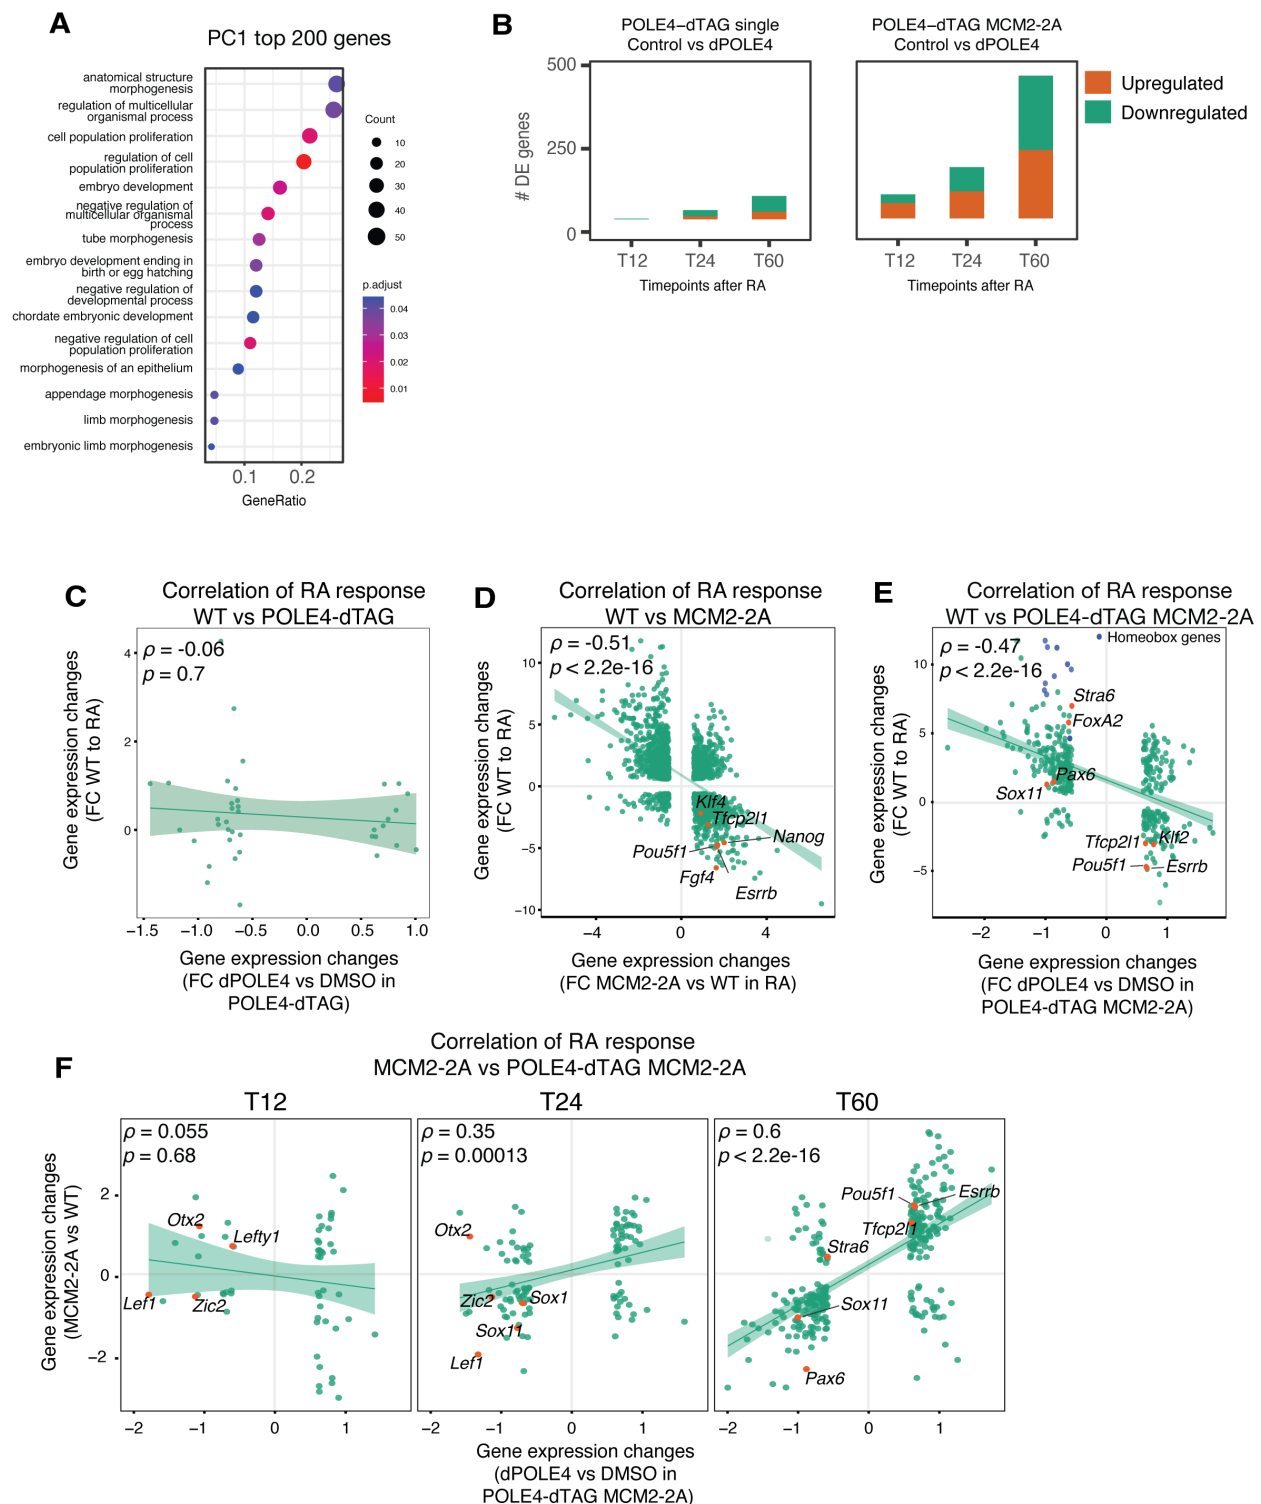

**Supplemental Figure 4 Transcriptional response to POLE4 depletion in MCM2-2A cells during retinoic acid (RA) differentiation.**

(A) Dot plot of GO term enrichment analysis for biological processes using the top 100 genes found in PC1 (see Fig. 4B) from RNA-seq data during RA treatment. (B) Number differentially expressed genes found after RA treatment (excluding DE genes at T0). Comparing dTAG (dPOLE4) versus DMSO (Ctrl)

for POLE4-dTAG cells and dTAG (dPOLE4 MCM2-2A) versus DMSO (Ctrl MCM2-2A) for POLE4-dTAG MCM2-2A mESC. **(C)** Scatter plots showing the expression changes ( $\log_2$  FC) of DE genes between 60 hours RA treatment versus untreated wild type ((Ctrl T60/Ctrl T0) on the y-axis and expression changes in POLE4 depleted cells (dPOLE4 T60/Ctrl T60) on the x-axis.  $|\log_2 \text{FC}| > 0.58$ , adjusted P-value  $< 0.01$ . Spearman's rank correlation coefficient ( $\rho$ ) with P-value. **(D)** Scatter plots showing the expression changes ( $\log_2$  FC) of DE genes between 60 hours RA treatment versus untreated wild type (Ctrl T60/Ctrl T0) on the y-axis and expression changes at 60 hours RA treatment in MCM2-2A single mutants (Ctrl MCM2-2A/Ctrl) on the x-axis. DE genes defined by  $|\log_2 \text{FC}| > 0.58$ , adjusted P-value  $< 0.01$ . Spearman's rank correlation coefficient ( $\rho$ ) with P-value. **(E)** Scatter plots showing the expression changes ( $\log_2$  FC) of DE genes between 60 hours retinoic acid vs untreated wild type (Ctrl T60/Ctrl T0) on the y-axis and DE genes at 60 hours retinoic acid in POLE4-dTAG MCM2-2A POLE4 depleted cells (dPOLE4 MCM2-2A T60/Ctrl MCM2-2A T60) on the x-axis. DE genes defined by  $|\log_2 \text{FC}| > 0.58$ , adjusted P-value  $< 0.01$ . Spearman's rank correlation coefficient ( $\rho$ ) with P-value. **(F)** Scatter plots showing correlation of fold changes for DE genes at RA differentiation time points (T12, T24, and T60) between single MCM2-2A (Ctrl MCM2-2A/Ctrl) on the y-axis and DE genes in MCM2-2A POLE4 depleted cells (dPOLE4 MCM2-2A/Ctrl MCM2-2A) on the x-axis. DE genes defined by  $|\log_2 \text{FC}| > 0.58$ , adjusted P-value  $< 0.01$ . Spearman's rank correlation coefficient ( $\rho$ ) with P-value. **(A-F)**  $n = 3$  biological replicates.

| Gene name | log2FC | padj  | Ensemble gene ID   | background | comparison             | dPOLE4 |
|-----------|--------|-------|--------------------|------------|------------------------|--------|
| Ccne1     | 0.151  | 0.055 | ENSMUSG00000002068 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cdk4      | -0.022 | 0.947 | ENSMUSG00000006728 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Ccn2      | 0.218  | 0.202 | ENSMUSG00000019997 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Mdm2      | 0.109  | 0.466 | ENSMUSG00000020184 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cdc34     | -0.062 | 0.778 | ENSMUSG00000020307 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Pold2     | -0.030 | 0.959 | ENSMUSG00000020471 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cdkn1a    | 0.204  | 0.158 | ENSMUSG00000023067 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Pcbp4     | -0.294 | 0.004 | ENSMUSG00000023495 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cdk2      | 0.062  | 0.884 | ENSMUSG00000025358 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Mcm6      | -0.083 | 0.453 | ENSMUSG00000026355 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Pcna      | 0.026  | 0.938 | ENSMUSG00000027342 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Ccna2     | 0.043  | 0.897 | ENSMUSG00000027715 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Plk1      | -0.114 | 0.382 | ENSMUSG00000030867 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Gas6      | 0.356  | 0.249 | ENSMUSG00000031451 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Casp3     | -0.052 | 0.941 | ENSMUSG00000031628 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cenpn     | -0.057 | 0.938 | ENSMUSG00000031756 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Cdkn1c    | 0.315  | 0.255 | ENSMUSG00000037664 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Dap       | -0.180 | 0.880 | ENSMUSG00000039168 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Ccnb1     | -0.073 | 0.617 | ENSMUSG00000041431 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Mcm3      | -0.107 | 0.188 | ENSMUSG00000041859 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Gas1      | -0.177 | NA    | ENSMUSG00000052957 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Trp53     | -0.092 | 0.350 | ENSMUSG00000059552 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Ccnd1     | -0.222 | 0.012 | ENSMUSG00000070348 | MCM2_2A    | treatment_dTAG_vs_DMSO | T96    |
| Ccne1     | 0.123  | 0.275 | ENSMUSG00000002068 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Cdk4      | -0.010 | 0.973 | ENSMUSG00000006728 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Ccn2      | -0.065 | 0.815 | ENSMUSG00000019997 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Mdm2      | 0.194  | 0.044 | ENSMUSG00000020184 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Cdc34     | 0.029  | 0.910 | ENSMUSG00000020307 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Pold2     | 0.043  | 0.884 | ENSMUSG00000020471 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Cdkn1a    | 0.275  | 0.046 | ENSMUSG00000023067 | WT         | treatment_dTAG_vs_DMSO | T96    |
| Pcbp4     | -0.106 | 0.559 | ENSMUSG00000023495 | WT         | treatment_dTAG_vs_DMSO | T96    |

|        |        |       |                    |         |                        |     |
|--------|--------|-------|--------------------|---------|------------------------|-----|
| Cdk2   | 0.036  | 0.915 | ENSMUSG00000025358 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Mcm6   | -0.079 | 0.577 | ENSMUSG00000026355 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Pcna   | 0.048  | 0.815 | ENSMUSG00000027342 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Ccna2  | -0.014 | 0.961 | ENSMUSG00000027715 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Plk1   | -0.026 | 0.931 | ENSMUSG00000030867 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Gas6   | 0.386  | 0.232 | ENSMUSG00000031451 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Casp3  | -0.128 | 0.692 | ENSMUSG00000031628 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Cenpn  | -0.005 | 0.992 | ENSMUSG00000031756 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Cdkn1c | -0.225 | 0.524 | ENSMUSG00000037664 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Dap    | 0.275  | 0.752 | ENSMUSG00000039168 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Ccnb1  | -0.164 | 0.067 | ENSMUSG00000041431 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Mcm3   | -0.028 | 0.904 | ENSMUSG00000041859 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Gas1   | -0.307 | NA    | ENSMUSG00000052957 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Trp53  | -0.028 | 0.893 | ENSMUSG00000059552 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Ccnd1  | -0.105 | 0.524 | ENSMUSG00000070348 | WT      | treatment_dTAG_vs_DMSO | T96 |
| Ccne1  | 0.081  | 0.577 | ENSMUSG00000002068 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cdk4   | -0.082 | 0.539 | ENSMUSG00000006728 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Ccn2   | 0.055  | 0.894 | ENSMUSG00000019997 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Mdm2   | 0.381  | 0.000 | ENSMUSG00000020184 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cdc34  | -0.121 | 0.279 | ENSMUSG00000020307 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Pold2  | -0.066 | 0.755 | ENSMUSG00000020471 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cdkn1a | 0.266  | 0.066 | ENSMUSG00000023067 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Pcbp4  | -0.119 | 0.426 | ENSMUSG00000023495 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cdk2   | 0.004  | 0.989 | ENSMUSG00000025358 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Mcm6   | -0.120 | 0.267 | ENSMUSG00000026355 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Pcna   | 0.061  | 0.698 | ENSMUSG00000027342 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Ccna2  | -0.141 | 0.218 | ENSMUSG00000027715 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Plk1   | -0.291 | 0.000 | ENSMUSG00000030867 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Gas6   | 0.335  | 0.256 | ENSMUSG00000031451 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Casp3  | 0.039  | 0.915 | ENSMUSG00000031628 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cenpn  | -0.011 | 0.983 | ENSMUSG00000031756 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Cdkn1c | 0.110  | 0.779 | ENSMUSG00000037664 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Dap    | -0.188 | 0.741 | ENSMUSG00000039168 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |

|        |        |       |                    |         |                        |     |
|--------|--------|-------|--------------------|---------|------------------------|-----|
| Ccnb1  | -0.164 | 0.094 | ENSMUSG00000041431 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Mcm3   | -0.079 | 0.553 | ENSMUSG00000041859 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Gas1   | 0.016  | NA    | ENSMUSG00000052957 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Trp53  | -0.200 | 0.041 | ENSMUSG00000059552 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Ccnd1  | -0.135 | 0.279 | ENSMUSG00000070348 | MCM2_2A | treatment_dTAG_vs_DMSO | T24 |
| Ccne1  | 0.140  | 0.152 | ENSMUSG00000002068 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cdk4   | 0.057  | 0.573 | ENSMUSG00000006728 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Ccn2   | 0.132  | 0.298 | ENSMUSG00000019997 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Mdm2   | 0.160  | 0.118 | ENSMUSG00000020184 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cdc34  | 0.140  | 0.148 | ENSMUSG00000020307 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Pold2  | 0.034  | 0.818 | ENSMUSG00000020471 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cdkn1a | 0.131  | NA    | ENSMUSG00000023067 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Pcbp4  | 0.077  | 0.603 | ENSMUSG00000023495 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cdk2   | 0.100  | 0.460 | ENSMUSG00000025358 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Mcm6   | -0.015 | 0.915 | ENSMUSG00000026355 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Pcna   | 0.134  | 0.138 | ENSMUSG00000027342 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Ccna2  | -0.028 | 0.837 | ENSMUSG00000027715 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Plk1   | 0.062  | 0.620 | ENSMUSG00000030867 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Gas6   | 0.129  | NA    | ENSMUSG00000031451 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Casp3  | 0.089  | NA    | ENSMUSG00000031628 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cenpn  | -0.040 | NA    | ENSMUSG00000031756 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Cdkn1c | 0.100  | NA    | ENSMUSG00000037664 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Dap    | 0.237  | NA    | ENSMUSG00000039168 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Ccnb1  | -0.082 | 0.462 | ENSMUSG00000041431 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Mcm3   | 0.049  | 0.623 | ENSMUSG00000041859 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Gas1   | -0.170 | NA    | ENSMUSG00000052957 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Trp53  | -0.056 | 0.557 | ENSMUSG00000059552 | WT      | treatment_dTAG_vs_DMSO | T24 |
| Ccnd1  | 0.057  | 0.655 | ENSMUSG00000070348 | WT      | treatment_dTAG_vs_DMSO | T24 |

**Table S1 Transcriptional effects cell cycle genes**

Log2 Fold Change (FC) of cell cycle genes in WT and MCM2-2A background after 24 hours or 96 hours of dPOLE4.

How the deposited data were processed for this re-analysis (not part of the article)

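RNA of POLE4-dTAG mESCs was measured in 60 libraries of 20 groups, with 3 libraries per group. The groups were Ctrl and dPOLE4 cells in the WT and the MCM2-2A background, each after 24 h of treatment (T0), at 12 h (T12), 24 h (T24) and 60 h (T60) of RA, and after 96 h of treatment. For each library the authors deposited counts of reads per gene and per repeat subfamily, made by trimming with cutadapt, aligning with STAR to mm10 with multiple alignments kept, and counting with TEcount on GENCODE M25 genes and a repeat annotation. These counts were neither normalized nor pooled by the authors, and their totals differ between libraries. Each table holds 56633 features, of which 55487 are genes and 1146 are repeat subfamilies. By name, 157 repeat subfamilies were taken as LINE, 571 as LTR and 418 as other. Genes were given symbols and positions from a GENCODE annotation of mm10.

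Total counts per library lay between 10461077 and 46609151 in the 48 libraries of the 24 h and RA experiment (median 19752626) and between 7126100 and 23598266 in the 12 libraries of 96 h (median 17715907.5). TMM factors lay between 0.911 and 1.07 in the first and between 0.961 and 1.04 in the second. Standard errors of log2 fold changes include both counting error and the variation between cultures. Replicate numbers are shared by the groups of an experiment. In the 24 h and 96 h comparisons, deviations from the group mean correlated between libraries with the same number (mean r across features between 0.11 and 0.27). In the RA comparisons the mean r lay between -0.13 and 0.18, so that some showed no such correlation. Each comparison was also fitted with the replicate number as a block.

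Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The paper's methods name DESeq2, and edgeR was the main tool here, with DESeq2 as an alternative for every count. For each comparison, the libraries of its 2 groups were filtered with filterByExpr (minimum count 10, minimum total 15), normalized with TMM over genes and repeats together, and tested with edgeR's quasi-likelihood F test. A feature was called DE when its Benjamini-Hochberg adjusted p was below 0.01 and its log2 fold change was larger in size than 0.58, the thresholds of the paper. For the RA time points, counts leave out features DE at T0 in the same comparison. The difference of the dPOLE4 effect between backgrounds was tested with all 4 groups of a time point in the fit. Log2 CPM were computed with a prior count of 2.

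Sets of genes were tested with limma's directional fry test, with p-values adjusted over 58 planned tests. A further 45 tests of differences between backgrounds were added after the data were seen and adjusted among themselves. The formative set held Lef1, Otx2, Pou3f1, Sox4, Krt18, Zic2, Foxd2 and Fgf5. The naive and self-renewal set held Tfcp2l1, Pou5f1, Klf4, Klf2, Nanog, Sox2, Zfp42, Pramel7, Pramel6, Dppa3, Pecam1, Prdm14 and Nr5a2. The early RA set held the 6 genes of Fig. 4H. Values of some single genes are not reported here. Replication-independent histone genes were H3f3a, H3f3b, Cenpa, H2afz, H2afv, H2afy, H2afy2, H1f0 and H1fx, and replication-dependent ones were the other expressed genes of the histone clusters. The 2-cell-like features were Zscan4a to Zscan4f, MERVL-int and MT2_Mm. All Hox cluster genes, all LINE and all LTR subfamilies made up the other 3 sets. Spearman correlations were taken across the features DE in the mutant comparison, and principal components across all features that passed the filter in 48 libraries. Differences of single values between groups of 3 were compared by exact permutation, for which the smallest possible p is 0.1.

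The genes named are every gene or repeat subfamily that the paper names for a comparison, the 23 genes of Table S1, Pole4 and Mcm2. For dPOLE4 against Ctrl in both backgrounds at 24 h and 96 h, the 3 DE features with the largest log2 fold change in each direction whose groups do not overlap were added. Any other feature is marked as named after its value was seen.

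The alternatives tried for counts were DESeq2, DESeq2 size factors or TMM factors from genes only in edgeR, no filter, at least 10 counts in every library, the replicate block, all 4 groups of a time point in the fit, robust estimation, no fold change cutoff, glmTreat against a 1.5-fold change, and features DE at T0 kept. Sets were rerun with the other scalings, the stricter filter and the block. Correlations were rerun on features DE in both comparisons, on all features, with disjoint control libraries and with DESeq2. Principal components were rerun on the 500 most variable features, on scaled features, on group means, on genes only and after a variance stabilizing transformation. Every library was left out in turn, and genes of chromosomes 11, 14 and 15 were left out in an alternative added after the data were seen.

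The procedure was tested on simulated data with 3 libraries against 3. Among 18171 simulated features with 200 changed 2-fold, edgeR found between 68 and 78% of the changed features over 4 simulations, with between 2 and 4 false calls. DESeq2 found between 67 and 72.5%, with 2 false calls in each. A simulated set of 31 genes lowered by 0.7 had medians between -0.77 and -0.69, and between 2 and 4 of 100 unchanged sets had a p below 0.05. Features were simulated independently of each other and without a deviation shared by replicate number. These rates therefore need not hold for sets of genes that vary together, or for changes below 2-fold.

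The gene ontology results of Fig. 4C and fig. S4A, the external POLE4-KO and MCM2-2A data, the targets of Zic2 and the bivalent genes were not analysed here, because the annotations and data they need are outside the 2 count tables used.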

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

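The set tests of differences between backgrounds, the test of MMERGLN-int at 96 h, all tests of the chromosome shifts and of the genes next to Pole4 and Mcm2, and the share of DE features on those chromosomes were chosen only after the results were seen.

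The paper does not report a test of whether POLE4 depletion acts differently in the 2 backgrounds. Fitted as a difference of log2 fold changes, it gave 1 feature past both thresholds at 24 h, 5 at T12, 7 at T24 and 19 at T60. At 96 h there were 0, with 715 features at an unadjusted p below 0.05. MMERGLN-int, an LTR subfamily, was the feature at 24 h and was also among those at T12, T24 and T60 (-0.64, -0.72 and -0.75). The others at T12 were 1700007K13Rik (0.90), Hist1h1t (-1.43), Hist1h2ba (-0.97) and Zic2 (-0.90), named after their values were seen. For comparison with other groupings, the background labels of the 6 same-numbered pairs were divided in all 10 possible ways, in fits with the pairs as blocks. The other divisions differ in that they mix pairs of both backgrounds in each group. The real division gave 21 features at 24 h, 9 at 96 h, 2 at T12, 30 at T24 and 23 at T60, and the largest other count was 6, 3, 0, 8 and 1. So 1 of 10 divisions gave as many in each of the 5 tests, and a share below 10% is not possible with 10 divisions, so this count alone cannot exclude a random division, although the real one was the highest each time, in the separate 96 h experiment too. Each background is also a single line, so a difference between backgrounds cannot be told apart from a difference between lines.

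MMERGLN-int stood out because its difference between backgrounds passed the thresholds (-0.67, adjusted p = 0.00354) and because the paper does not discuss this subfamily. In the MCM2-2A background it fell from 493 ± 19.1 to 313 ± 8.11 CPM at 24 h (mean ± SD of 3 libraries), a log2 fold change of -0.65, and the groups did not overlap, which chance gives for 10% of features. With POLE4 depleted in WT cells it changed by 0.027 from 252 CPM, and it was higher in Ctrl MCM2-2A than in Ctrl by 0.95. Taking normalization factors from genes only left the difference at -0.66. Thinning all libraries of the comparison to 13683171 counts left the fold change at -0.65, and leaving out 1 library gave values between -0.67 and -0.62. If its reads had moved to related subfamilies, these would have gained what it lost, but the 10 related subfamilies changed by -7.96 CPM in sum while MMERGLN-int changed by -171 CPM, and MMERGLN_LTR was also lower (-0.54). In the separate 96 h experiment the fold change was -0.67 (an unadjusted p of 1.52e-05, adjusted p = 0.00697). In WT cells the subfamily rose there by 0.29 (an unadjusted p of 0.0250, adjusted p = 0.315, and 0.00270 with the block). The difference between backgrounds at 96 h, -0.96, thus includes this rise, and its adjusted p was 0.523 in edgeR, 6.43e-04 in DESeq2 and 8.40e-05 with the block. None of these technical explanations accounted for the decrease in the MCM2-2A background. A hypothesis is that POLE4 depletion lowers transcripts of this family where MCM2 is mutated, which 1 line per background cannot separate from a property of this MCM2-2A line.

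For the replication-dependent histone genes, the difference between backgrounds was -0.51 at 24 h (68 of 69 genes lower, adjusted p = 0.0425, an unadjusted p of 0.00378) and -0.36 at T12 (67 of 68 lower, adjusted p = 0.0308, an unadjusted p of 0.00198). At 96 h, T24 and T60 it was -0.18, -0.26 and -0.17, with adjusted p = 0.242, 0.100 and 0.105. The unadjusted p were 0.0698, 0.0200 and 0.0234, and 0.0687, 0.00812 and 0.0155 with the block. The paper does not report this difference as a test. The replication-independent genes also moved at T24, where their difference was -0.15 (9 of 9 lower, fry test, adjusted p = 0.0501). H1f0 (-1.00) and H1fx (-0.96), named after their values were seen, passed both thresholds there. At 24 h, T12, T60 and 96 h this set was at -0.092, -0.072, -0.044 and 0.054 (adjusted p = 0.266, 0.119, 0.525 and 0.456). The technical explanations were tested on the decrease in the MCM2-2A background at 24 h. Of 10000 sets of genes drawn to be close to the histone genes in length, GC content and expression, 0 had a median as low, and their typical median was -0.030. Length was not matched, with a median of 534 bases in the histone genes against 930 in the drawn genes and 58.3% against 56.5% GC. The libraries were made from total RNA without rRNA, so RNA without poly(A) tails belongs in them, and 326 genes of short RNAs had a median of -0.081 (an unadjusted p of 0.453). After thinning to equal depth the histone median was -0.52 (an unadjusted p of 0.00656). Fewer cells in S phase would lower S phase genes, and the median of 40 of them was -0.019 (an unadjusted p of 0.293). GC content, expression, depth and S phase thus did not account for the decrease at 24 h, and an effect of short transcript length remains open. Of these, only S phase was tested at T12. The S phase genes had a median of -0.014 in MCM2-2A cells there (24 of 40 lower, an unadjusted p of 0.434). Their difference between backgrounds was -0.024 (an unadjusted p of 0.128). These values argue against fewer cells in S phase at T12. POLE4 loss may lower histone transcripts more where MCM2 is mutated, again as a hypothesis that 1 line per background cannot separate from a property of the line.

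The formative pluripotency genes fell more with POLE4 depletion in the MCM2-2A background at T12 and T24. The difference was -0.29 at T12 (6 of 7 genes lower, adjusted p = 0.0308, an unadjusted p of 0.00119) and -0.76 at T24 (7 of 8 lower, adjusted p = 0.0308, an unadjusted p of 0.00205), and the paper does not report these tests. The difference at T12 was -0.24 in the blocked fit and between -0.52 and -0.17 with single libraries left out. At 24 h, 96 h and T60 it was -0.27, -0.055 and 0.024, with adjusted p = 0.264, 0.456 and 0.572. At T24, 0 of 10000 matched sets had a difference as low (their typical median was -0.029), and with libraries thinned to 11967264 counts the difference was -0.67 (an unadjusted p of 0.00754). Length, GC content, expression and depth therefore left most of the difference at T24, and they were not tested at T12. Otx2 is the first gene of the shifted segment of chromosome 14 as drawn here, but that segment did not move with POLE4 depletion at T24 (median -0.0075 in the MCM2-2A background). A stronger effect of POLE4 loss on these genes where MCM2 is mutated is a hypothesis with the same limit of 1 line per background.

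Transcripts of the 2 targeted genes differed between the lines without depletion, which the paper does not report. At 24 h, Pole4 was at -0.68 and Mcm2 at -0.70 in Ctrl MCM2-2A against Ctrl, and at 96 h they were at -0.95 and -0.81. The 2 genes lie near each other on chromosome 6, so fewer copies of this region were considered. The 172 genes tested within 10 Mb of their span had a median of -0.088, and 21.9% of 13264 runs of as many neighbouring genes elsewhere were as low. With DESeq2 size factors Pole4 stayed at -0.67 and Mcm2 at -0.68. A loss of the whole region and library composition thus did not account for the values, but a shorter loss beside Mcm2 may. The 20 tested genes that follow Mcm2, from 88902251 to 91488463, had a median of -1.11 at 24 h (19 of 20 lower) and -0.95 at 96 h, and 0 of 16616 and 0 of 16295 runs of as many genes elsewhere were as low. The 20 genes before Mcm2 were at 0.011 and -0.018. With POLE4 depleted in this line at 24 h the genes after Mcm2 had a median of 0.072. Fewer copies of a segment that starts at or near Mcm2 in the MCM2-2A line are therefore a candidate explanation for Mcm2, and DNA was not analysed here. Around Pole4 the medians of 20 genes on each side were 0.029 and -0.081 at 24 h, so this did not account for Pole4. Whether the engineered alleles themselves lower the transcripts was not tested.

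In Ctrl MCM2-2A against Ctrl at 24 h, genes of whole chromosomes shifted together, which the paper does not report. The median log2 fold change was -0.48 on chromosome 11, 0.56 on chromosome 15 and 1.03 on a segment of chromosome 14 from 48657677 to 64647265 (170 genes, 98.2% higher). The other 17 chromosomes lay between -0.17 and 0.061. A different number of copies would move neighbouring genes together past 0.2 in both experiments, and 20 of 20 runs on chromosome 11 and 19 of 20 on chromosome 15 did so at 24 h. At 96 h 100% of the runs of neighbouring genes on chromosomes 11 and 15 were shifted past 0.2 in the direction of their chromosome. A single library did not explain it, since leaving out 1 library gave -0.48 to -0.43 for chromosome 11 and 0.55 to 0.58 for chromosome 15. With DESeq2 size factors the medians were -0.46 and 0.57. A cell state that RA changes would have altered the shifts during differentiation, but at T60 chromosome 15 stood at 0.47 and chromosome 11 at -0.55. The shifted chromosomes 11, 14 and 15 held 30.9% of the 3430 features DE at 24 h and 15.5% of the tested genes, and 2319 features were DE with these chromosomes left out. Most of the DE features were therefore elsewhere, which does not show that copy number plays no part in them. Runs of neighbouring genes on other chromosomes also shifted at 24 h, with lows of -0.80 on chromosome 6 and -0.58 on chromosome X. Different copy numbers between the 2 lines are a candidate explanation. RNA cannot show which of the lines departs from the usual number, and DNA was not analysed here.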

How the results depend on the processing

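The comparisons, thresholds and gene sets and the alternatives below were chosen before the data were examined, with exceptions. Chosen after seeing the data were the set tests of differences between backgrounds and other set tests beyond the 58 planned ones, among them that of the formative set in dPOLE4 against Ctrl at 24 h, the setting without genes of chromosomes 11, 14 and 15, all features with disjoint control libraries, the histone effect at 24 h and 96 h with each culture set against its same-numbered control, and leaving out replicates for correlations, for single genes and for that histone comparison. Counts are called changed when they move by more than 1.5 times, set tests are judged at an unadjusted p of 0.05, and values without a test are called moved past 1 SD between replicates. Changes are reported with both values, and the cause was not tested unless stated.

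Main counts of DE features for 24 h, 96 h, T12, T24 and T60 in this order were 0, 0, 0, 0 and 34 for dPOLE4 against Ctrl (called the WT effect here, with 2065, 2181, 1166 and 1480 features at an unadjusted p below 0.05 beside the counts of 0). They were 13, 53, 60, 180 and 415 for dPOLE4 MCM2-2A against Ctrl MCM2-2A (the mutant effect), 3430, 2830, 597, 1233 and 1654 for Ctrl MCM2-2A against Ctrl (the MCM2-2A effect), and 1, 0, 5, 7 and 19 for the difference of the depletion effect between backgrounds (the interaction, 715 at an unadjusted p below 0.05 at 96 h). In addition, 3665 features were DE in dPOLE4 MCM2-2A against Ctrl at 96 h and 9175 in Ctrl T60 against T0. The single feature of the interaction at 24 h was MMERGLN-int, and features in counts of 5 or fewer are named here after their values were seen.

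DESeq2 changed 10 of 22 counts. The WT effect gave 25 features at 96 h, 2 at T12 (Trh and Bnip3) and 15 at T24, the mutant effect 73 at 24 h and 114 at 96 h, and the interaction 10, 1 (MMERGLN-int), 20, 28 and 81 in the order of times above. The split by direction also moved, at T12 of the mutant effect from 33 up- and 27 down-regulated to 54 up- and 28 down-regulated, at T24 of the interaction from 0 up- and 7 down-regulated to 5 up- and 23 down-regulated and at T60 from 6 up- and 13 down-regulated to 36 up- and 45 down-regulated. DESeq2 size factors inside edgeR changed 2 of 22 counts, both of the interaction, to 2 at 24 h (Hist3h2ba and MMERGLN-int) and 3 at T12 (Hist1h1t, Zic2 and MMERGLN-int, 0 up- and 3 down-regulated instead of 1 up- and 4 down-regulated). TMM factors from genes only and robust estimation each changed 1 of 22, the interaction at 24 h, to 2 and 2 features (the same 2). At least 10 counts in every library changed 1 of 22, the interaction at T12, to 3 (Hist1h1t, Zic2 and MMERGLN-int).

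With no filter, 14 of 22 counts changed. The WT effect gave 1 (mt-Co3), 2 (Igfbp3 and mt-Rnr2), 3 (Trh, Slc16a3 and mt-Nd3), 1 (Cdh6) and 71, the mutant effect 60, 119, 101 and 277 at 24 h, 96 h, T12 and T24, and the interaction 5 (Hist1h1t, Hist3h2ba, Hist1h2aa, Gm12260 and MMERGLN-int), 1 (MMERGLN-int), 18, 21 and 105. With all 4 groups in the fit, 3 of 16 changed, the mutant effect to 59 at 24 h and 80 at 96 h and the WT effect to 14 at T60. Without the fold change cutoff, which can only raise a count, 7 of 22 changed, the MCM2-2A effect to 6110 at 24 h, 2456 at T24 and 2519 at T60, the mutant effect to 142, 421 and 642 at T12, T24 and T60, and the WT effect to 74 at T60. Keeping features DE at T0, which likewise can only raise a count, changed 3 of 9, the MCM2-2A effect to 2611, 3252 and 3066 at T12, T24 and T60. With glmTreat, a stricter test, 16 of 22 changed. The MCM2-2A effect fell to 1291, 760, 178, 559 and 720, dPOLE4 MCM2-2A against Ctrl at 96 h to 1384, and the mutant effect to 0, 1 (Gm8994), 5 (Lef1, Hist1h1t, Hist1h2ba, Hist3h2ba and Zic2), 0 and 0. The WT effect at T60 fell to 0, and the interaction to 0, 0, 0 and 0 at 24 h, T12, T24 and T60. For these counts of 0, features at an unadjusted p below 0.05 in the same test numbered 119, 305 and 565 for the mutant effect, 111 for the WT effect and 129, 159, 225 and 354 for the interaction.

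The replicate block, which takes out what libraries with the same replicate number share, changed 13 of 22 counts. The WT effect gave 5 (9330159F19Rik, mt-Atp8, mt-Co3, Gm24270 and ENSMUSG00000118642), 153, 3 (Trh, Slc16a3 and Lefty1) and 15 at 24 h, 96 h, T12 and T24. The mutant effect gave 148 at 24 h and 306 at 96 h but 3 at T12 (Tpi1, Slc39a4 and Hoxb2), and the MCM2-2A effect 339 at T12. The interaction gave 13, 2 (Tmem254b and MMERGLN-int), 3 (Hist1h1t, Zic2 and MMERGLN-int), 28 and 48. The block also changed 14 of 70 set tests. With the block 8 of these no longer passed the threshold, namely the formative genes in the WT effect at T12 (median -0.29 and -0.29 with the block) and T24 (-0.21 and -0.21), the naive genes in the WT effect at T60 (0.22 and 0.23), the early RA genes in the WT effect at T24 (-0.14 and -0.14), LINE subfamilies in dPOLE4 T60 against T0 (-0.30 and -0.31), and LTR subfamilies in the MCM2-2A effect at T60 (0.24 and 0.26), in Ctrl MCM2-2A T60 against T0 (-0.40 and -0.39) and in dPOLE4 MCM2-2A T60 against T0 (-0.38 and -0.38). Another 6 newly passed it in the same direction, namely the replication-independent histone genes in the mutant effect at 24 h (-0.075 and -0.070), the 2-cell-like features in the MCM2-2A effect at 96 h (0.20 and 0.22), LTR subfamilies in the mutant effect at 96 h (0.10 and 0.072), and the interaction of the formative genes at 24 h (-0.27 and -0.24), of the 2-cell-like features at 96 h (0.67 and 0.66) and of the naive genes at T60 (0.34 and 0.34).

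The other settings changed few set tests. DESeq2 size factors changed 2 of 70, with the formative genes weaker in the WT effect at T24 (-0.21, main -0.21) and the 2-cell-like features reversed in the mutant effect at 24 h (-0.0061, main 0.0014). TMM from genes only changed 1, the early RA genes in the MCM2-2A effect at T24, which became weaker (-0.039, main -0.022). At least 10 counts in every library changed 2, with weaker values for the formative genes in the WT effect at T12 (-0.26, main -0.29) and LTR subfamilies in Ctrl MCM2-2A T60 against T0 (-0.35, main -0.40). Leaving out genes of chromosomes 11, 14 and 15 changed 2 of 6 counts, the MCM2-2A effect at 96 h to 1782 and at T12 to 361. It reversed 1 of 5 sets, the Hox genes in the MCM2-2A effect at T60 (0.67, main -0.14), a setting that leaves out Hoxb on chromosome 11 and Hoxc on chromosome 15.

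Each fit that left out 1 library used 2 libraries against 3. For the WT effect these 6 fits gave 0 to 5 features at 24 h, 0 to 4 at T12, 0 to 2 at T24 and 6 to 44 at T60, and the fits with the highest counts at the first 3 times called Zfp280c, mt-Atp6, mt-Co3, Zfp979 and ENSMUSG00000118642 at 24 h, Trh, Tpi1, Slc16a3 and ENSMUSG00000118642 at T12 and Ccnd2 and PB1D7 at T24. For the mutant effect they gave 0 to 23 at 24 h, 0 to 71 at 96 h, 14 to 70 at T12, 85 to 170 at T24 and 91 to 560 at T60, for the MCM2-2A effect 366 to 580 at T12, and for the interaction (12 fits) 0 to 3 at 24 h, 0 to 6 at T12, 0 to 7 at T24 and 1 to 38 at T60. The highest count of the interaction at 24 h was reached with Hist3h2ba, Gm12260 and MMERGLN-int, and the lowest at T60 with MMERGLN-int. The fits among these that gave 0 features had between 793 and 1990 features at an unadjusted p below 0.05. The other 8 counts stayed within 1.5 times of the main count in every fit with 1 library left out.

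Among the sets, the fits with 1 library left out moved 32 of 70 results in at least 1 fit (39 values weaker, 16 stronger and 15 reversed among 492). In the WT effect, medians ranged from -0.075 to 0.014 for replication-dependent and -0.020 to 0.075 for replication-independent histone genes and -0.35 to 0.55 for 2-cell-like features at 24 h, from -0.35 to -0.18 at T12 and -0.28 to -0.16 at T24 for the formative genes, from -0.35 to -0.20 at T12 and -0.19 to -0.12 at T24 for the early RA genes, and at T60 from 0.21 to 0.32 for the naive genes, -0.22 to -0.10 for Hox genes, 0.10 to 0.35 for LINE and 0.13 to 0.26 for LTR subfamilies. In the mutant effect they ranged from -0.14 to -0.050 for replication-independent histone genes, -0.37 to 0.23 for 2-cell-like features, -0.12 to 0.18 for LINE and -0.11 to 0.15 for LTR subfamilies at 24 h, -0.040 to 0.16 for LINE subfamilies at 96 h and 0.52 to 0.70 for the naive genes at T60. In the MCM2-2A effect they ranged from -0.20 to 0.040 for replication-dependent histone genes at 24 h, -0.11 to -0.029 at T12 and -0.064 to 0.020 at T24 for the early RA genes, and 0.22 to 0.49 for LINE and 0.21 to 0.32 for LTR subfamilies at T60. For T60 against T0, LINE subfamilies ranged from -0.36 to -0.25 in dPOLE4, -0.32 to -0.021 in Ctrl MCM2-2A and -0.25 to -0.084 in dPOLE4 MCM2-2A, and LTR subfamilies from -0.52 to -0.27 in Ctrl MCM2-2A. In the interaction the ranges were -0.42 to -0.065 for the formative genes at 24 h, 0.53 to 0.93 for 2-cell-like features and -0.26 to -0.12 for replication-dependent histone genes at 96 h, -0.32 to -0.20 for the early RA genes at T24, and 0.24 to 0.47 for the naive genes and -0.31 to -0.036 for LINE subfamilies at T60. The difference of the histone effect between 24 h and 96 h in the mutant effect, -0.23, ranged from -0.34 to -0.062.

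For single genes, DESeq2 changed 16 of 88 values (2 weaker, 13 stronger and 1 reversed), the replicate block 15 of 88 (1 weaker, 14 stronger), and all 4 groups in the fit 9 of 72 (4 weaker, 5 stronger). Leaving out 1 library changed 38 of 88 genes in at least 1 fit (101 values weaker, 13 stronger, 7 reversed among 528). The values that reversed all lay near 0. These were H3f3b in the mutant effect at 24 h (-0.0040 in DESeq2, main 0.0050, -0.093 to 0.090 with 1 library left out), Pole4 in the WT effect (-0.046 to 0.066, main -0.0068) and in the mutant effect (-0.15 to 0.012, main -0.066), and Mcm2 in the mutant effect (-0.13 to 0.0025, main -0.080), all at 24 h.

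Spearman correlations depended most on which features entered. The main values were 0.94 and 0.59 for the 2 relations of Fig. 3G (features DE in the MCM2-2A effect and in the mutant effect), -0.14, -0.41 and -0.52 for the relations of figs. S4C, S4D and S4E, and 0.12, 0.29 and 0.54 for fig. S4F at T12, T24 and T60. With features DE in both comparisons, both relations of Fig. 3G stood at 0.95 (0.95 for the second), fig. S4D at -0.51 and fig. S4F at T60 at 0.63. With all features, all 8 moved, to 0.88 and 0.88 in Fig. 3G, -0.26, -0.31 and -0.21 in figs. S4C, S4D and S4E, and -0.12, -0.090 and 0.11 in fig. S4F, so that the sign at T12 and T24 of fig. S4F changed. DESeq2 gave -0.38 for fig. S4D and -0.46 for fig. S4E. A shared control group can itself produce a correlation, so its libraries were divided between the 2 axes, which gives no value for fig. S4E, the relation that shares no such group. With replicate 1 on one axis this moved the relations of Fig. 3G to 0.87 and 0.19, and with replicates 2 and 3 there it moved the first to 0.90 and fig. S4D to -0.35. With all features and divided controls the values that moved were 0.73, -0.30, -0.016 and 0.21 for the first relation of Fig. 3G, fig. S4D, and fig. S4F at T24 and T60, and 0.76, -0.23, 0.030 and 0.17 in the reverse division. Without genes of chromosomes 11, 14 and 15 the first relation of Fig. 3G was at 0.93 and fig. S4D at -0.46. Leaving out a replicate of every group moved the first relation of Fig. 3G between 0.93 and 0.94 and fig. S4C between -0.19 and 0.031.

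In the principal components of the RA time course, the first 2 held 48.1% and 15.8% of the variance. These shares were 67.9% and 12.7% with the 500 most variable features, 37.9% and 17.2% with scaled features, 56.5% and 18.6% with group means, 52.8% and 16.5% after variance stabilization, 48.9% and 14.5% without chromosomes 11, 14 and 15, and 48.0 to 48.8% and 15.9 to 16.3% with a replicate left out. The distance between Ctrl MCM2-2A and Ctrl at T60 on the first component was -10.4 and became -12.7 with the 500 most variable features, and the other 2 distances did not move in any of the 6 settings or with a replicate left out.

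Depth had little effect where it was tested. Thinning the 24 h libraries of the mutant effect to 13683171 counts each gave 14 DE features against 13. The lowest total was 7126100 counts in Ctrl MCM2-2A at 96 h. In simulated data with 3 libraries per group edgeR found between 68 and 78% of 2-fold changes of single features.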

Differences from the paper's values

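For dPOLE4 MCM2-2A against Ctrl MCM2-2A at 24 h, the paper's text gives 27 up-regulated features against 4 here. Of the alternatives set before the data were examined, DESeq2 (28), no filter (24) and all 4 groups in the fit (24) closed the gap, while the replicate block (91) and the others did not. Down-regulated features numbered about 44 in Fig. 3D of the paper, read by eye, against 9 here, and DESeq2 (45), no filter (36), the replicate block (57) and all 4 groups in the fit (35) closed this gap. At 96 h the paper's text gives 118 DE features against 53 here, and DESeq2 (114), no filter (119) and all 4 groups in the fit (80) closed the gap, while the replicate block (306) and the others did not. By direction, Fig. 3F of the paper shows about 77 up- and about 37 down-regulated features, read by eye, against 34 and 19 here. DESeq2 (80 and 34) and no filter (87 and 32) closed both of these gaps, all 4 groups in the fit closed the first alone (59 and 21), and the replicate block (217 and 89) and the others closed neither.

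For dPOLE4 against Ctrl at 96 h, the paper's text gives 29 DE features against 0 here, where 2181 features had an unadjusted p below 0.05. DESeq2 (25) closed the gap, while the replicate block (153) and the other alternatives set before the data were examined did not. Fig. S1H of the paper shows about 14 up- and about 15 down-regulated features, read by eye, against 0 and 0 here. None of the alternatives set before the data were examined reached the first (DESeq2 7, replicate block 84), and DESeq2 (18) reached the second. During RA, fig. S4B of the paper shows about 1 and about 14 DE features for dPOLE4 against Ctrl at T12 and T24, read by eye, against 0 and 0 here (1166 and 1480 at an unadjusted p below 0.05). None of the alternatives set before the data were examined reached the value at T12, with 2 in DESeq2, 3 with no filter, 3 with the replicate block and 4 without Ctrl replicate 3. For T24, DESeq2 (15) and the replicate block (15) closed the gap and the others did not.

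Fig. 3G of the paper shows a correlation of about 0.92, read by eye, where 0.94 was obtained for features DE in Ctrl MCM2-2A against Ctrl. None of the alternatives set before the data were examined closed the gap, and neither did leaving out chromosomes 11, 14 and 15 (0.93) or a replicate of every group (0.93 to 0.94), both chosen after seeing the values. For features DE in dPOLE4 MCM2-2A against Ctrl MCM2-2A the figure shows about 0.83, read by eye, against 0.59 here. Features DE in both comparisons (0.95) and all features (0.88) came within 1 SD but lay above the figure's value. The others set before did not close the gap. Leaving out chromosomes 11, 14 and 15, chosen after seeing the values, also brought it within the error (0.71), as did all features with disjoint control libraries, chosen after seeing the values too (0.73 and 0.76). Fig. S4D of the paper shows about -0.51, read by eye, against -0.41 here, and features DE in both comparisons (-0.51) closed the gap. Fig. S4E of the paper shows about -0.47, read by eye, against -0.52 here, and DESeq2 (-0.46) closed the gap. The others set before did not close either gap, and leaving out replicate 1 of every group, chosen after seeing the values, brought fig. S4E within the error (-0.49).

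For the replication-dependent histone genes, fig. S3N of the paper shows medians of about -0.7 at 24 h and about -0.4 at 96 h for dPOLE4 MCM2-2A against Ctrl MCM2-2A, read by eye, against -0.53 and -0.31 here. None of the alternatives set before the data were examined closed the gap at 24 h, including those that left out 1 library (-0.62 to -0.44). At 96 h, the replicate block (-0.35) and leaving out dPOLE4 MCM2-2A replicate 1 (-0.37), Ctrl MCM2-2A replicate 1 (-0.32) or replicate 3 (-0.33) closed it and the others did not. The same figure plots about 31 such genes, read by eye, against 69 tested here, and no alternative applied to this number. For Cenpn at 24 h in the MCM2-2A background, Table S1 of the paper gives a log2 fold change of -0.011 against 0.00089 here. DESeq2 (-0.0084) closed the gap, and the replicate block (0.0011) and all 4 groups in the fit (0.0070) did not. Leaving out 1 library, chosen after seeing the values, gave -0.041 to 0.052, which includes the paper's value.

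The remaining points concern genes and directions, and fits with 1 library left out were chosen after seeing the values for single genes. The paper lists Zic5 as lower and Abcb1b as higher in dPOLE4 MCM2-2A against Ctrl MCM2-2A at 24 h. Here they had log2 fold changes of -0.61 and 0.66 and were not DE in edgeR, whereas DESeq2, the replicate block, all 4 groups in the fit and the fit without dPOLE4 MCM2-2A replicate 1 called both. In dPOLE4 against Ctrl at 96 h, the paper marks Lef1, Pou3f1 and Pramel6, which were at -0.91, -0.74 and 0.74 and not DE in edgeR. DESeq2 called Lef1 and Pramel6, and the replicate block called all 3. In dPOLE4 MCM2-2A against Ctrl MCM2-2A at 96 h, the paper marks Zic2, Zic5 and Otx2 as lower. They were at -0.68, -0.59 and -0.57 and not DE in edgeR, DESeq2 and the replicate block called Zic2 and Zic5, and no fit of this comparison called Otx2. For the 2-cell-like features that the paper reports as higher there, MT2_Mm (0.94), Zscan4b (1.23), Zscan4c (1.46), Zscan4d (1.14) and Zscan4f (1.27) were not DE in edgeR. DESeq2 and the replicate block called all 5, all 4 groups in the fit called MT2_Mm and Zscan4c, and the fit without Ctrl MCM2-2A replicate 1 called MT2_Mm, Zscan4c, Zscan4d and Zscan4f.

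From its own data (fig. S3M), the paper describes repeats as substantially derepressed in MCM2-2A single mutants. Citing earlier work, it also describes LINE and LTR transcripts as elevated in MCM2-2A mESCs. Here their medians in Ctrl MCM2-2A against Ctrl were -0.19 and -0.14 at 24 h and -0.054 and -0.059 at 96 h. None had an unadjusted p below 0.05, and no alternative gave a positive median at 24 h. With single libraries left out, the 24 h medians ranged from -0.31 to -0.011 (LINE) and from -0.25 to -0.014 (LTR), so they came close to 0. Repeats held 7.30% of the counts in Ctrl MCM2-2A replicate 1 at 24 h, against 8.43% and 8.70% in replicates 2 and 3. Fig. S3M shows mean normalized counts of repeats, a measure unlike these medians. At T60 the paper describes the pluripotency factors as higher still with POLE4 depletion in MCM2-2A cells. Nanog and Klf4 were at 0.44 and 0.37 there, below the fold change threshold in edgeR, DESeq2, the replicate block and all 4 groups in the fit, and the fit without Ctrl MCM2-2A replicate 1 called Nanog. Esrrb was at 0.66 and not DE in edgeR, but DESeq2, the replicate block, all 4 groups in the fit, and the fits without dPOLE4 MCM2-2A replicate 3 and without Ctrl MCM2-2A replicate 1 called it. For Lefty2, which the paper describes as induced in MCM2-2A cells, T24 against T0 gave 0.58, just under the fold change threshold, in edgeR, with DESeq2 and the replicate block also under it, and 4 of the fits with 1 library left out above it.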

Other observations

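The tests of Otx2 and of the segment of chromosome 14 were chosen only after the result was seen, and the p53 and hypoxia target genes were tested because such genes had been noticed among the DE features.

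The counts of DE features in comparisons of 2 groups were set beside other splits of the same 6 libraries. Of the 10 splits into 3 and 3, 4 part all 3 same-numbered pairs, the real one included, and the others keep some same-numbered pairs together and were left aside. For dPOLE4 against Ctrl at 24 h, 96 h, T12 and T24, all 4 of these 4 splits gave 0 DE features, while 2065, 2181, 1166 and 1480 features had an unadjusted p below 0.05 in the real one. In every other comparison only the real split, 1 of 4, gave as many DE features as it did. These were Ctrl MCM2-2A against Ctrl at 24 h (3430 features), 96 h (2830), T12 (597), T24 (1233) and T60 (1654), dPOLE4 MCM2-2A against Ctrl MCM2-2A at 24 h (13), 96 h (53), T12 (60), T24 (180) and T60 (415), dPOLE4 against Ctrl at T60 (34), dPOLE4 MCM2-2A against Ctrl at 96 h (3665) and T60 against T0 in Ctrl (9175). The other 3 splits of each gave 0, except that 1 of them gave 1 feature for dPOLE4 MCM2-2A against Ctrl MCM2-2A at T24. With 4 splits the share cannot fall below 25%, so this count alone cannot exclude a random split, although the other splits gave almost no DE features.

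p53 target genes were noticed among the features higher with POLE4 depletion in the MCM2-2A background, so the target genes that were not themselves called were tested as a set. At 24 h their median log2 fold change was 0.18 (30 of 35 genes higher, adjusted p = 0.0167, an unadjusted p of 0.00128, and 0.0280 unadjusted with the replicate block, over 39 tests of such lists). At T12, T24 and T60 it was 0.16, 0.12 and 0.17, with adjusted p = 0.00638, 0.0291 and 0.0167, and at 96 h it was 0.10 (adjusted p = 0.271, an unadjusted p of 0.135). In dPOLE4 against Ctrl at 24 h the median was 0.033 (adjusted p = 0.420, an unadjusted p of 0.323), and with the block its unadjusted p was 0.135. At T12 it was 0.051 (24 of 34 higher, adjusted p = 0.287, an unadjusted p of 0.160, and 0.00400 with the block), and at 96 h 0.12 (26 of 34 higher, adjusted p = 0.271, an unadjusted p of 0.139, and 0.0125 with the block), no smaller than in MCM2-2A cells. The difference between backgrounds was 0.13 at T12 (adjusted p = 0.0192), 0.066 at T24 (adjusted p = 0.135), 0.068 at T60 (adjusted p = 0.174), -0.061 at 96 h (adjusted p = 0.717) and 0.15 at 24 h (28 of 35 higher, adjusted p = 0.0942, an unadjusted p of 0.0217). A mild p53 response to dTAG or POLE4 depletion may be present, as a hypothesis found and tested in the same libraries. The difference between backgrounds was positive at 4 of 5 times but had an adjusted p below 0.05 only at T12, so whether such a response depends on mutated MCM2 is open.

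Hypoxia target genes were noticed among the features lower with POLE4 depletion. In the MCM2-2A background the uncalled ones had a median of -0.22 at T12 (21 of 25 lower, adjusted p = 0.121, an unadjusted p of 0.0340, and 0.0549 unadjusted with the replicate block) and -0.34 at T24 (22 of 25 lower, adjusted p = 0.0573, an unadjusted p of 0.0118, and 0.00469 with the block). At 24 h, 96 h and T60 the median was -0.073, -0.063 and -0.036, with adjusted p = 0.191, 0.118 and 0.482 (an unadjusted p of 0.0302 at 96 h). For WT cells the median was -0.19 at T12 (22 of 25 lower, adjusted p = 0.135, an unadjusted p of 0.0478, and 0.00252 with the block). In WT cells at 24 h and 96 h it was -0.016 and -0.066 (adjusted p = 0.393 and 0.287). The difference between backgrounds at T12 was -0.073 (adjusted p = 0.698, an unadjusted p of 0.644). At 24 h, T24, 96 h and T60 it was -0.045, -0.17, 0.038 and 0.088 (adjusted p = 0.393, 0.379, 0.698 and 0.583). Genes of this list respond to culture density and oxygen, and the density of the cultures was not recorded in the labels, so a difference between culture dishes could produce the same -0.22.

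S phase genes were slightly higher with POLE4 depletion in the MCM2-2A background at T60, with a median of 0.13 (36 of 40 higher, adjusted p = 0.0369, an unadjusted p of 0.00662) and a difference between backgrounds of 0.11 (37 of 40 higher, adjusted p = 0.0369, an unadjusted p of 0.00582). This was noticed among the tests of the lists, and no explanation for it was tested.

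During RA in Ctrl, LINE subfamilies fell by a median of 0.70 and LTR subfamilies by 0.85 (log2, T60 against T0). The other repeat subfamilies, many of which may be LTR by the paper's classes, had a median of -0.75. Such a mixed group cannot show whether all repeat-derived reads fell or only those of LTR and LINE subfamilies. Whether these decreases reflect transcription of repeats or reads from introns of unspliced RNA in libraries of total RNA was not tested.

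Otx2 was higher in Ctrl MCM2-2A than in Ctrl at T12 (1.18) and T24 (0.96), while the median of the formative genes was -0.54 and -0.55. The other genes of the shifted segment of chromosome 14 had a median of 1.01 at T24. The segment was drawn in runs of neighbouring genes that were higher at 24 h, and Otx2 is its first gene, so these values do not show whether the shift reaches Otx2. Its position remains a candidate explanation for its direction, and its regulation in this line was not tested apart from that.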
